# Decoding pancreatic endocrine cell differentiation and β cell regeneration in zebrafish

**DOI:** 10.1126/sciadv.adf5142

**Published:** 2023-08-18

**Authors:** Jiarui Mi, Ka-Cheuk Liu, Olov Andersson

## Abstract

In contrast to mice, zebrafish have an exceptional yet elusive ability to replenish lost β cells in adulthood. Understanding this framework would provide mechanistic insights for β cell regeneration, which may be extrapolated to humans. Here, we characterize a *krt4*-expressing ductal cell type, which is distinct from the putative Notch-responsive cells, showing neogenic competence and giving rise to the majority of endocrine cells during postembryonic development. Furthermore, we demonstrate a marked ductal remodeling process featuring a Notch-responsive to *krt4*^+^ luminal duct transformation during late development, indicating several origins of *krt4*^+^ ductal cells displaying similar transcriptional patterns. Single-cell transcriptomics upon a series of time points during β cell regeneration unveil a previously unrecognized *dlb*^+^ transitional endocrine precursor cell, distinct regulons, and a differentiation trajectory involving cellular shuffling through differentiation and dedifferentiation dynamics. These results establish a model of zebrafish pancreatic endocrinogenesis and highlight key values of zebrafish for translational studies of β cell regeneration.

## INTRODUCTION

During murine and human embryonic development of the pancreas, the ductal cells reside in the trunk of the branched epithelium and can up-regulate the transcription factors *Neurog3* and *Fev* to induce early and late endocrine progenitor cells, respectively (*1*–*5*). The late progenitor cells are dedicated to specific committed endocrine cell types based on a sophisticated balance among a wide range of lineage-specific transcription factors for final cell fate acquisition (*3*, *6*–*8*). This differentiation process is sustained until the neonatal stage and markedly declines soon after birth. In mouse, upon β cell injury, which can be induced by numerous genetic and pharmacological strategies, the proliferation of remnant β cells serves as the primary source of regenerative β cells, indicated by pulse-chase experiment and lineage fate mapping studies (*9*, *10*). Notably, the induction of massive β cell loss, overexpression of a key transcription factor cocktail using genetic approaches, or inhibition of cell differentiation blockades can stimulate a variety of cell types to up-regulate insulin expression, highlighting the astonishing cell plasticity in a broad range of cells for reprogramming toward pancreatic β cell fate (*11*–*19*). Some studies suggest that the pancreatic duct might harbor a latent progenitor population to give rise to insulin-producing cells under diseased conditions in adults (*20*–*24*). However, this is still under debate due to a lack of reliable ductal cell–specific lineage tracing tools in mouse models and speculated endocrine cell contaminations in human samples (*20*, *25*, *26*).

Zebrafish, a widely used model organism for regeneration studies, can fully recover from extreme β cell loss in both larval and adult stages within 1 month (*27*, *28*). Lineage tracing experiments with temporal labeling of β cells indicated that although proliferation of preexisting β cells can be accelerated by drug treatment, there are other sources contributing to the restoration of the majority of insulin-producing cells upon β cell ablation (*29*, *30*). The main sources of developing β cells and regenerative insulin–producing cells have yet to be determined by genetic fate mapping. However, prevailing evidence from lineage tracing or similar studies using transgenic zebrafish strains indicates that a small fraction of endocrine cells in the secondary islets can be formed from Notch-responsive cells (also referred to as intrapancreatic ductal cells or centroacinar cells) (*31*–*33*); however, they do not explain the total contribution for the endocrine pancreas. Thus, broader or different ductal/progenitor cell–specific Cre lines are needed to expand the genetic fate mapping to include the majority of endocrine cell formation (*30*, *34*–*38*). Moreover, recent studies suggested that *sst1.1^+^* endocrine cells might convert to insulin-producing cells upon β cell ablation (*37*, *39*). However, evidence from lineage tracing is still lacking.

During zebrafish development, the early pancreatic endocrine cells arise from the dorsal pancreatic bud and culminate at around 36 hours after fertilization (*40*). The ventral pancreatic bud subsequently engulfs the dorsal bud and gives rise to exocrine tissues and additional endocrine cells that coalesce with the principal islet in the head of the pancreas (*40*). At around 5 days postfertilization (dpf), in parallel with the start of food intake, secondary islets in the pancreatic tail region occasionally appear, and more β cells will progressively form in both the principal and secondary islets through adulthood as a response to increased nutrient consumption (*41*). Using pharmacological and genetic approaches, researchers have shown that the downregulation of Notch signaling can lead to a substantial increase in β cells in the secondary islets (*31*, *42*, *43*). Lineage fate mapping experiments using the *tp1* (a Notch-responsive viral element) promoter to drive CreERT2 commonly label around 75% of Notch-responsive cells but fail to label the majority of endocrine cells in the anterior region of the principal and the secondary islets, indicating that other surrogate cell sources might exist with a unique reprogramming mechanism underlying the differentiation process (*32*).

To resolve this apparent disparity, we combined a variety of state-of-the-art tools including single-cell RNA sequencing (RNA-seq), newly generated knock-in and transgenic lines for lineage fate mapping, and targeted cell ablation to characterize a previously undefined ductal cell type, i.e., *krt4^+^* ductal cells that function as the ductal progenitors of endocrine cells. This type of ductal cell has a transcriptional signature, morphological profile, and organization distinct from the putative Notch-responsive ductal cells. Briefly, these *krt4^+^* ductal cells display an alternative Notch-signaling state and assemble together to gradually form luminal structures throughout the pancreas. These ductal cells, coupled with a subset of *neurod1^+^* endocrine cells, can convert to bihormonal (also known as *ins^+^*&*sst1.1^+^* hybrid) cells after β cell ablation. Moreover, the *krt4*^*+*.^ luminal duct has several independent origins and eventually forms large connecting tubular structures, with a common transcriptional pattern in the process of ductal tree morphogenesis. Last, by sequencing the *krt4* lineage at the single-cell level in the basal state and after β cell ablation, we uncovered *dlb^+^* endocrine progenitor cells and several transitional cell states along the newly defined differentiation trajectory toward bihormonal and mature cells. By harnessing the up-regulated molecular events in the transitional cell clusters, e.g., by inhibiting the phosphatidylinositol 3-kinase (PI3K)–AKT–mammalian target of rapamycin (mTOR) pathway, we can induce *krt4^+^* duct–derived insulin-producing cells. In all, we generate a blueprint of zebrafish endocrinogenesis and put forward a redefined model of endocrine cellular origin that encompasses an emerging concept linking it with ductal remodeling. Our single-cell analyses show that endocrinogenesis is largely conserved when comparing adult zebrafish with embryonic mouse and human and uncover previously unknown key molecular events governing β cell formation and regeneration.

## RESULTS

### Single-cell transcriptomics identifies ductal heterogeneity and *krt4*^+^ duct in adult zebrafish

For a preliminary view of the cellular composition of the islet and the surrounding niche, we first analyzed one public single-cell RNA-seq dataset of the adult zebrafish principal islet (*44*). After filtering and quality control, we identified 17 clusters, two of which showed expression of various well-known ductal markers including *sox9b*, *nkx6.1*, *cftr*, and *anxa4* (Fig. 1, A and B). We noted that these two clusters differ in terms of Notch-signaling responsive genes, with the larger cluster expressing *her6* and *her9* to a low extent, while the smaller cluster preferentially expressed *her15.1*. Both clusters are *id2a*^+^, indicating that they are both bone morphogenetic protein (BMP) responsive (Fig. 1C). Next, we demonstrated that *epcam*, *cldn7b*, *cd9b*, *cx30.3*, and *onecut1* were expressed in both types of ducts, while *clcn1b* and *igf2a* presented highest expression in *her15.1^+^* duct (fig. S1, A to H). We also identified *vasnb*, *cdh17*, and *cldnc*, which code for membrane-bound proteins, as previously undefined pan-ductal marker genes (Fig. 1, B and C). Immunostaining for Vasnb, Cdh17, and Cldnc, as well as hybridization chain reaction (HCR) 3.0 in situ immunofluorescence of *anxa4* in the *Tg(Tp1bglob:eGFP)^um14Tg^* [abbreviated as *Tg(tp1:EGFP)*] larvae at 6 dpf, displayed two types of morphologically distinct ductal cells with or without green fluorescent protein (GFP) labeling, consolidating the prior in silico analyses (Fig. 1, D to G) (*45*, *46*).

**Fig. 1.**
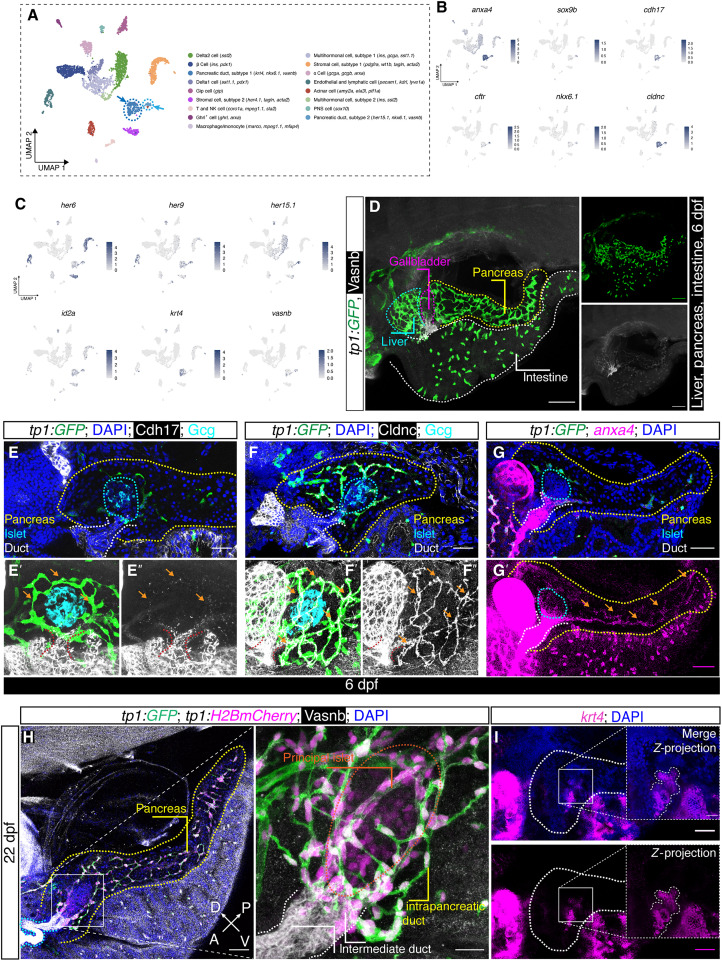
Ductal heterogeneity in the adult zebrafish pancreas. (**A**) Uniform Manifold Approximation and Projection (UMAP) plot showing the different cell clusters. The classifications were based on known marker genes highly expressed in each cell type in the zebrafish pancreas. The two clusters of pancreatic ductal cell types are denoted by dashed lines and arrows. NK, natural killer. (**B** and **C**) Feature plot shown in UMAP embedding of selected ductal markers (B), Notch and BMP downstream genes enriched in pancreatic ducts, and novel ductal markers (C). (**D**) Immunostaining using a Vasnb antibody in *Tg(tp1:EGFP)* transgenic larva showing the ducts in the hepatopancreatic biliary system. The dashed lines outline the organs in different colors, i.e., pancreas (yellow), gallbladder (magenta), liver (cyan), and intestine (white). Scale bars, 200 μm. (**E** to **G**) Representative confocal images of immunostaining of Cdh17 and Cldnc in *Tg(tp1:EGFP)* larvae (E) and (F) and in situ hybridization for *anxa4* in *Tg(tp1:EGFP)* larvae (G) with *Z*-projection (E′) and (E″), (F′) and (F″), and (G′). The pancreas (yellow), islet (cyan), and non–Notch responsive ducts (white) were outlined by dashed lines in different colors. The Notch-responsive intrapancreatic ducts are indicated by arrows (orange). Scale bars, 200 and 40 μm (magnification). (**H**) Double transgenic for *tp1:EGFP* and *tp1:H2BmCherry* with anti-Vasnb staining showing the labeling pattern in the duct and islets in the larvae pancreas. The pancreata, extrapancreatic duct, intermediate duct, and islet are highlighted with yellow, cyan, white, and orange dashed lines, respectively. Scale bars, 200 μm (left) and 40 μm (right). A, anterior; P, posterior; D, dorsal; V, ventral. (**I**) In situ hybridization for *krt4* showing the extrapancreatic-to-intermediate duct system with bifurcation in 6 dpf larva. The insets are magnified *Z*-projections with white dashed lines outlining the tree-like structure of the intermediate duct. Scale bars, 200 and 40 μm (insets).

Immunostaining of *Tg(tp1:EGFP);Tg(tp1:H2BmCherry)* larvae at 22 dpf showed that the ducts in the anterior region of the pancreas present as a direct continuum of the extrapancreatic duct and have a luminal structure, as well as being devoid of enhanced GFP (EGFP) signal [although contained some H2BmCherry, which accumulates since histone 2B (H2B) stabilizes mCherry] (Fig. 1H). As these cells are positioned in between the extrapancreatic duct and intrapancreatic duct, we named them intermediate duct for ease of description. Conversely, the predefined Notch-responsive intrapancreatic ducts present long protrusions surrounding the principal islet and extending toward the pancreatic tail region that express higher mCherry signal. Notably, we also saw that a substantial number of the endocrine cells residing in the principal islet are weakly mCherry^+^, which is in line with the single-cell RNA-seq data showing the expression of *her15.1* in a subset of endocrine cells. Furthermore, we noted that a cytokeratin gene, *krt4*, is a marker gene of the large ductal cluster (Fig. 1C). Using HCR3.0 in situ hybridization, we found that extrapancreatic duct and intermediate duct are both *krt4*^+^. The intermediate ducts branch out to form a tree-like structure with a bifurcation toward the principal islet (Fig. 1I).

To better explore the pancreatic ductal system, we performed immunostaining in existing reporter lines or in situ hybridization in 6 dpf larvae for markers identified in the single-cell RNA-seq data from the adult zebrafish principal islet (i.e., not a direct validation due to different stages). The immunostaining of Vasnb in *Tg(-2.5cadherin17:mCherry)* [abbreviated as *Tg(cdh17:H2BmCherry)*] and *Tg(nkx2.2a:mEGFP)* suggested mosaic *cdh17* and *nkx2.2* expression patterns in the intermediate duct (fig. S2, A and B). We also observed *yap* activity and *pdx1* expression in both ducts and in a subset of the endocrine cells (fig. S2, C to E). In situ hybridization and immunofluorescent staining also demonstrated the expression of *id2a*, *sox9b*, *hnf1ba*, and *onecut1* in the intermediate duct (fig. S1, I to L). Notably, the ciliated cell master regulator, *foxj1a*, is restricted in the extrapancreatic duct as shown by both the transgenic reporter and the in situ hybridization (fig. S2F). Hence, the *krt4^+^* duct can be also molecularly classified into *foxj1a^+^* or *foxj1a*^−^ categories on top of the anatomical architecture. Together, we are able to visualize and molecularly define the whole ductal system in the zebrafish pancreas and distinguish novel ductal cell types, highlighting a ductal cell type showing specific *krt4* expression and differential Notch target gene activation pattern.

### Lineage tracing using canonical duct cell tracers only tracked a limited number of endocrine cells

To address from which origin new postembryonic endocrine cells arise, we first used the *Tg(EPV.Tp1-Mmu.Hbb:Cre-ERT2,cryaa:mCherry)^s959^* [abbreviated as *Tg(tp1:CreERT2)*] line, which has been commonly used as a tracer of Notch-responsive cells and crossed it with two different responder lines: *Tg(ubi:loxp-EGFP-stop-loxp-mCherry)* [abbreviated as *Tg(ubi:Switch)*] and *Tg(ubi:loxp-CFP-stop-loxp-H2BmCherry)* [abbreviated as *Tg(ubi:CSHm)*]. We treated larvae with 4-hydroxytamoxifen (4-OHT) using maximum dosage (20 μM) at 2 or 3 dpf for 24 hours and analyzed the fate mapping results at 6 dpf. Apart from labeling the Notch-responsive intrapancreatic duct, neither extrapancreatic nor intermediate duct could be lineage traced or genetically labeled during development (Fig. 2, A and B). By using a nitroreductase/metronidazole (NTR/MTZ)–mediated cell ablation model (*ins:flagNTR*), we saw a similar result after β cell ablation with no lineage-traced insulin or somatostatin1.1 (Sst1.1)–positive cells, and the extrapancreatic and intermediate duct also appeared devoid of lineage tracing (Fig. 2, C and D). However, long-term lineage tracing (23 dpf) showed that a small proportion of the ductal cells located in the duct with a luminal structure could be genetically labeled (Fig. 2, E and F), in accordance with previous work and that we can see a small proportion of endocrine cells being labeled in a similar set up (fig. S10, B and D) (*31*). These results suggested that the *tp1* driven ductal tracer is useful in tracking the Notch-responsive cell lineage, whereas it is not qualified to trace the other ductal cells. It also prompts us to examine whether the previously uncharacterized ductal cell type might be a major source of endocrine cells in the pancreas.

**Fig. 2.**
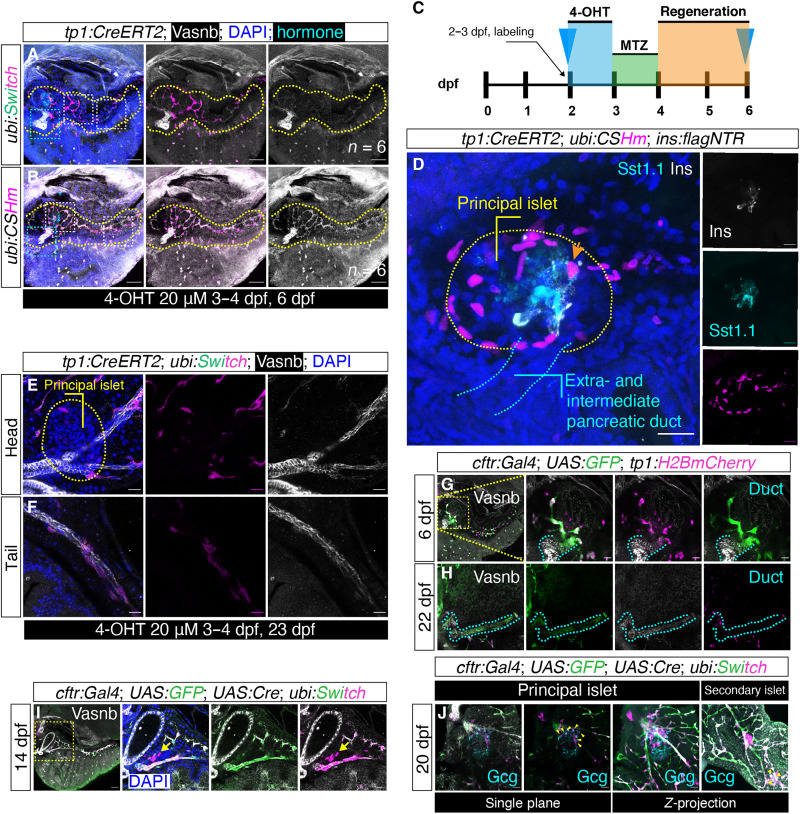
Lineage tracing showed limited Notch-responsive duct–to–endocrine cells conversion at the principal islet. (**A** and **B**) *Tg(tp1:CreERT2)* was crossed to two different color-switch lines under the control of *ubiquitin B* promoter. H2BmCherry/mCherry expression was specifically induced in *tp1^+^* Notch-responsive ducts and their progenies with 20 μM 4-OHT administered from 3 to 4 dpf, as visualized with *Z*-projections 6 dpf. Yellow, white, and cyan dashed lines indicate the pancreata, Notch-responsive intrapancreatic ducts, and non–Notch-responsive duct anterior to the principal islet, respectively. Scale bars, 100 μm. (**C** and **D**) Schematics and confocal *Z*-projections of *tp1* lineage–traced cells under β cell ablation condition. Tentative overlap in the *Z*-projection (the mCherry^+^ cell indicated by orange arrow) was confirmed to not coexpress Sst1.1 and insulin (Ins) in single planes. Scale bars, 40 μm. The yellow and blue dashed lines indicate the principal islet and extra- and intermediate pancreatic duct, respectively. (**E** and **F**) Long-term lineage tracing in *tp1:CreERT2;ubi:Switch* with 4-OHT treatment 3 to 4 dpf. Confocal *Z*-projections of pancreatic head (E) and tail (F) 23 dpf. Yellow dashed lines indicate the principal islet. Scale bars, 40 μm. (**G** and **H**) *cftr:Gal4;UAS:EGFP*;*tp1:H2BmCherry* indicate *cftr^+^* cells 6 dpf (G) and 22 dpf (H). The ductal cells are highlighted using cyan dashed lines. Scale bars, 40 μm. (**I** and **J**) *cftr:Gal4;UAS:EGFP;UAS:Cre;ubi:Switch* indicate *cftr^+^* lineage traced cells 14 dpf (I) and 20 dpf (J). Yellow dashed lines in (I) indicate the pancreatic head (magnifications in right panels). The yellow arrow points to lineage-traced endocrine cells. Yellow arrows in (J) indicate lineage-traced Gcg*^+^* cells in head and tail regions. Scale bars, 40 μm.

To test our hypothesis, we used another duct tracer driven by the *cftr:Gal4* transgene. Staining for Vasnb in *TgBAC(cftr:Gal4);Tg(UAS:EGFP);Tg(tp1:H2BmCherry)* indicated a mosaic labeling pattern in the intermediate duct by the *cftr:Gal4* transgene (Fig. 2, G and H). Long-term lineage tracing experiments using *TgBAC (cftr:Gal4);Tg(UAS:EGFP);Tg(UAS:Cre);Tg(ubi:Switch)* juveniles demonstrated that a large number of intermediate duct can be genetically labeled, together with scattered fate-mapped endocrine cells sitting in proximity to the duct (Fig. 2, I and J). However, the mosaicism due to the nature of the *cftr* transgene and/or *Gal4/UAS* system may underestimate the number of new endocrine cells from the non–Notch-responsive duct, i.e., the intermediate duct. In sum, our lineage tracing results suggested that a surrogate source other than Notch-responsive duct serve as ductal progenitors with neogenic competence.

### Genetic fate mapping and targeted cell ablation using *krt4*^+^ knock-in iCre/CreERT2 lines

Since the non–Notch-responsive ductal cells are *krt4*^+^ and to lineage trace these ducts and their descendants, we leveraged two recently published CRISPR-Cas9 3′ knock-in tracers generated in our laboratory, i.e., *TgKI(krt4-p2a-mNeonGreen-t2a-iCre)* [abbreviated as *TgKI(krt4:iCre)*] and *TgKI(krt4-p2a-EGFP-t2a-CreERT2)* [abbreviated as *TgKI(krt4:CreERT2)*] (*47*). The different Cre lines complement each other in that the *iCre* line gives high recombination efficiency but may have minor leakage, whereas the *CreERT2* line enables tight control but with lower recombination efficiency. These knock-in lines have been shown to recapitulate *krt4* expression in the skin and intestine, and we also confirmed the fluorescent signals in the pancreatic ducts with luminal structure, specifically in the extrapancreatic duct in 6 dpf larvae and later also in all large luminal ducts throughout the pancreatic tail (Fig. 3, A and B). For the lineage tracing experiment, we first crossed the *TgKI(krt4:iCre)* with the *Tg(ins:loxP-CFP-stop-loxP-H2BmCherry)^KI141^* [abbreviated as *Tg(ins:CSHm)*] responder (Fig. 3C). The rationale for this is that, in the *krt4-*expressing ductal cells, the genetic cassettes in between two *loxP* sites will be excised and only the lineage-traced β cells would have H2BmCherry expressed in the nucleus. Therefore, the first phase of β cell differentiation derived from the dorsal bud and other *krt4^−^* sources would retain the cyan fluorescent protein (CFP) expression, whereas the β cells derived from the *krt4^+^* duct would be H2BmCherry^+^. We observed that the CFP-labeled old β cells are mostly located at the posterior region of the principal islet (Fig. 3, D and E), in line with previous findings (*30*). In contrast, the *krt4*-derived β cells (which in 3-to-4-week-old larva made up >70% of all β cells) are mostly located anterior to the β cells derived from a *krt4*^−^ origin (table S1). With staining for Vasnb, we could readily visualize that the *krt4*-derived β cells (magenta) are budding out from the intermediate duct (Fig. 3, D and E). Moreover, we saw that β cells within the secondary islets are mostly H2BmCherry^+^, although intermingled with a few scattered CFP^+^ β cells (indicative of Notch-responsive duct–derived β cells) (Fig. 3F).

**Fig. 3.**
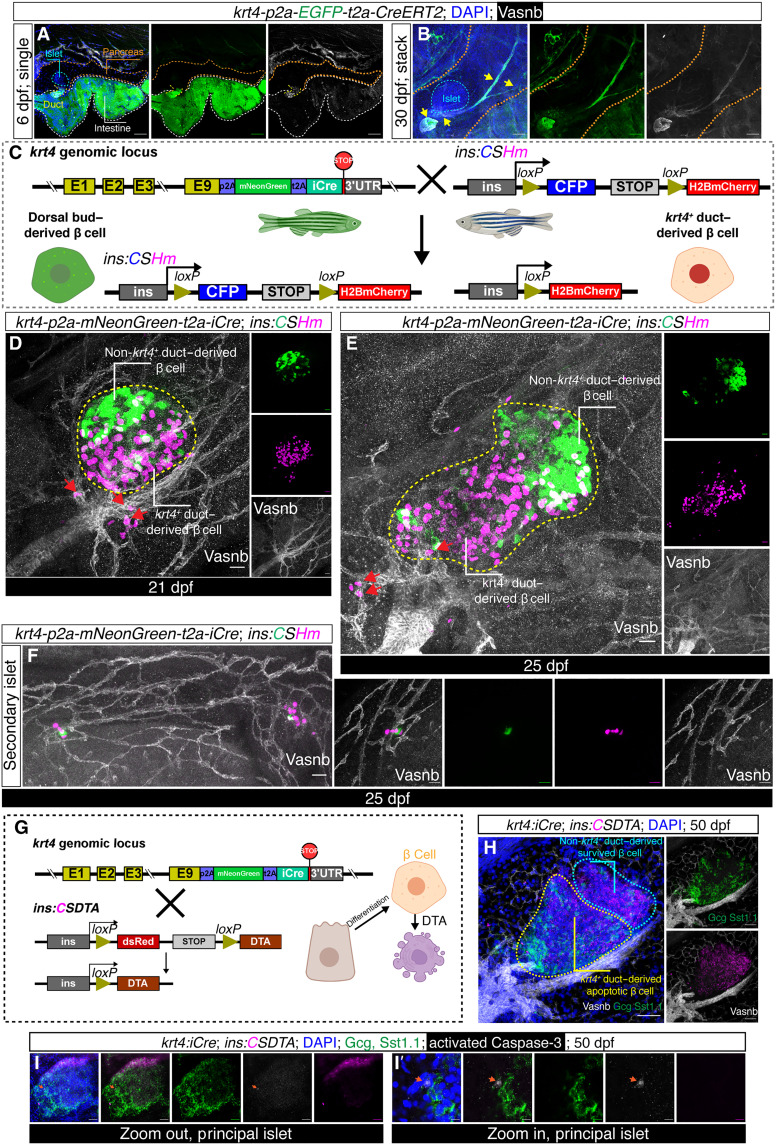
Lineage tracing and targeted cell ablation using *krt4* knock-in iCre line. (**A** and **B**) Confocal images of *krt4^+^* ductal cells in 6 dpf larvae (A) and 30 dpf juvenile fish (B). The brown, white, and cyan dashed lines indicate the pancreata, intestine, and the principal islet, respectively. The yellow arrows indicate large luminal *krt4^+^* ducts throughout the pancreas, i.e., even in the pancreatic tail as the fish grow older. Scale bars, 100 μm. (**C**) The *Cre/loxP* strategy used to demonstrate *krt4^+^* ductal cell–derived β cells. *krt4-p2a-mNeonGreen-t2a-iCre* was crossed to a color-switch line under the control of the insulin promoter. H2BmCherry is specifically induced in *krt4*-derived β cells, while β cells from other origins express CFP. (**D** and **E**) *Z*-projection showing differential distribution of β cells from *krt4*^−^ (green) and *krt4*^+^ (magenta) origins, 21 dpf (D) and 25 dpf (E). The ductal trees are visualized with anti-Vasnb staining. Scattered β cells budding out from the intermediate duct are highlighted with red arrows. White dashed lines indicate the principal islet. Scale bars, 40 μm. (**F**) Confocal images of *krt4*-derived β cells (magenta) in the secondary islets. Scale bars, 40 μm. (**G** to **I**) Design of targeted cell ablation of *krt4-*derived β cells by induction of DTA (G) with representative confocal images [(H) and (I)]. Cyan and yellow dashed lines in the *Z*-projection (H) indicate the area with surviving β cells at the posterior part of the principal islet and the β cell debris at the anterior part, respectively. The cell with orange arrow in (I) and magnified image (I′) is activated Caspase-3–positive, shown in single plane, indicating apoptosis. Scale bars, 80 μm.

To validate the above findings, we designed a complementary targeted cell ablation approach using a transgenic line expressing an inducible diphteria toxin chain alpha (DTA) suicide transgene under the control of *ins* promoter (Fig. 3G). The rationale is that if *krt4^+^* ducts serve as the progenitor cells, then their β cell descendants would be specifically ablated, while β cells of other origins would stay intact. Given that the ablation efficiency is highly dependent on the activity of *ins* promoter, we applied this system only in the basal state, as the *ins* promoter activity will diminish during regeneration and thereby not be sufficient to induce effective ablation. We crossed the *TgKI(krt4:iCre)* with *Tg(ins:loxp-dsRed-stop-loxp-DTA)* and costained the juvenile pancreata with glucagon and Sst1.1 antibodies to depict the principal islet. The β cells in the anterior regions of the principal islet were apoptotic, as displayed by the scattered dsRed debris, while a small number of β cells (indicative by intact dsRed signal) at the posterior part of principal islet were retained (Fig. 3H). Moreover, immunostaining of activated Caspase-3 indicated scattered apoptotic cells lining the border of the principal islet (Fig. 3I).

For further confirmation and to avoid possible false conclusions based on potential leakage in the *iCre* line, we temporally labeled the *krt4^+^* cells in *TgKI(krt4:CreERT2)*;*Tg(ubi:CSHm)* with 4-OHT from 1 to 2 dpf (Fig. 4A and fig. S3, A and B). Immunostaining of 35 dpf juveniles showed that the *krt4*-traced H2BmCherry^+^ β cells are predominantly located at the anterior region of the principal islet (Fig. 4B). Moreover, we saw extrapancreatic and intermediate duct H2BmCherry labeling, while the fluorescent signals disappeared distal to the ductal bifurcation region. This suggests that the luminal ducts along the tail of the pancreas, despite forming a direct continuum with the intermediate duct around the principal islet, originate from a source other than the intermediate duct (Fig. 4, C to F).

**Fig. 4.**
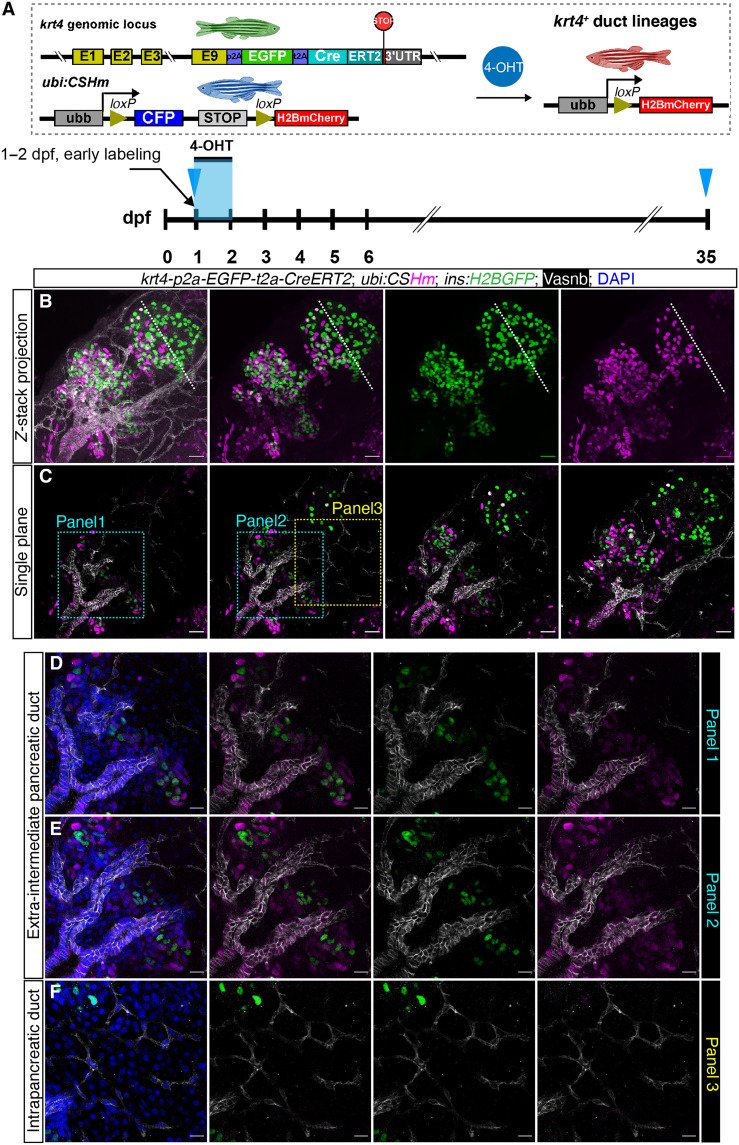
Spatiotemporal-controlled lineage tracing of *krt4^+^* ducts. (**A**) Workflow of the *Cre/loxP* system used for spatiotemporal lineage tracing of *krt4^+^* ductal cells. Fish carrying *krt4-p2a-EGFP-t2a-CreERT2* (identified by green skin) are crossed to fish carrying *ubi:CSHm* transgenic lines (identified by blue skin). The 4-OHT is administered from 1 to 2 dpf, and we analyzed 35 dpf juvenile fish. (**B**) The maximum *Z*-projection of confocal images showing the islets from *TgKI(krt4:CreERT2);Tg(ins:H2BGFP);Tg(ins:CSHm)* line stained with Vasnb antibody (white) and 4′,6-diamidino-2-phenylindole (DAPI). All β cells are displayed with green fluorescence (from the *ins:H2BGFP* transgene) in the nucleus, and *krt4-*derived endocrine and ductal cells that can be traced back to *krt4^+^* duct origin expressed H2BmCherry. Notably, the luminal duct in the pancreatic tail and Notch-responsive ductal cells are devoid of H2BmCherry. The fluorescence in *krt4*^+^ ducts is not visible because of its low intensity and the used confocal microscopy setting. (**C** to **F**) Single-plane confocal images showing the labeling pattern in three different layers/regions, with the cyan and yellow outlined regions (C) magnified in (D) to (F). Scale bars, 80 μm [(B) and (C)] and 40 μm [(D) to (F)].

Unlike mammals, *neurog3* does not function as a pioneering factor for β cell neogenesis in zebrafish. Instead, previous findings showed that two other basic helix-loop-helix transcription factors, *ascl1b* and *neurod1*, play combinatorial roles as endocrine progenitors in zebrafish (*48*). Thereby, we assumed that the real ductal progenitor cells will up-regulate the expression of the above two transcription factors in the context requiring accelerated neogenesis, i.e., in the chemogenetic β cell ablation model [using *Tg(ins:FLAG-NTR,cryaa:mCherry)^s950^*, abbreviated as *Tg(ins:flagNTR)*]. We observed that upon β cell ablation, there are a substantial number of *ascl1b:EGFP*^+^ cells either positioned in the intermediate duct region or budding out from the ductal tree, a process sustained at least until 1 day postablation (dpa) in larvae (fig. S4, A and B, and tables S2 and S3). The immunostaining results using the *neurod1:EGFP* reporter showed similar results, consistent with the prior time-lapse imaging study indicating the presence of endocrine cells in/along the duct anterior to the principal islet during early development (fig. S4, C and D) (*49*).

In older larvae, to our surprise, we noted that even without β cell ablation, a large number of cells in the duct with luminal structure are *ascl1b:EGFP^+^* and *tp1:H2BmCherry^−^*, indicating that those luminal ductal cells with lower Notch activity might be primed for differentiation (fig. S4E). We also found that the expression of *ascl1b* is restricted to the ductal cells (mainly intermediate duct) upon β cell ablation (fig. S4F). Immunostaining using *neurod1:EGFP* transgenics in the basal state showed that large numbers of EGFP^+^ cells are located at both the proximal and distal luminal ducts (fig. S4, G and H). *Z*-stack movies showed the neogenic endocrine cells (indicated by *neurod1:EGFP*) residing in, along, and closely attaching to the duct (movies S1 to S3). Nevertheless, when treated with low dosage of Notch inhibitor (LY411575, 1 μM), *ascl1b:EGFP* was markedly expressed only in the *tp1*-driven Notch-responsive duct, indicating that the naturally occurring neogenic program differs from the pharmacological Notch inhibition and that different ductal cell types engage in the processes (fig. S4, I and J). Together, our results provide concrete evidence demonstrating that the *krt4^+^* ducts are progenitors giving rise to the majority of postembryonic endocrine cells.

### Lineage tracing β cell regeneration

To further interrogate the regenerative framework of β cell neogenesis in zebrafish, we specifically ablate β cells from 3 to 4 dpf and allow β cell regeneration for additional 2 days. To better quantify the contribution of *krt4^+^* duct to β cell regeneration, we switched to *Tg(ubi:CSHm)* and counted the number of traced insulin-producing cells in the principal islet (fig. S5A). We observed that around 40% insulin-producing cells in the principal islet can be lineage-traced and are located in the region close to the *krt4*^+^ ductal bifurcation (fig. S5, B to E, and tables S4 and S5). Notably, these cells also express *sst1.1*, demonstrating a bihormonal state. However, the other half of regenerated insulin-producing cells are distributed mainly at the distal region of principal islet and are also *sst1.1*^+^. The long-term lineage tracing experiment showed that most insulin– and Sst1.1–double positive cells turn into monohormonal cells (>95%), at least when the β cells were ablated at the larval stage, implicating an adaptation to the basal physiological states in developing/growing zebrafish (fig. S5F and table S6). Last, constitutive and temporal lineage tracing experiments also indicated that two other major endocrine cell types in the islet, Gcg^+^ and Sst1.1^+^ cells, can also be derived from the *krt4^+^* duct origin (fig. S5, G and H).

To have a comprehensive understanding of different cellular behaviors during insulin-producing cell recovery, we leveraged multiple endocrine cell tracers for lineage tracing experiments during β cell regeneration. We first applied a pan-endocrine tracer: *Tg(neurod1:CreERT2, cryaa:Venus)^KI137^* [abbreviated as *Tg(neurod1:CreERT2)*] with temporal labeling before β cell ablation. Although the *neurod1* tracer resulted in mosaic labeling of the endocrine cells, there is no ectopic labeling (leakage) in the ductal cells (fig. S3C). We found that *neurod1-*derived insulin–producing cells are dispersedly distributed in the principal islet after 2 days of regeneration in both 6 dpf larvae and 31 dpf juveniles (fig. S6, A to G). These cells are all insulin– and Sst1.1–double positive. Further, to rule out the cell fate conversion from δ (*sst2^+^*), α, and *gip^+^* cells, we performed fate mapping using *Tg(sst2:Cre; cryaa:YFP)^s963^* [abbreviated as *Tg(sst2:Cre)*], *TgBAC(arxa:Cre)*, and *Tg(gip:iCre)*, respectively, and only observed a very limited number of insulin-producing cells that could be traced back to their origins (fig. S7, A to I, and tables S7 to S9). Furthermore, we did not see significant changes of lineage-traced insulin-expressing cells, indicating that these three cell types were not highly responsive to injury and do not initiate cellular conversion upon β cell ablation (fig. S7, J to L, and tables S10 to S12). In sum, these data support the previous findings regarding *sst1.1^+^* endocrine cells converting to insulin-producing cells and highlight a cellular plasticity in multiple cell types, which might account for the exceptional regenerative capacity of β cells in zebrafish.

### Concurrent ductal remodeling and transcriptional changes

As we showed that the *krt4^+^* duct in the pancreatic tail does not originate from the *krt4^+^* extrapancreatic and intermediate duct (Fig. 4, B to F), our next question was where and how the *krt4^+^* ducts in different regions are formed and assembled to build a continuous organized luminal ductal system. We used our recently generated *nkx6.1* knock-in CreERT2 line [*TgKI(nkx6.1-p2A-EGFP-t2A-CreERT2)^KI132^*, abbreviated as *TgKI(nkx6.1:CreERT2)*] and *tp1:CreERT2* transgenics to lineage trace their descendants from 1 to 2 dpf (for *nkx6.1*) and 2 to 3 dpf (for *tp1*), respectively. For *TgKI(nkx6.1:CreERT2)*, the administration of 4-OHT achieves maximum labeling efficiency in the Notch-responsive intrapancreatic duct, while the labeling in the extrapancreatic and intermediate duct has high variability from almost no labeling to >50% labeling (fig. S8, A to C, and table S13). We took advantage of this varied labeling pattern in the larval stage to better delineate the allocation of ducts in different regions of the adults. The long-term lineage tracing results showed that the luminal duct located in the pancreatic head and tail regions is mostly mCherry^+^ with a large number of lineage-traced β cells attached to it, while there is no lineage-traced β cells sitting close to the Notch-responsive duct (Fig. 5A and tables S14 to S16). The luminal ductal cells in the junction region, i.e., the intermediate duct anterior to the principal islet, are mostly mCherry^−^ in half of the samples, while the other half of the samples can obtain mCherry labeling in extrapancreatic and intermediate ducts (fig. S8). These results indicated that the Notch-responsive intrapancreatic duct might undergo a marked transformation and gradually assemble to form a luminal tubular structure in the pancreatic tail (Fig. 5B and tables S17 and S18).

**Fig. 5.**
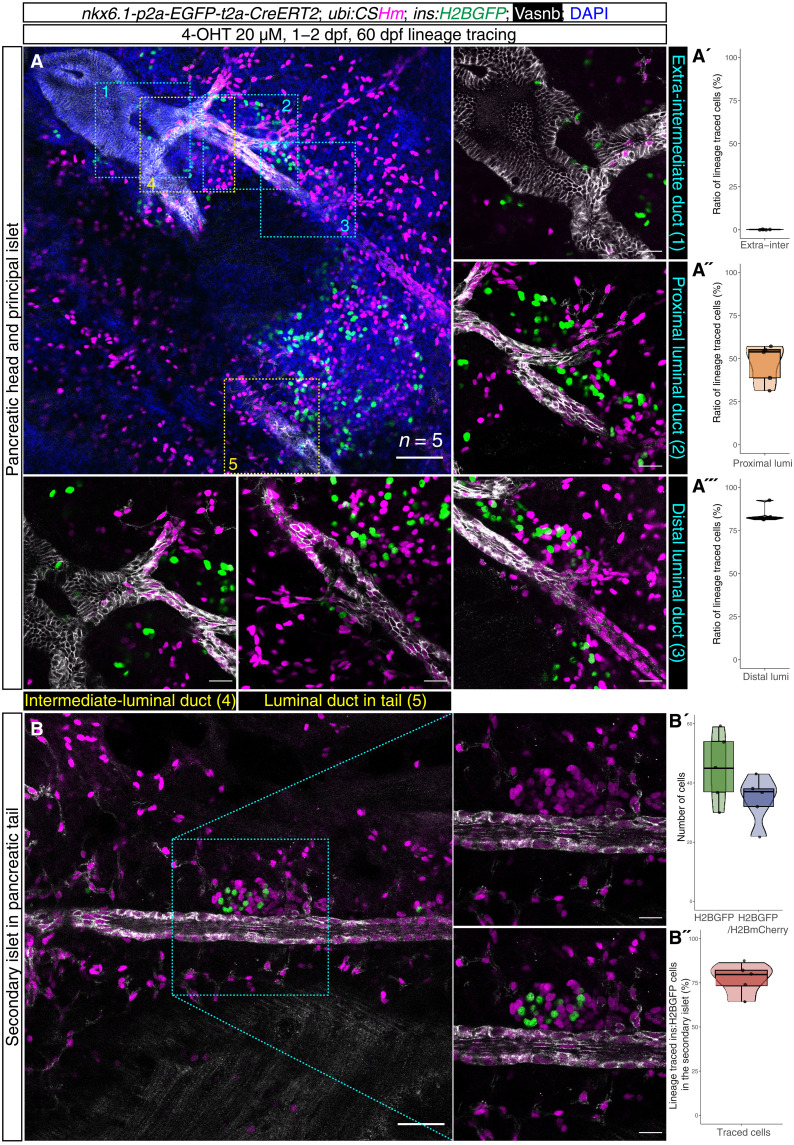
Spatiotemporal-controlled lineage tracing of *nkx6.1^+^* ducts. (**A**) Single-plane confocal images showing the labeling pattern in *TgKI(nkx6.1:CreERT2);Tg(ubi:CSHm)* treated with 4-OHT from 1 to 2 dpf, displaying five distinct regions with high magnifications shown on the right and bottom, respectively. The extrapancreatic and intermediate ducts are devoid of labeling, while the luminal ducts in the pancreatic tail and Notch-responsive intrapancreatic ducts can be traced back to the *nkx6.1*^+^ cell origin. The ductal cells residing in between the intermediate duct and the luminal duct in the tail regions are devoid of labeling. The quantification results of the proportion of lineage traced ductal cells are displayed in (A′) (extra-intermediate duct region), (A″) (proximal luminal duct), and (A‴) (distal luminal duct). (**B**) Single-plane confocal images showing luminal duct and lineage-traced β cells in a secondary islet. The luminal ducts in the pancreatic tails are H2BmCherry^+^. The coexpression of H2BGFP and H2BmCherry indicate β cells within the secondary islet that can be traced back to the *nkx6.1^+^* cell origin. The quantification results of *ins:H2BGFP*–single positive cells and *ins:H2BGFP/H2BmCherry*–double positive cells are shown in (B′), with the proportion of lineage traced *ins:H2BGFP*^+^ cell shown in (B″). Five size-matched secondary islets were used for the quantification. Anti-Vasnb (white) and *ins:H2BGFP* transgene (green) were used to visualize the ductal tree and the islets. Scale bars, 80 μm.

For further validation, we performed a long-term lineage tracing experiment using *tp1* tracer restricted to the Notch-responsive duct. We confirmed that the *tp1-*driven ductal line can barely label extrapancreatic and intermediate ducts in the larval stage (fig. S8, D and E). We noted that the luminal duct in the tail region shows mosaic labeling, while there is an absence of mCherry signal in the intermediate ductal cells and in the extrapancreatic duct at the early juvenile stage (fig. S10). Moreover, we also confirmed that the *tp1*-traced descendant cells in the luminal ducts overlap with *krt4*, further confirming the remodeling process (fig. S11). Last, immunostaining of the *foxj1a:EGFP* reporter and *Tg(foxj1a:iCre);Tg(ubi:CSHm)*-traced juveniles showed that the *foxj1a^+^* cells and their descendants only appeared in the extrapancreatic duct, demonstrating that there might be at least three different duct origins (*krt4^+^/foxj1a^+^*, *krt4^+^/foxj1a^−^*, and *krt4^−^/tp1^+^*) that develop independently and coordinate with each other to build an intricate *krt4^+^* luminal ductal system with cells of similar morphology, transcriptional signatures, and neogenic competence (fig. S12).

### Single-cell transcriptomics specifies a differentiation trajectory and endocrine progenitor cells

To further explore the cellular and molecular events underlying duct-to-endocrine cell neogenesis, we performed single-cell RNA-seq of adult zebrafish pancreata (6 to 9 months old) isolated from *TgKI(krt4:iCre);Tg(ubi:CSHm);Tg(ins:flagNTR)* adult fish in the basal state and after β cell ablation. 

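Cells of 10 droplet libraries were compared, made from living mCherry+ cells of pooled adult pancreata. Metronidazole (MTZ) kills the cells in which the *ins* promoter drives nitroreductase, and dpa stands for days after the last MTZ dose. Libraries 18 and 19 came from fish without ablation, 20 and 21 from 2 dpa, 17 from 5 dpa, and 28 and 29 from 10 dpa after a single ablation. Libraries 22 and 23 came from 2 dpa and library 16 from 5 dpa after a double ablation. The authors counted unique molecular identifiers (UMIs) per gene and deposited the raw counts of the barcodes called as cells, and the submitters' processing notes name Cell Ranger 5.0.1 and the zebrafish build danRer11. The counts summed to 59683820 and 57743305 UMIs without ablation. After a single ablation they summed to 32785892 and 33191232 UMIs at 2 dpa, 30530578 at 5 dpa, and 31687289 and 1862047 at 10 dpa. After a double ablation they summed to 92085657 and 81370298 UMIs at 2 dpa and 32692569 at 5 dpa. Counts of cells of one class were summed within each library, and classes were compared within libraries by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with the library as a block and TMM scaling. Levels are in CPM, counts scaled by the UMI total of that class and library, as the mean ± SD over libraries with at least 5 cells of the class. The paper's methods describe pooling the samples of each condition for digestion. Nothing states that the libraries of one condition came from separate groups of fish, so p-values measure only the spread between libraries. That spread may not include the spread between fish. The deposited matrices hold barcodes called as cells alone, so RNA free in the droplets was read from cell types that should lack a gene.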

We performed fluorescence-activated cell sorting (FACS) to sort out mCherry^+^/DAPI^−^ cells, followed by droplet-based sequencing using the 10× platform (fig. S13A). To elucidate the complexity of cellular behavior in both the acute and sustained phase of regeneration, we selected 2, 5, or10 days after the first dose of MTZ (presented as 2, 5, or 10 dpa, single ablation) and 2 or 5 days after the second dose of MTZ (presented as 2 or 5 dpa, double ablation). We left 1 month interval between the first and second MTZ dose because within this time, the adult fish could accomplish full recovery of hyperglycemia and the replenished insulin-producing cells had up-regulated *ins* promoter transcriptional activity (i.e., to enable an efficient second ablation) (fig. S13, B and C).

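Of 51397 deposited barcodes, 44177 were kept as single cells. They comprised 11083 cells without ablation, 5962, 3395 and 4627 at 2, 5 and 10 dpa after a single ablation, and 15377 and 3733 at 2 and 5 dpa after a double ablation. The limits of the paper's methods, 400 to 7000 detected genes, left out 4580 barcodes below and 254 above. A further 2386 barcodes, 5.12% of those within the limits, had the highest scores against simulated doublets and were removed. The median kept cell held 2444 to 9258 UMIs across libraries, the lowest in library 29, which gave 348 cells. Leiden clustering after Harmony correction by library gave 23 clusters, from 288 to 8613 cells each.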

We sequenced >40,000 cells, and after regular quality control, cell filtering, dimension reduction, and graph-based clustering, we identified 21 clusters in total (Fig. 6A). We applied well-defined cell markers based on prior knowledge and identified endocrine cells (*neurod1*), pancreatic duct (*cftr*, *krt4*, *cdh17*, and *vasnb*), stromal cells (*tagln* and *acta2*), smooth muscle cells and pericytes (*pdgfra* and *pdgfrb*), endothelial cells and lymphatic cells (*pecam1* and *lyve1a*), leukocytes (*ptprc* and *coro1a*), erythrocytes/red blood cells (*hbaa1*), B cells (*ighv1 to ighv4*), peripheral nervous system neurons (*elavl3* and *elavl4*), peripheral nervous system glia (*sox10*), and innate lymphoid cells type 2 (ILC2)/T helper cells (T_H_2) (*runx3* and *il4*) (Fig. 6B; https://olovanderssonlab.shinyapps.io/neogenesis/). 

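The markers peaked in different clusters, and several of them were also found in others. Pooled over cells, the peak was 1.17 times the level of the next cluster for *krt4*, 1.38 for *elavl4*, 1.46 for *tagln*, 1.54 for *ptprc*, 1.59 for *pdgfrb*, 1.75 for *vasnb*, 1.88 for *pdgfra*, 1.96 for *cdh17* and 1.99 for *pecam1*. The cluster with the peak held 6.70% of the UMIs of *krt4*, 8.49% of *coro1a*, 16.8% of *vasnb* and 19.8% of *ptprc*. The endocrine factor *neurod1* had 95.5% of its UMIs in 1 cluster of 1103 cells, at 433 ± 172 CPM (SD, n = 8 libraries with at least 20 of its cells). The chloride channel gene *cftr* was highest in a cluster of 1491 cells at 345 ± 164 CPM, where *vasnb* also peaked at 35.8 ± 16.5 CPM. The cadherin gene *cdh17* had 88.6% of its UMIs in the largest cluster (471 ± 147 CPM), where *krt4* reached 281 ± 96.5 CPM. The keratin gene *krt4* was highest in a cluster of 548 cells at 559 ± 221 CPM. Among mesenchymal genes, *tagln*, *acta2* and *pdgfrb* peaked in a cluster of 2516 cells at 5825 ± 1526, 10827 ± 2295 and 385 ± 139 CPM, and *pdgfra* in another of 1538 cells at 212 ± 32.6 CPM. The endothelial adhesion gene *pecam1* peaked at 632 ± 90.3 CPM in 3065 cells and the lymphatic gene *lyve1a* at 229 ± 160.4 CPM in 851 cells. The leukocyte genes *ptprc* and *runx3* peaked together in 3372 cells at 352 ± 61.9 and 271 ± 63.8 CPM, *coro1a* in 417 cells at 1213 ± 413 CPM, and *il4* in 949 cells at 4048 ± 906 CPM. The globin gene *hbaa1* and the immunoglobulin gene *ighv1-4* had 92.7% and 93.2% of their UMIs in single clusters of 873 and 1319 cells. The neuronal genes *elavl3* and *elavl4* peaked at 28.1 ± 16.3 CPM in 2342 cells and at 78.3 ± 24.4 CPM in 2001 cells, both in clusters marked by germ cell genes. The glial gene *sox10* peaked at 166 ± 71.0 CPM in 288 cells, a cluster led by *insl3* and *cyp17a1*.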

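Transcripts of the tight junction gene *cldn15la* (ENSDARG00000016081) were concentrated in 1 cluster of 548 cells. This cluster held 77.8% of all *cldn15la* UMIs, and 64.4% of its cells had at least 1. The level was 507 ± 626 CPM (SD, n = 10 libraries), 7.74 times that of the next cluster over all cells, and the SD exceeded the mean. That next cluster held the *krt5* cells, at 81.8 ± 75.3 CPM (SD, n = 9), while leukocytes were at 0.146 ± 0.136 CPM. Its leading genes over all other cells included a further claudin gene, *cldn15lb*, and the secretory disulfide isomerase gene *agr2*.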

We also defined one small cluster as intestinal epithelial cell contamination due to very specific expression of the tight junction gene *cldn15la* (*50*). Moreover, we identified a small cluster with specific expression of *krt5* and many other epithelial cells markers. 

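The *krt5* cells numbered 490, from 9 of the 10 libraries, and 61.4% of them held a *krt5* UMI. The keratin gene *krt5* (ENSDARG00000058371) stood at 468 ± 125 CPM (SD, n = 9 libraries) in these cells and 10.9 ± 31.8 CPM (SD, n = 10) in duct, and it was among the markers that named the cells. Over the clusters of all cells, *krt5* was highest in another cluster, of 288 cells, where *sox10* also peaked, at 2038 ± 4992 CPM (SD, n = 6 libraries with at least 20 of its cells), with 79.8% of all *krt5* UMIs. Of its 7120 *krt5* UMIs, 7119 came from library 28, and the other 5 of these libraries had 0. The cluster with the *krt5* cells came next, at 327 ± 121 CPM (SD, n = 9). Of 22 tested epithelial and junction genes, 3 were higher than in duct and 15 were lower (3 and 16 when adjusted over the list alone). The list holds *anxa4*, *vasnb*, *cdh17* and *cldnc*, which were markers of duct, and *cldnh* and *cx30.3*, which were markers of luminal duct. Counts of this list against duct are therefore in part not independent of the naming. The claudin gene *cldnh* was higher, with a log2 fold change of 3.17 (standard error 0.19, adjusted p = 3.7e-15), and so was the annexin gene *anxa4* at 1.26 (standard error 0.12, adjusted p = 1.8e-13). Lower were the claudin genes *cldn15a* at -6.02 (standard error 0.22, adjusted p = 4.1e-29) and *cldn7b* at -3.55 (standard error 0.19, adjusted p = 3.4e-22), and the gap junction gene *cx30.3* at -7.09 (standard error 0.36, adjusted p = 2.5e-23). The adhesion receptor gene *adgrf3a* and the homeobox gene *hmx3a* rose in *krt5* cells by 10.40 (standard error 0.31, adjusted p = 2.6e-31) and 10.11 (standard error 0.34, adjusted p = 1.4e-30). The growth factor gene *bmp16* fell most, by 12.82 on the log2 scale (standard error 0.68, adjusted p = 1.9e-20). Adjusted p-values are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 7613 genes, of which 1548 were higher and 2787 lower. With library totals in place of TMM, 3247 were higher and 1415 lower, and the median of all genes moved from -0.36 to 0.56. With both classes thinned to equal depth, 577 were higher and 460 lower of 1312 tested genes with TMM. Camera, limma's competitive set test, put the epithelial list lower at an adjusted p = 8.7e-04, and at an adjusted p = 0.15 with an estimated correlation.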

We also included this cluster in the downstream analyses as we ruled out the possibility of skin cell (*tp63* and *krtt1c19e*) and gallbladder cell (*sstr5*) contamination (*51*). 

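Apart from *krt5* itself, skin and gallbladder genes were at or near 0 in the *krt5* cells. The basal keratinocyte factor gene *tp63* (ENSDARG00000044356) had 2 UMIs in the 490 cells, or 0.408% of cells with a UMI, against 0.235% of luminal duct cells and 2.07% of leukocytes. The keratin gene *krtt1c19e* and the somatostatin receptor gene *sstr5* had 0 UMIs in these cells, which allows at most 0.612% of cells with a UMI for each. The median *krt5* cell held 2598 UMIs, against 8421 in luminal duct and 6573 in leukocytes, so a low level of these genes was less detectable in *krt5* cells. Of 7 skin keratinocyte genes listed, 1 was expressed enough to be tested, and that gene was *krt5* itself. Liver genes summed to 118 ± 68.4 CPM (SD, n = 9 libraries) in *krt5* cells and 30.6 ± 10.6 CPM (SD, n = 10) in duct. Intestinal genes summed to 394 ± 118 CPM and 15.7 ± 22.3 CPM. Of these, the villus actin gene *vil1*, one of the markers that named the *krt5* cells, had a log2 fold change of 5.89 (standard error 0.26, adjusted p = 1.4e-25), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the fatty acid binding gene *fabp2* one of 2.18 (standard error 0.88, adjusted p = 0.06), from the same test. The gene *fabp2* passed the test under 6 of 17 alternative settings.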

To extrapolate the detailed cell embeddings of pancreatic duct and endocrine cells, we manually subselected cells belonging to the endocrine, pancreatic duct, and *krt5^+^* cell clusters (~10,000 cells) and re-ran the analytical pipeline (Fig. 6, C and D).

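The duct, *krt5* and endocrine clusters held 11858 cells, which were clustered again into 17 clusters at a resolution of 0.7. Luminal duct was the largest class with 8516 cells, followed by Notch-responsive duct with 922 cells. Cells of duct with cell cycle genes numbered 209. The classes were named by markers written before the counts were seen. The median luminal duct cell held 1522 detected genes, the median Notch-responsive duct cell 1335 and the median *krt5* cell 966. Every library held both duct classes, with 15 to 1902 luminal duct cells (the fewest in library 29) and 21 to 141 Notch-responsive duct cells. The median Notch-responsive duct cell held 6168 UMIs. A cluster of 1025 cells within luminal duct had *clcn1b* and *cftr* among its leading genes over all kept cells. Both genes are markers of Notch-responsive duct. The Notch-responsive class held 1862 cells at 0.5 times the resolution and 727 without doublet removal, so the border between the duct classes rests on the setting.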

**Fig. 6.**
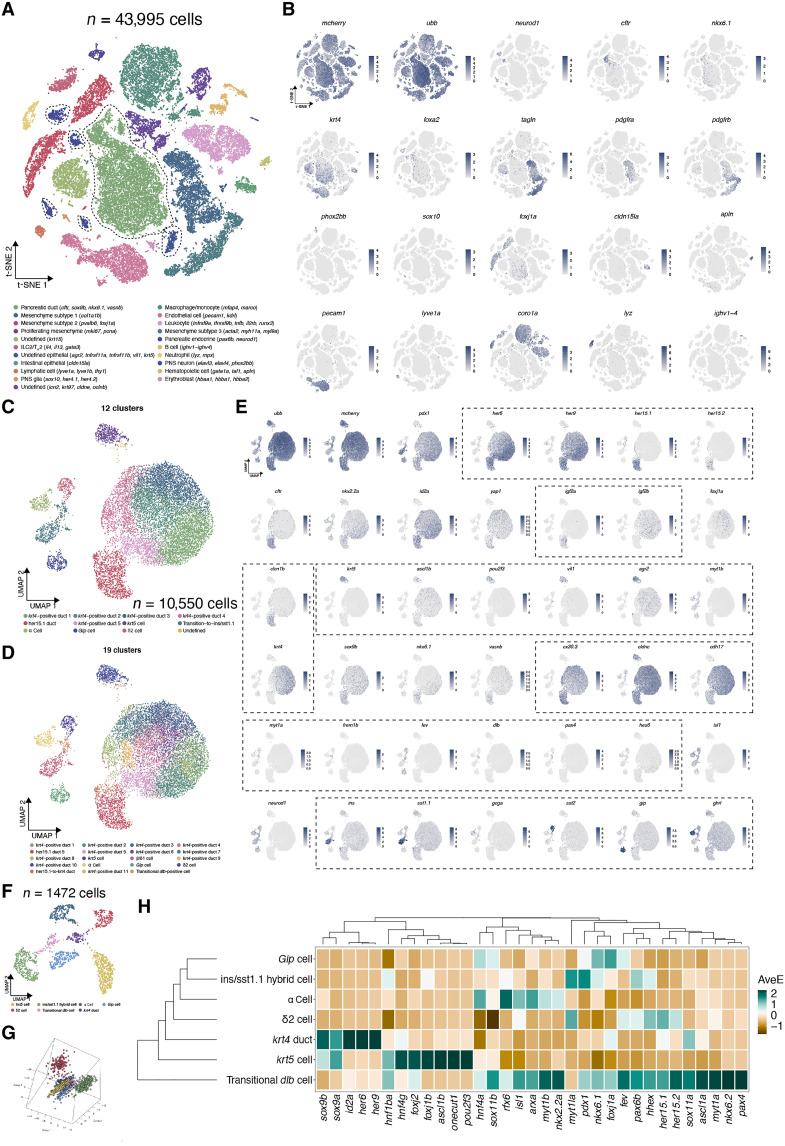
Single-cell transcriptomics highlight distinct molecular signatures in various cell types. (**A**) t-distributed stochastic neighbor embedding (t-SNE) plot showing the cell type assignment of all single cells (~40,000). The classifications were based on previously known marker genes that were significantly enriched in each cluster (highlighted in parentheses). T_H_2, T helper 2 cells; ILC2, innate lymphoid cells type 2. (**B**) t-SNE plots of well annotated cell markers, colored by the normalized gene expression levels. (**C** and **D**) UMAP plot of subclustering including pancreatic duct, *krt5^+^* cells, and endocrine cells (~10,000). (**E**) UMAP plots of various marker genes, colored by the normalized gene expression levels. (**F** and **G**) UMAP plot and 3D PCA plot showing the embedding of *krt5^+^* cell and all endocrine cells. (**H**) Heatmap highlighting the key lineage-committed transcription factors and hormones in each cluster, with colors displayed on column-scaled mean expression. The rows and clusters were ordered by hierarchical clustering of scaled expression values.

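The Notch effector genes *her6* and *her9* were found in most cells of both duct classes, and the keratin gene *krt4* was higher in the larger class. In luminal duct, *krt4* (ENSDARG00000017624) stood at 254 ± 85.8 CPM (SD, n = 10 libraries), against 30.5 ± 55.7 CPM in Notch-responsive duct, a log2 fold change of -4.34 (standard error 0.70, adjusted p = 5.1e-04) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. A *krt4* UMI was found in 58.1% of luminal duct cells, 5.53% of Notch-responsive duct cells, 3.12% of leukocytes and 63.6% of endothelial cells. At equal depth it was found in 30.4% of luminal duct cells and 45.7% of endothelial cells, so *krt4* is not restricted to duct. The level of *her6* was 1546 ± 786 CPM in luminal duct and 2166 ± 2108 CPM in Notch-responsive duct, and that of *her9* was 828 ± 373 and 1274 ± 994 CPM. Neither differed between the classes by more than the spread between libraries, with log2 fold changes of 0.10 (standard error 0.31, adjusted p = 0.84) and 0.33 (standard error 0.23, adjusted p = 0.31) from the same test. Other transcripts were higher in luminal duct. The PDZ scaffold gene *pdzk1*, the transporter genes *slc5a8l* and *slc6a14* and the mucin gene *muc13b* were higher there in all 10 libraries, and their log2 fold changes in Notch-responsive duct were -5.83, -5.03, -4.45 and -4.63 (adjusted p = 4.3e-11, 2.3e-05, 8.1e-08 and 1.9e-06 from the same test). Of 80 nuclear genes of oxidative phosphorylation, 38 were higher in luminal duct and 2 lower (43 and 2 when adjusted over the list alone). Camera gave this list an adjusted p = 2.2e-05, and an adjusted p = 0.95 with an estimated correlation.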

The pancreatic ductal cells can be further categorized into two major clusters, with the majority showing high expression of *krt4*, *her6*, and *her9* (*her6/9* are zebrafish homologs of *HES1/4*), indicating *krt4^+^* luminal ductal cells. 

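The smaller duct class expressed Notch target genes of the HES5 family that were nearly absent from luminal duct. The level of *her15.1* (ENSDARG00000054562) was 1306 ± 604 CPM (SD, n = 10 libraries) in this class and 21.0 ± 12.3 CPM in luminal duct, a log2 fold change of 5.97 (standard error 0.25, adjusted p = 3.2e-13) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Its neighbour in name *her15.2* (ENSDARG00000054560) stood at 78.7 ± 75.2 and 0.768 ± 0.924 CPM and was too low to be tested, and reads of the 2 similar genes can be split between them. At least 1 *her15.1* UMI was found in 78.3% of Notch-responsive duct cells, 4.06% of luminal duct cells and 0.244% of leukocytes. Of 14 Notch pathway genes tested, 8 were higher and 1 was lower (9 and 1 when adjusted over the list alone). Besides *her15.1*, the target genes *her2* and *hey1* had log2 fold changes of 7.25 (standard error 0.33, adjusted p = 1.1e-12) and 4.33 (standard error 0.29, adjusted p = 7.1e-10), and the receptor gene *notch3* one of 2.97 (standard error 0.21, adjusted p = 4.6e-10), all from the same test. The ligand gene *dlc* was the lower one, at -1.42 (standard error 0.20, adjusted p = 1.2e-05). Camera gave the list an adjusted p = 1.5e-08, and an adjusted p = 0.13 with an estimated correlation. The water channel gene *aqp8a.1* had the largest rise, 8.31, from 11.0 ± 13.9 to 1471 ± 985 CPM (adjusted p = 6.0e-13), and the junctional adhesion gene *jam2a*, the keratin gene *krt94* and the chemokine gene *ccl35.1* rose by 5.15, 4.99 and 4.37 (adjusted p = 4.4e-13, 7.2e-12 and 6.2e-12 from the same test). All 20 tested acinar enzyme genes were higher in this class, in a list whose adjusted p was 7.7e-96 by camera and 0.0035 with an estimated correlation. Acinar transcripts summed to 15.9 times the level of luminal duct in the median library. The test called 781 higher and 736 lower genes of 4902, and 983 and 1312 without library 29.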

The smaller ductal cluster is defined as Notch-responsive duct because it displayed preferential *her15.1* and *her15.2* (zebrafish homologs of *HES5*) expression (Fig. 6E). Such a molecular signature is generally in line with the previous single-cell RNA-seq dataset. In addition, we noted that *igf2a* and *igf2b* are marker genes for these two types of ducts, respectively. 

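The 2 insulin-like growth factor genes divided the duct classes. Transcripts of *igf2a* (ENSDARG00000018643) stood at 84.2 ± 67.0 CPM (SD, n = 10 libraries) in Notch-responsive duct and 0.853 ± 0.842 CPM in luminal duct. Transcripts of *igf2b* (ENSDARG00000033307) stood at 37.5 ± 23.8 CPM in luminal duct and 3.34 ± 5.54 CPM in Notch-responsive duct, a log2 fold change of -4.38 (standard error 0.47, adjusted p = 6.1e-07) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and were lower in Notch-responsive duct in 9 of 10 libraries. Of the 2, *igf2a* was below the filter on low counts and was not tested. An *igf2a* UMI was found in 31.6% of Notch-responsive duct cells, 0.481% of luminal duct cells and 0.172% of leukocytes, and an *igf2b* UMI in 1.08%, 20.7% and 11.2%.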

The *krt5^+^* cell cluster presents a distinct expression pattern indicated by several transcription factors, including *ascl1b*, *myt1b*, and *pou2f3* (Fig. 6E). 

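The factor gene *pou2f3*, known from tuft cells, was almost confined to *krt5* cells among the classes compared here. It stood at 196 ± 62.0 CPM (SD, n = 9 libraries) in *krt5* cells and 0.0618 ± 0.119 CPM in duct, a log2 fold change of 10.01 (standard error 0.36, adjusted p = 2.4e-29) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The proneural factor gene *ascl1b* rose less, at 1.17 (standard error 0.24, adjusted p = 3.1e-05) from the same test, and was also present in duct at 27.4 ± 5.41 CPM. The zinc finger gene *myt1b* stood at 35.14 ± 26.8 CPM (SD, n = 9) in *krt5* cells and 0.123 ± 0.137 CPM in duct, too low for the test. The factor genes *cebpa* and *gata6* were higher too, at 3.47 (standard error 0.28, adjusted p = 6.1e-12) and 1.67 (standard error 0.21, adjusted p = 1.3e-09). All 3 of the tuft cell genes that could be tested were higher, with *alox5a*, a lipoxygenase gene, at 4.42 (standard error 0.24, adjusted p = 8.1e-22) and the phosphatase gene *inpp5d* at 1.79 (standard error 0.29, adjusted p = 4.0e-07). Camera gave this list an adjusted p = 3.0e-04, and an adjusted p = 0.087 with an estimated correlation. Of 15 Notch pathway genes, 12 were lower and 1 was higher (12 and 1 when adjusted over the list alone), with *her9* at -5.18 (standard error 0.23, adjusted p = 7.6e-26) and *nrarpa* at -4.31 (standard error 0.30, adjusted p = 4.7e-18) from edgeR. Camera gave it an adjusted p = 0.0022, and 0.15 with an estimated correlation.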

Further, these *krt5^+^* cells harbor many molecular signature genes that have been described as markers of goblet cells and paneth cells in the intestine (including *agr2*, *spry2*, *galnt7*, *tnfrsf11a*, and *sox8b*) (*52*), indicating functional similarities. 

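Goblet and Paneth cell genes named by the paper were higher in *krt5* cells than in duct. The receptor gene *tnfrsf11a* and the factor gene *sox8b* had log2 fold changes of 7.21 (standard error 0.26, adjusted p = 1.0e-29) and 5.15 (standard error 0.31, adjusted p = 3.7e-20), and the receptor kinase antagonist gene *spry2* one of 4.16 (standard error 0.27, adjusted p = 2.0e-16), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The secretory disulfide isomerase gene *agr2* was at 829.7 ± 329 CPM (SD, n = 9 libraries) in *krt5* cells and 94.0 ± 69.3 CPM in duct, a log2 fold change of 2.49 (standard error 0.22, adjusted p = 3.8e-13), and the glycosyltransferase gene *galnt7* had one of 1.72 (standard error 0.25, adjusted p = 4.0e-08), from the same test. Of these, *agr2* and *tnfrsf11a* were also markers that named the cells. Goblet and mucus genes together reached 934 ± 358 CPM in *krt5* cells and 118 ± 68.0 CPM in duct, and 2 of 11 could be tested. Most of both sums came from *agr2*, so they say little about the other goblet and mucus genes. Genes of protein folding in the endoplasmic reticulum (ER) rose together, 14 of 16 (14 when adjusted over the list alone), among them the chaperone genes *calr* at 3.40 (standard error 0.23, adjusted p = 1.3e-18) and *hyou1* at 3.43 (standard error 0.24, adjusted p = 3.2e-17) from the same test. Camera gave the ER list an adjusted p = 1.4e-08, and an adjusted p = 0.21 with an estimated correlation. Activating protein 1 (AP-1) and immediate early genes were mostly lower, 15 of 18 (16 when adjusted over the list alone), as for *ier2b* at -2.71 (standard error 0.20, adjusted p = 1.5e-13), with an adjusted p = 4.4e-04 by camera and 0.39 with an estimated correlation. Of 81 ribosomal protein genes, 80 were lower with TMM and 78 with library totals, with an adjusted p = 1.4e-32 by camera and 0.17 with an estimated correlation.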

The endocrine clusters can be subdivided into four major categories using low resolution (0.2), i.e., *ins*/*sst1.1* hybrid cells, *gcga*/*ghrl* cells, δ cells (*sst2^+^*), and *gip* cells. 

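The hormones that named the endocrine classes were abundant in them, with the exception of *gcga*. In the 350 *ins/sst1.1* hybrid cells, *sst1.1* stood at 330765 ± 57909 CPM and *ins* at 87000 ± 68558 CPM (SD, n = 8 libraries). In the 295 cells with *gcga* and *ghrl*, *ghrl* stood at 564437 ± 27792 CPM and *gcga* at 1426 ± 1581 CPM (SD, n = 7). The mean of *gcga* was below the 3409 ± 5248 CPM of hybrid cells, and in both classes the SD exceeded the mean. At equal depth a *gcga* UMI was found in 47.6% of cells of this class. The share was 13.8% in hybrid, 9.79% in δ and 4.94% in *gip* cells. Among these classes, *ghrl* set this class apart by its level, and *gcga* only by the share of cells with a UMI. In the 146 δ cells, *sst2* stood at 283629 ± 106400 CPM (SD, n = 6), and in the 166 *gip* cells, *gip* stood at 553914 ± 78340 CPM (SD, n = 7). These hormones named the classes. Hormone transcripts were also found outside endocrine cells: *sst1.1* stood at 155 ± 105 CPM in leukocytes and *ghrl* at 442 ± 466 CPM, which is a measure of free RNA. The median cell of the *gcga* and *ghrl* class held 3450 UMIs, against 17614 in hybrid cells, 27970 in δ cells and 24271 in *gip* cells. Under 5 of 6 alternative clustering settings no class met the naming rule for *gcga* and *ghrl* cells, so its size rests on the setting.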

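A cluster of 78 cells stood apart from the hybrid cells with far fewer *ins* and *sst1.1* transcripts. Its cells came from 9 of the 10 libraries, with 16 in the largest share (library 17), and 7 libraries gave at least 5 of them. In these transitional cells, *ins* had a log2 fold change of -8.81 (standard error 0.97, adjusted p = 4.4e-04) and *sst1.1* one of -8.76 (standard error 1.36, adjusted p = 0.0021) against hybrid cells, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The neurite growth factor gene *ptn* was lower as well, at -8.50 (standard error 0.44, adjusted p = 2.6e-09) from the same test. The median transitional cell held 6638 UMIs and 1724 detected genes, fewer than the 2307 genes of the median hybrid cell. Hormones take a large part of the counts of hybrid cells, and library totals in place of TMM moved the median log2 fold change of all genes from -0.06 to 0.93, so ratios of CPM exceed the fold changes by about that shift. Granule genes followed the hormones. Of 16 tested genes of hormone processing and secretory granules, 13 were lower and 1 was higher than in hybrid cells (13 and 1 when adjusted over the list alone), as for the convertase gene *pcsk2* at -4.48 (standard error 0.43, adjusted p = 2.9e-06) from the same test. Camera gave an adjusted p = 6.3e-05, and an adjusted p = 0.17 with an estimated correlation. Against duct, the same list was 14 of 15 higher, with *scg3*, a granin gene, at 7.69 (standard error 0.31, adjusted p = 5.7e-135). Camera gave this an adjusted p = 6.6e-16, and 0.014 with an estimated correlation.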

We managed to obtain a more delicate clustering using higher resolution (0.7) and identified a new cluster that was previously part of the *ins*/*sst1.1* hybrid cells (Fig. 6D). These cells were featured by specific expression of the Notch ligand, *dlb* (the orthologs of *Dll1/DLL1*), which could mediate lateral inhibition in a differentiating endocrine progenitor (*53*, *54*). Moreover, these cells up-regulated the Notch negative regulator *hes6*, suggesting diminished Notch activity. 

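The Notch ligand gene *dlb* (ENSDARG00000004232) was found in transitional cells and almost nowhere else among the cells compared. A *dlb* UMI was present in 30.8% of transitional cells, 0.286% of hybrid cells and 0.0543% of leukocytes. It was present in 0 of 8516 luminal duct cells, which allows at most 0.0352% of cells with a UMI. After thinning each cell to 2000 UMIs, 11 of 71 transitional cells (15.5%, 95% exact interval 8.00 to 26.0%) and 0 of 311 hybrid cells (up to 1.18%) had one. The level was 106 ± 92.8 CPM (SD, n = 7 libraries) in transitional cells. Since *dlb* was 1 of the 4 genes that named these cells, this describes them and is no independent test. The ligand gene *dlc* was lower in transitional than in hybrid cells, with a log2 fold change of -3.77 (standard error 0.54, adjusted p = 5.3e-05) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The target gene *her15.1* was higher at 3.81 (standard error 0.39, adjusted p = 3.1e-06) from the same test, with a UMI in 24.4% of transitional and 4.57% of hybrid cells. Against duct, the receptor gene *notch1a* was higher, at 3.203 (standard error 0.43, adjusted p = 1.9e-12), and the receptor gene *notch3* and the feedback gene *nrarpa* were lower at -5.51 (standard error 0.77, adjusted p = 8.2e-12) and -4.66 (standard error 0.41, adjusted p = 2.4e-28). Intervals and upper limits of shares cover counting error alone.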

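Transcripts of *hes6* (ENSDARG00000019335) were more frequent in transitional cells than in duct. They stood at 62.6 ± 27.3 CPM (SD, n = 7 libraries) in transitional cells, 18.0 ± 6.30 CPM in hybrid cells and 7.57 ± 4.07 CPM in duct. Against duct the log2 fold change was 2.23 (standard error 0.41, adjusted p = 3.7e-07) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, higher in 7 of 7 libraries. Against hybrid cells *hes6* was too low in its counts to be tested. At least 1 *hes6* UMI was found in 26.9% of transitional cells and 24.6% of the deeper hybrid cells, in 5.31% and 6.72% of luminal and Notch-responsive duct cells, 8.71% of endothelial cells and 1.71% of leukocytes. After thinning to equal depth, 7 of 71 transitional cells (9.86%, 95% exact interval 4.06 to 19.3%) and 14 of 311 hybrid cells (4.50%, 2.48 to 7.44%) held one, with overlapping intervals, and so did 18 of 212 cells of the *gcga* and *ghrl* class (8.49%, 5.11 to 13.1%). As with *dlb*, *hes6* helped to name the class.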

To better display the lineage path of *dlb^+^* cells to *ins/sst1.1* hybrid cells without becoming skewed from a large number of pancreatic ductal cells, we performed one more subclustering to exclude *krt4^+^* duct and Notch-responsive duct clusters (Fig. 6F). We identified eight clusters, with some remaining *krt4^+^* ductal cells positioned in the center and *dlb*^+^ cells positioned in between *krt4^+^* duct and *ins/sst1.1* hybrid cells of the Uniform Manifold Approximation and Projection (UMAP) embedding. Likewise, the three-dimensional (3D) principal components analysis (PCA) plot also showed a trajectory from *krt4^+^* duct to *dlb^+^* cells to *ins/sst1.1* hybrid cells in the 3D space (Fig. 6G). Notably, the heatmap of canonical transcription factors in pancreatic cell fate commitment and pancreatic hormones showed the up-regulation of many endocrine-related genes in *dlb^+^* cells, including *pax4*, *pax6b*, *isl1*, *myt1a*, *sox11a*, *sox11b*, and *fev* (Fig. 6H). 

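Endocrine transcription factor genes rose strongly in transitional cells against duct. Of 20 tested, 14 were higher and 3 were lower (14 and 3 when adjusted over the list alone). The homeobox genes *isl1* and *pax6b* had log2 fold changes of 9.32 (standard error 0.39, adjusted p = 2.5e-121) and 7.95 (standard error 0.36, adjusted p = 7.2e-106) against duct, and *fev* and *myt1a* had 9.08 (standard error 0.48, adjusted p = 3.1e-77) and 8.24 (standard error 0.54, adjusted p = 7.0e-51), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The SRY-box genes went otherwise, with *sox11b* at -1.90 (standard error 0.36, adjusted p = 7.1e-07) and *sox11a* at -0.51 (standard error 0.30, adjusted p = 0.16) from the same test. Camera gave the list an adjusted p = 1.5e-10, and an adjusted p = 0.03 with an estimated correlation. The lineage gene *pax4* (ENSDARG00000021336) was highest in transitional cells among the classes compared, at 433 ± 210.5 CPM (SD, n = 7 libraries), against 1.14 ± 2.51 CPM in hybrid cells and 0.421 ± 1.18 CPM in duct. Cells of δ and *gip* classes also held it, at 105 ± 156 and 13.0 ± 14.4 CPM (SD, n = 6 and 7), and at equal depth a *pax4* UMI was found in 21.1% of transitional, 5.59% of δ and 3.09% of *gip* cells. Against hybrid cells, *fev*, *isl1* and *sox11a* were higher, at 0.94 (standard error 0.37, adjusted p = 0.041), 0.80 (standard error 0.25, adjusted p = 0.012) and 1.07 (standard error 0.33, adjusted p = 0.012), and *pax6b* was lower at -0.85 (standard error 0.22, adjusted p = 0.0044) from the same test. These calls against hybrid cells were less firm: *fev*, *isl1*, *sox11a* and *pax6b* kept theirs under 9 of 20, 15 of 22, 14 of 20 and 18 of 22 alternative settings, and *fev* and *isl1* turned negative without Harmony and *pax6b* positive with library totals.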

Considering that these cells are multihormonal, as well as *dlb*^+^ and *hes6*^+^, we propose that they stand for a novel and rare transitional cell population with endocrine precursor (EP) properties.

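Transitional cells held transcripts of several hormones above the level of free RNA. The ghrelin gene *ghrl* was the most abundant at 77348 ± 80732 CPM (SD, n = 7 libraries), followed by *sst1.2* at 16834 ± 13794 CPM. In the median library, *sst1.2* stood at 501 times its level in leukocytes, *ghrl* at 96.3, *sst2* at 74.2 and *gcga* at 26.8 times, each higher in all 7 libraries. The ratios of *ins* and *sst1.1* were lower, at 4.88 and 4.36, and that of *ins* was 1.71 against endothelial cells. The incretin gene *gip* was at 0.839 times its level in leukocytes, which is background, and *gcgb* exceeded leukocytes in 3 libraries alone. At 2000 UMIs per cell, 50.7% of transitional cells (38.6 to 62.8%, 95% exact interval) held at least 3 of 8 hormone transcripts, against 96.1% of hybrid cells, 96.5% of δ cells, 55.7% of *gcga* and *ghrl* cells, 38.9% of *gip* cells, 24.1% of luminal duct cells and 23.5% of leukocytes, so part of this share is background, and transitional cells lay within the range of the other endocrine classes. From several hormones in one cell together with *dlb* and *hes6*, the paper proposes that these cells are a transitional population with properties of endocrine precursors (EPs).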

### Pseudotime and regulon reveal gene regulatory networks along the differentiation trajectory

To unravel the molecular events underpinning the cell state transition between *dlb^+^* cells and *ins/sst1.1* hybrid cells, we first subset these cells and performed pseudotime analyses using different algorithms (slingshot and Monocle 3). We identified a unified lineage path starting from the *dlb*^+^ cells toward *ins*/*sst1.1* hybrid cells. To better uncover the distinct molecular pathways enriched in different cells, we set a new resolution as 0.3 and redefined the cells within the trajectory into early transition, late transition, and ins/sst1.1 hybrid cells (Fig. 7, A and B). 

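At a resolution of 0.3, the 428 transitional and hybrid cells formed 3 clusters. Cluster 1, with 118 cells, held 76 of the 78 transitional cells, and its *pdx1* level was 883 (830.5 to 938) CPM. Cluster 0, with 209 cells, held hybrid cells alone, with *pdx1* at 1400 (1368 to 1433) CPM. Cluster 2, with 101 cells, had the highest *ins* level, 154170 (153042 to 155305) CPM, against 82364 (82118 to 82609) CPM in cluster 0 and 25967 (25678 to 26259) CPM in cluster 1. The values are pooled over cells with 95% exact Poisson intervals, which cover counting error alone. The median cell of cluster 2 held 2546 UMIs with 12.7% from mitochondrial genes, against 24097 and 0.999% in cluster 0 and 7562 and 0.9498% in cluster 1, so cluster 2 was left without a name.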

Differential gene expression analyses among these three clusters highlighted a large number lineage-committed transcription factors (*insm1a*, *atf3*, *sox4b*, *insm1b*, *gata6*, *klf6b*, *pax4*, *arxa*, and *ets2*), injury responsive transcription factors (*jun*, *jund*, *junba*, *fosb*, *foxl1a*, *cebpd*, and *cebpa*) (*55*, *56*), epigenetic regulators (*tet3*), and other DNA binding/RNA splicing proteins (*hmga1a*, *hmgb2b*, *hmgn6*, and *hmgn2*) that are highly expressed in the early transition cells (Fig. 7C). Furthermore, the early transition cells also retain the expression of various cell membrane/junctional proteins that are indicative of epithelial cell properties (*cldn7b*, *anxa4*, *epcam*, *tm4sf4*, and *cldn15a*). These genes gradually decline when cells transit toward *ins/sst1.1* hybrid cells. 

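Lineage transcription factor genes were higher in transitional than in hybrid cells. The SRY-box gene *sox4b* rose from 11.3 ± 11.3 to 593 ± 471 CPM (SD, n = 7 libraries), a log2 fold change of 4.72 (standard error 0.39, adjusted p = 7.5e-07) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The zinc finger genes *insm1b* and *insm1a*, the latter 1 of the genes that named the cells, rose by 3.98 (standard error 0.73, adjusted p = 0.0017) and 2.23 (standard error 0.33, adjusted p = 1.7e-04), *arxa* by 3.57 (standard error 0.58, adjusted p = 2.8e-04) and *ets2* by 2.22 (standard error 0.30, adjusted p = 3.0e-05) from the same test. The genes *gata6* and *klf6b* stood at 60.4 ± 30.2 and 13.2 ± 7.46 CPM in transitional cells and 2.56 ± 2.15 and 0.620 ± 1.49 CPM in hybrid cells, below the filter on low counts. Among genes that respond to injury, *atf3* rose by 3.34 (standard error 0.17, adjusted p = 2.6e-09), while *cebpd* was lower at -1.66 (standard error 0.45, adjusted p = 0.0076), with 99.8 ± 96.5 CPM against 162 ± 59.9 in hybrid cells, a call kept under 15 of 20 alternatives. The level of *cebpa* was 7.61 ± 13.9 CPM in transitional and 1.96 ± 2.16 CPM in hybrid cells, not tested for low counts. The DNA demethylase gene *tet3* rose by 1.36 (standard error 0.26, adjusted p = 4.7e-04), and the high mobility group genes *hmga1a*, *hmgn2* and *hmgb2b* by 2.62 (standard error 0.25, adjusted p = 1.9e-06), 1.02 (standard error 0.20, adjusted p = 5.8e-04) and 0.99 (standard error 0.24, adjusted p = 0.0025). The related gene *hmgn6* had a log2 fold change of 0.25 (standard error 0.20, adjusted p = 0.3), and passed the test under 3 of 22 alternatives. Stress genes rose with them. Of 7 genes of the integrated stress response, 6 were higher, among them the pseudokinase gene *trib3* at 4.41 (standard error 0.40, adjusted p = 1.2e-06), and of 15 heat shock genes 9 were higher, among them *hspd1* at 1.94 (standard error 0.20, adjusted p = 2.9e-06) (the same numbers when adjusted over the list alone). Camera gave these lists adjusted p = 0.0011 and 0.0011, and 0.17 and 0.18 with an estimated correlation.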

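Epithelial genes set transitional cells apart from hybrid cells. Of 11 tested epithelial and junction genes, 9 were higher and 0 lower in transitional cells (10 higher when adjusted over the list alone). The annexin gene *anxa4* had the smallest p-value of all genes, at 5262 ± 1527 CPM (SD, n = 7 libraries) in transitional and 115 ± 57.8 CPM in hybrid cells, a log2 fold change of 4.72 (standard error 0.18, adjusted p = 6.9e-11) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The adhesion gene *epcam* and the tetraspanin gene *tm4sf4* rose by 2.30 (standard error 0.24, adjusted p = 4.0e-06) and 2.13 (standard error 0.22, adjusted p = 3.6e-06), and the claudin genes *cldn15a* and *cldn7b* by 3.59 (standard error 0.40, adjusted p = 2.1e-05) and 2.86 (standard error 0.32, adjusted p = 6.7e-06) from the same test. Camera gave the list an adjusted p = 4.3e-08, and it stayed past the threshold with an estimated correlation (adjusted p = 0.033). Other genes with large rises were the matrix glycoprotein gene *tinagl1* at 5.83 (standard error 0.49, adjusted p = 4.6e-07), the tubulin gene *tubb5* at 4.52 (standard error 0.30, adjusted p = 3.7e-08) and the apoptosis gene *bik* at 4.55 (standard error 0.33, adjusted p = 1.1e-07). The test called 500 higher and 564 lower genes of 1884 in 7 libraries.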

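The junction genes were highest in cluster 1, which held most transitional cells, and lower in the clusters of hybrid cells. In clusters 1, 2 and 0, *anxa4* stood at 2985 (2887 to 3085), 56.1 (36.7 to 82.2) and 25.7 (21.6 to 30.4) CPM (pooled over cells, 95% exact Poisson intervals), and *epcam* at 994 (938 to 1053), 194 (156 to 239) and 111 (102 to 120.2) CPM. In the same order the levels were *cldn7b* at 75.0, 6.47 and 7.04 CPM, *tm4sf4* at 1011, 179 and 109 CPM and *cldn15a* at 345, 12.9 and 17.1 CPM. Summed over the epithelial list, 8143 ± 2734, 1775 ± 978 and 683 ± 183 CPM were found (SD, n = 7, 6 and 7 libraries). At the added resolution of 1, chosen after the data were seen, a cluster of 43 cells without transitional cells lay between, with *anxa4* at 825 (756 to 898) and *epcam* at 416 (367 to 468) CPM.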

Gene enrichment analyses revealed that genes involved in protein translation and ribosomal biogenesis are highly expressed in the early transition cells, while the up-regulated genes in the late transition cells are engaged in protein folding, mRNA splicing, and pancreas development (Fig. 7D). 

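Most genes of protein folding, and a part of those of splicing, were higher in transitional than in hybrid cells. The paper gives these genes to late transition, which was not matched to a cluster here, so that placement was not tested. Of 14 ER folding genes, 12 were higher (13 when adjusted over the list alone), among them the chaperone genes *hspa5* at 1.70 (standard error 0.17, adjusted p = 3.1e-06) and *hsp90b1* at 1.61 (standard error 0.20, adjusted p = 1.3e-05) and the ER factor gene *manf* at 1.91 (standard error 0.25, adjusted p = 2.0e-05), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of 18 splicing factor genes, 9 were higher and 1 was lower (9 and 1 when adjusted over the list alone), among them *hnrnpaba* at 1.11 (standard error 0.19, adjusted p = 2.1e-04) and *srsf3b* at 1.05 (standard error 0.21, adjusted p = 7.6e-04) from the same test. Camera gave adjusted p = 3.4e-05 and 0.033, and 0.2 and 0.48 with an estimated correlation. Ribosomal protein genes changed direction with the scaling. With TMM, 73 of 79 were lower in transitional cells and 0 higher, with a median log2 fold change of -0.54 and an adjusted p = 2.2e-06 by camera (0.53 with an estimated correlation). With library totals in place of TMM, 66 were higher and 0 lower, with a median of 0.47. Under both scalings the median of the ribosomal genes lay below that of all genes. Library totals left 14 ER folding and 17 splicing genes higher.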

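Genes of glycolysis and respiration were higher in hybrid cells than in transitional cells. Of 11 glycolysis genes tested, 7 were higher in hybrid cells and 1 was lower (the same numbers when adjusted over the list alone). The enolase gene *eno1a* stood at 152 ± 23.9 CPM in hybrid and 69.7 ± 43.7 CPM in transitional cells (SD, n = 7 libraries), a log2 fold change of -2.06 (standard error 0.33, adjusted p = 1.2e-04) in transitional cells from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The aldolase gene *aldocb* and the isomerase gene *tpi1b* were at -1.79 (standard error 0.29, adjusted p = 1.6e-04) and -1.51 (standard error 0.27, adjusted p = 2.4e-04) from the same test, and the pyruvate kinase gene *pkma*, at 0.74 (standard error 0.23, adjusted p = 0.015), was the one lower in hybrid cells. Of 69 nuclear genes of oxidative phosphorylation, 62 were higher in hybrid cells, as were all 11 mitochondrially encoded genes tested. Camera gave the 3 lists adjusted p = 0.037, 6.9e-13 and 1.7e-05, and 0.22, 0.17 and 0.24 with an estimated correlation. With library totals in place of TMM, 2 glycolysis, 10 nuclear respiratory and 6 mitochondrial genes were higher in hybrid cells and 2, 1 and 0 lower. Of the 350 hybrid cells, 99 lay in cluster 2 at the lower resolution, whose median cell held 2546 UMIs with 12.7% from mitochondrial genes. The median was 0.999% in cluster 0, of hybrid cells alone, and 0.9498% in cluster 1, which held most transitional cells. Whether cluster 2 carried the higher mitochondrial counts of hybrid cells was not tested. Genes of nucleotide metabolism were not among the lists.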

The *ins*/*sst1.1* hybrid cells are enriched in genes related to carbohydrate and nucleotide metabolism. When we ordered the DNA binding proteins and lineage-committed transcription factors based on the expression levels (regardless of whether they are differentially expressed), we found that most of them are relatively highly expressed in the early and late transition and are down-regulated when cells become *ins*/*sst1.1* hybrid cells (Fig. 7E).

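Most transcription factor and chromatin genes tested were higher in transitional than in hybrid cells. Of 16 endocrine transcription factor genes, 11 were higher and 2 were lower (11 and 2 when adjusted over the list alone), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with *sox4b* and *arxa* among the higher and *pdx1* and *pax6b* the lower. Of 15 chromatin regulators, 11 were higher and 1 was lower (11 and 1 when adjusted over the list alone), among them the demethylase gene *kdm6bb* at 3.15 (standard error 0.33, adjusted p = 3.6e-06) and the remodeller genes *chd4a* at 1.86 (standard error 0.26, adjusted p = 3.9e-05) and *chd7* at 1.53 (standard error 0.25, adjusted p = 1.6e-04) from the same test. Camera gave the lists adjusted p = 0.029 and 0.0021, and 0.18 and 0.18 with an estimated correlation. Summed over genes, endocrine factors stood at 7663 ± 2617 CPM in transitional and 2838 ± 721 CPM in hybrid cells (SD, n = 7 and 8 libraries), and chromatin regulators at 3145 ± 767 and 866 ± 169 CPM.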

**Fig. 7.**
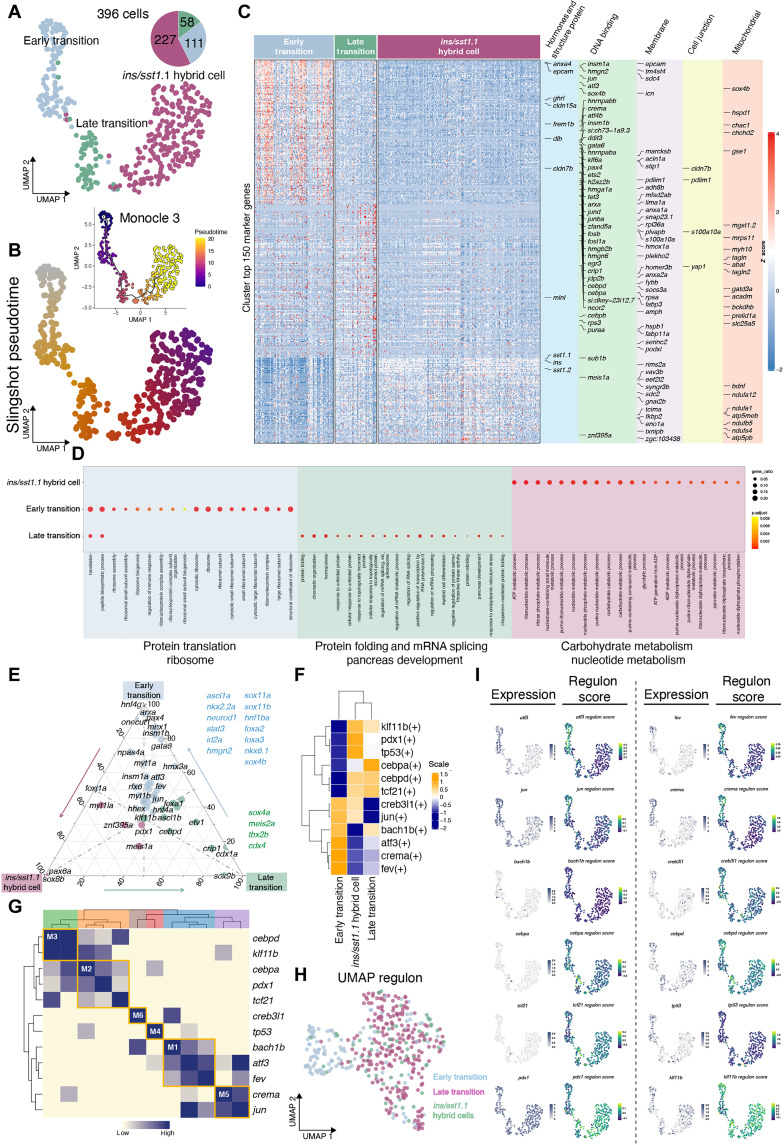
In silico analyses of transition-to-*ins^+^/sst1.1^+^* hybrid cells. (**A**) UMAP plot displaying three clusters of transition-to-*ins^+^/sst1.1^+^* hybrid cells, color-coded by subpopulation. The numbers and proportions of each cell type were displayed in a pie chart. (**B**) The Slingshot and Monocle 3 analyses reveal a linear trajectory, with early transition cells predominantly early in pseudotime (left), late transition cells in the middle, and *ins^+^/sst^+^* hybrid cells predominantly later in pseudotime (right). (**C**) Heatmap of the top 150 differentially expressed genes per cluster, with cell markers gene, DNA binding genes, tight junction genes, membrane protein gene, and mitochondrial genes highlighted on the right. (**D**) Gene Ontology (GO) analysis of differential expressed genes in each cell cluster along the transition-to-*ins^+^/sst1.1^+^* hybrid cells. Dot plots showing the differentially enriched GO terms colored by adjusted *P* value and sized by gene ratio. (**E**) Ternary plot shows the expression of DNA binding genes in early transition, late transition, and *ins^+^/sst1.1^+^* hybrid cells. Genes with highest percentage of expression in early transition cells are in blue, Late transition in green, and *ins^+^/sst1.1^+^* hybrid cells in red. (**F**) Heatmaps showing the enriched regulons among the three cell states in the trajectory. The regulons were ordered by hierarchical clustering. (**G**) Heatmap showing the hierarchical clustering of identified regulon and four regulon modules. (**H**) The UMAP for transition-to-*ins^+^/sst^+^* hybrid cells based on the regulon activity scores (RASs), each cell is color-coded on the basis of the cell states assignment. (**I**) UMAP projection of transition-to-*ins^+^/sst1.1^+^* hybrid cells overlayed by the expression level of transcription factors (left) and RAS (right).

These results further prompted us to perform regulon analyses to find the key transcriptional regulatory networks leading to the cell state transition. We found 12 regulons, which could be clustered into six modules, with crema, atf3, creb3l1, fev, bach1b, and jun regulons enriched in the early transition cells, cebpa, cebpd, and tcf21 regulons featured in the late transition cells, and pdx1, klf11b and tp53 regulons, are mostly functional in the *ins*/*sst1.1* hybrid cells (Fig. 7, F and G, and fig. S14). In addition, we used the regulon score to recluster the transition-to-*ins/sst1.1* hybrid cell lineage and noted that early transition cells were very well separated from the other cells, whereas the other two clusters intermingled with each other, suggesting that the transcriptional state of the late transition cells is more similar to that of the *ins*/*sst1.1* hybrid cells (Fig. 7H). 

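Transcripts of the factors behind the leading regulons were compared, without regulon scores. Besides *atf3* and *jun*, the repressor gene *crema* was higher in transitional than in hybrid cells, at 621 ± 304 and 86.2 ± 23.1 CPM (SD, n = 7 libraries), a log2 fold change of 1.88 (standard error 0.30, adjusted p = 1.6e-04) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Higher in hybrid cells was the lineage factor gene *pdx1*, at 1313 ± 231 against 656 ± 173 CPM, a log2 fold change of -1.92 (standard error 0.16, adjusted p = 4.6e-07) in transitional cells. The Krüppel-like gene *klf11b* had -0.70 (standard error 0.48, adjusted p = 0.24), and it passed the test under 4 of 20 alternatives. Over the 3 clusters of these cells at the lower resolution, *cebpd* stood at 217 (192 to 246) CPM in cluster 1, 268 (223 to 319) CPM in cluster 2 and 136 (126 to 146) CPM in cluster 0 (pooled over cells, 95% exact Poisson intervals). In the same clusters *fev* stood at 172 (149 to 197), 38.9 (23.0 to 61.4) and 33.5 (28.7 to 38.8) CPM. Cluster 1 also held 42 hybrid cells, so its levels are not those of transitional cells alone.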

We also mapped the gene expression level and the regulon score in parallel on UMAP and obtained consolidated evidence of the leading regulons, i.e., atf3, fev, jun, and crema for early transition cells, cebpd for late transition cells, as well as pdx1 and klf11b in *ins/sst1.1* hybrid cells (Fig. 7I).

### Velocity-based methods identify dedifferentiation and differentiation events

Next, to further dissect the lineage path of the transition-to-*ins/sst1.1* hybrid cells, we performed multiple analyses based on the mRNA splicing information. Velocity analyses showed that most cells have velocity vectors pointing toward the early transition cell state. We identified two distinct vectors in the late transition cluster, with a subset of cells in the upper cluster showing fate direction toward the *ins*/*sst1.1* hybrid cells, while the lower cluster was going backward (Fig. 8A). To distinguish the varied cellular behavior, we proceeded with further subclustering using high resolution (0.7) and identified eight clusters, named early transitions 1, 2, and 3; late transitions 1 and 2; *ins*/*sst1.1* hybrid cells 1, 2, and 3 (Fig. 8B). In addition, the PAGA algorithm identified that *ins/sst1.1* hybrid cell 2 and early transition 1 cells serve as the major root of dedifferentiation and differentiation, respectively (Fig. 8C). Consistently, the CellRank algorithm also determined two roots located at early transition cells and *ins*/*sst1.1* hybrid cells, respectively (Fig. 8, D and E).

**Fig. 8.**
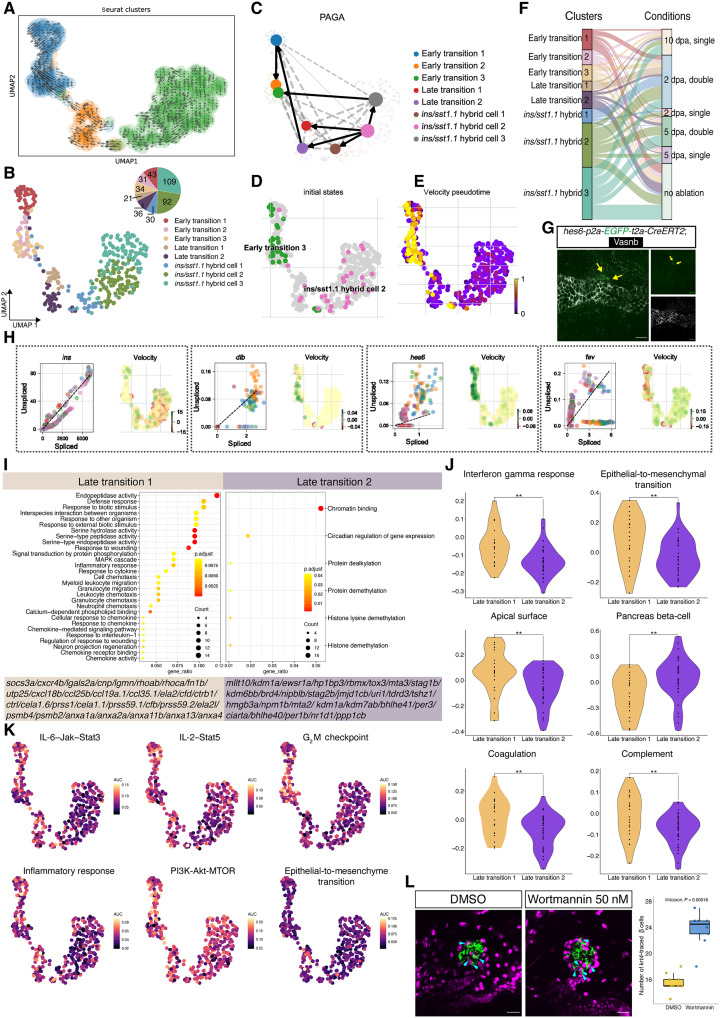
Velocity-based analyses and pathway validation. (**A**) UMAP colored by latent time progression. Cells later in the trajectory (determined by RNA velocity) are yellow. The UMAP is overlaid by arrows indicating the extrapolated future cell states identified through RNA velocity analysis, suggesting that both differentiation and dedifferentiation processes occur simultaneously during insulin-producing cell recovery. (**B**) UMAP projection of transition-to-*ins^+^/sst1.1^+^* hybrid cells with eight subclusters (three early transition cell states, two late transition cell states, and three *ins^+^/sst1.1^+^* hybrid cell states). (**C**) The PAGA analysis indicates dedifferentiation process. (**D** and **E**) The root identification and velocity-based pseudotime results by CellRank. (**F**) Graphical summary using Sankey plots demonstrating the relationship between cell states (left) and condition (right). (**G**) Representative single-plane confocal image of *hes6*^+^ cells from the immunostaining of the knock-in *hes6-p2a-EGFP-t2a-CreERT* zebrafish line. The yellow arrows point to two EGFP^+^ cells adjacent to the duct. (**H**) Scatterplots showing the level of unspliced versus spliced transcripts of cell state specific genes. (**I**) GO analysis of up-regulated genes expressed in late transition 1 and late transition 2 cells, with enriched gene shown below. Dot plots showing the differentially enriched GO terms colored by adjusted *P* value and sized by gene ratio. MAPK, mitogen-activated protein kinase. (**J**) Violin plots and dot plots highlighting the differential gene set scores between late transition 1 and late transition 2 cells using single-cell gene set variation analysis. (**K**) UMAP plot showing the statistically significant gene activity scores in each cell. IL-6, interleukin-6; Jak, Janus kinase; Stat3, signal transducers and activators of transcription 3; AUC, area under the curve. (**L**) Representative single-plane confocal images and quantifications of β cells following treatment with either dimethyl sulfoxide (DMSO) or the PI3K inhibitor wortmannin. Treatment with wortmannin increased the number of newly generated *krt4*-derived β cells (mCherry^+^/insulin^+^; Wilcoxon test) in the basal state (without β cell ablation). Scale bars, 40 μm.

We also found that cells isolated from the 2 dpa double ablation condition contributed to the majority of cells in early and late transition states (Fig. 8F). 

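Of 78 transitional cells, 18 came from 2 dpa after a double ablation (23.1%, 95% exact interval 14.3 to 34.0%), 17 from fish without ablation, 16 and 13 from 5 and 10 dpa after a single ablation, 9 from 5 dpa after a double ablation and 5 from 2 dpa after a single ablation. The 2 dpa double ablation libraries gave 34.8% of all kept cells and 49.6% of the 1035 endocrine cells. Within a library, transitional cells made up 3.53 ± 0.399% of endocrine cells at 2 dpa after a double ablation (SD, n = 2 libraries) and 12.5 ± 7.81% in the others (SD, n = 5), a difference that the spread between libraries does not exclude (two-sided exact permutation test over 21 splits, p = 0.19, where the smallest p is 0.048). With the 7 libraries that held enough endocrine cells thinned to the same 3395 cells, the share from this condition was 15.0%. Libraries 20, 21 and 29 gave 5, 18 and 0 endocrine cells and 1, 4 and 0 transitional cells, and were left out of these means and of the thinning because fewer than 20 endocrine cells were found. Under 5 of 6 alternative clustering settings both means were more than 1.5 times as high, so the percentages rest on the setting. Libraries 22 and 23, of 2 dpa after a double ablation, also held 47 and 67 of the 146 δ cells.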

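Over the 428 transitional and hybrid cells, *dlb* and *hes6* were highest in a small group of the transitional cells. At the added resolution of 1, cluster 7 held 17 cells, all of them transitional, with *dlb* at 329 (232 to 453) CPM and *hes6* at 116 (61.5 to 198) CPM (pooled over cells, 95% exact Poisson intervals). Cluster 3 held 69 cells, 59 of them transitional, with *dlb* at 36.4 (22.8 to 55.2) and *hes6* at 48.0 (32.2 to 69.0) CPM. In the largest cluster of hybrid cells *dlb* had 0 UMIs (up to 1.43 CPM) and *hes6* stood at 17.4 (12.7 to 23.3) CPM. The Notch targets *her15.2*, *her6* and *her9* led cluster 7 beside *dlb*, with *her6* at 835 (675 to 1022) and *her9* at 1004 (828 to 1207) CPM, and *her6* at 6.96 (4.13 to 11.0) CPM in the largest hybrid cluster.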

Cells in the transitional states up-regulate *dlb* and *hes6.* For biological validation, we generated a knock-in at the *hes6* locus *TgKI(hes6-p2a-EGFP-t2a-CreERT2)*, visualizing its expression. Immunostaining of juvenile fish revealed *hes6*^+^ cells residing just adjacent to the luminal duct (Fig. 8G), a position consistent with the expected nature of the transitional cells. The scatterplot revealed that the late transition 1 cells have a higher number of cells with more unspliced insulin mRNA versus the spliced form, suggesting that these cells are undergoing differentiation toward β cells, while the late transition 2 cells show the opposite pattern (Fig. 8H). Cells in early transition showed more abundant unspliced *dlb* and *hes6* gene expression, indicating a progenitor status, while cells in the *ins/sst1.1* hybrid cells demonstrated higher amounts of unspliced *fev*, indicating a precursor status (Fig. 8H). 

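At the paper's resolution of 0.7, these cells formed 5 clusters, with 22.1 to 37.1% of cells from 2 dpa after a double ablation. At the added resolution of 1, chosen after the data were seen, 8 clusters were found, and their shares from 2 dpa after a double ablation ranged from 11.8% (1.46 to 36.4%) in the 17 cells of cluster 7 to 55.0% (31.5 to 76.9%) in the 20 cells of cluster 6 (95% exact intervals). Over all 428 cells the share was 30.8% (26.5 to 35.5%). The interval of cluster 6 overlaps that of all cells. Cluster 6 was led by the antiviral gene *isg15*, at 872 (785 to 966) CPM, and its *ins* level was 85076 (84196 to 85963) CPM. Of its cells, 11 came from this condition, and 1 library gave at least 5 of them, so the share was not tested across libraries. Shares of the others were 34.0% (24.8 to 44.1%), 30.8% (20.8 to 42.2%) and 35.14% (24.4 to 47.1%) in clusters 0, 1 and 2, and 24.6% (15.05 to 36.5%), 27.9% (15.3 to 43.7%) and 22.2% (8.62 to 42.3%) in clusters 3, 4 and 5. No cluster could be matched to late transition 1 or 2 by a rule fixed in advance.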

Notably, we found that the late transition 1 cells mostly originate from the 2 dpa double ablation group, indicating that the differentiation process is mainly initiated upon the acute phase in the double ablation condition (Fig. 8H).

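Immune genes were highest in cluster 6, whose leading genes were the antiviral gene *isg15*, the complement genes *c7b* and *c3a.1*, the galectin gene *lgals2a* and the cell cycle inhibitor gene *cdkn1a*. The inflammation and immune list summed to 2857 CPM over its cells, 1751 CPM in cluster 3, 1795 CPM in cluster 7, 1556 CPM in cluster 4 and 871 CPM in cluster 0. The level of *c3a.1* was 102 (74.2 to 138) CPM in cluster 6 and 11.6 (7.83 to 16.6) CPM in cluster 0, and that of *lgals2a* was 122 (90.5 to 159.8) and 16.2 (11.7 to 22.0) CPM (pooled over cells, 95% exact Poisson intervals). These genes led the cluster and so describe it. With 20 cells, no test across libraries was made.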

Differential gene expression between the two late transition clusters revealed that late transition 1 cells are characterized by the up-regulation of a variety of immune-related genes (Fig. 8I). 

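Chromatin regulators followed the transitional cells. The list summed to 4088 CPM over the cells of cluster 7, 2726 CPM in cluster 3, 1198 CPM in cluster 4, 1187 CPM in cluster 6 and 873 CPM in cluster 0. Per library, clusters 3, 4 and 0 stood at 2815 ± 805, 1225 ± 270 and 854 ± 122 CPM (SD, n = 7, 5 and 7 libraries with at least 5 cells). Among its members, *chd7*, a remodeller gene, stood at 129 (102 to 161) CPM in cluster 3, 26.2 (13.1 to 46.9) CPM in cluster 6 and 28.2 (22.1 to 35.5) CPM in cluster 0, and the bromodomain gene *brd2a* at 217 (181 to 258), 148 (113 to 189) and 63.8 (54.5 to 74.4) CPM (pooled over cells, 95% exact Poisson intervals).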

Contrarily, the late transition 2 cells showed elevated expression of epigenetic regulators and chromatin remodelers (Fig. 8I). 

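The epithelial and junction list, which holds apical and junctional genes, summed to 16475 CPM in cluster 7, 9025 CPM in cluster 3, 3371 CPM in cluster 4, 1191 CPM in cluster 6 and 753 CPM in cluster 0. Endocrine transcription factors had 13863, 5759, 3801, 2902 and 3056 CPM in the same clusters. The factor gene *mnx1* stood at 187 (116 to 285) CPM in cluster 7 and 0 (0 to 1.43) CPM in cluster 0, and *sox4b* at 1582 (1358 to 1832) and 8.51 (5.33 to 12.9) CPM (pooled over cells, 95% exact Poisson intervals). The gene sets of the paper's methods were not used here, and no list for epithelial-to-mesenchymal transition (EMT) was fixed.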

Single-cell gene set variation analyses and pathway activity analyses further demonstrated that the late transition 1 cells contain molecular signatures of inflammation, epithelial-to-mesenchymal transition (EMT), and an apical surface, while late transition 2 cells have a higher molecular signature of genes for pancreas development (Fig. 8J). This indicated that the late transition 1 cells are more similar to the progenitor state and the late transition 2 cells preserve more molecular properties of endocrine cells (Fig. 8J). 

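A list of 44 core genes of PI3K-Akt-mTOR signaling took a larger part of the counts in transitional than in hybrid cells, as did most genes with library totals. It summed to 2974 ± 418 CPM (SD, n = 7 libraries) in transitional, 1772 ± 573 CPM in hybrid cells and 2930 ± 659.8 CPM in duct. Within libraries the log2 ratio to hybrid cells was 0.72 ± 0.29, higher in 7 of 7 (two-sided exact permutation test of signs, p = 0.016, the smallest that 7 libraries allow). This ratio lies below the median log2 fold change of all genes with library totals, the same scaling. Without *rps6* and the genes of the eif4e binding proteins it was 1.11 ± 0.30, higher in 7 of 7, above that median by less than its SD. Against duct the log2 ratio was -0.02 ± 0.21 (exact p = 0.84), and 0.43 ± 0.24 without the same genes, higher in 7 of 7 libraries. The adaptor gene *irs2b* and the phosphatase gene *ptenb* rose against hybrid cells, with log2 fold changes of 1.74 (standard error 0.23, adjusted p = 2.2e-05) and 1.02 (standard error 0.28, adjusted p = 0.0066) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 4 of 8 tested members were higher and 1 lower (4 and 1 when adjusted over the list alone). Camera did not call the list (adjusted p = 0.32). The inflammation list had a log2 ratio of 1.104 ± 0.61 to hybrid cells, higher in 7 of 7 libraries (exact p = 0.016), which exceeds that median of all genes by less than its SD. Its score per cell at equal depth was higher by 0.0308 ± 0.0414, in 6 of 7 libraries (exact p = 0.11). The list had a log2 ratio of -2.25 ± 0.46 to duct, where it was lower in all of them. Of its members, the suppressor gene *socs3a* and the inhibitor gene *nfkbiaa* rose against hybrid cells at 1.32 (standard error 0.37, adjusted p = 0.0072) and 1.11 (standard error 0.34, adjusted p = 0.012), and the interferon factor gene *irf1b* fell by 2.40 (standard error 0.50, adjusted p = 0.0013 from the same edgeR test).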

Further, we interrogated the activity scores of the hallmark gene sets and showed that the PI3K-Akt-mTOR and gene sets involved in inflammatory response activities are highest in early transition and gradually declined along the trajectory (Fig. 8K). 

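The PI3K-Akt-mTOR list was also scored per cell as the mean log-normalized expression of its genes, a scale unlike that of the paper's score, so no threshold of the paper was applied. The median score was 0.212 in transitional cells (lower to upper quartile 0.170 to 0.260) and 0.157 in hybrid cells (0.118 to 0.204), with wide overlap. Clusters 1, 2 and 0 at the lower resolution had medians of 0.214, 0.162 and 0.145, and luminal duct one of 0.188. Within libraries, transitional cells exceeded hybrid cells by 0.0511 ± 0.0189 (SD, n = 7 libraries). With every cell thinned to equal depth the medians were 0.164 and 0.104, over 71 and 311 cells deep enough, and the difference within libraries was 0.0570 ± 0.0230, with transitional cells higher in all. These scores are scaled by the total of each cell, so the hormone counts of hybrid cells lower them there too.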

On the basis of a bimodal model, we set 0.15 as the threshold for activated PI3K-Akt-mTOR signaling and find that >40% (42.3 and 41.4%) cells in early or late transition cells are PI3K-Akt-mTOR^high^, while the percentage was 27% cells in insulin^+^/Sst1.1^+^ hybrid cells. Considering that insulin signaling is involved in the activation of the PI3K-Akt-mTOR pathway, we assumed that the general inhibition of PI3K-Akt-mTOR might promote the transition-to-*ins*/*sst1.1*. We tested our hypothesis by treating *krt4* lineage–traced larvae with the broad PI3K inhibitor wortmannin and observed an increased number of *krt4* lineage–traced insulin^+^ cells (Fig. 8L and table S35). These data correlate with previous findings (*57*) and serve as proof of concept for how induction of β cell neogenesis targets can be derived from a comprehensive single cell transcriptomics analysis.

### Cellular conversion shares similarities in transcriptomic changes with neogenesis

Since the insulin-producing cells we captured were mostly multihormonal, we leveraged a recently published single-cell dataset that was specifically enriched for β cells with or without ablation (fig. S15) (*37*). Aiming to reveal the different transcriptional profiles between mature β cells and regenerative insulin–producing cells, we filtered out other cell types (including multihormonal cells) and only kept the β cells and *ins/sst1.1* hybrid cells. We identified a UMAP embedding with cells demonstrating a sequential course from early regeneration stage to late regeneration stage to mature β cells (fig. S15, A to D). We manually defined them into five clusters, named Hybrid 1/2/3 and Beta 1/2 cells. The Hybrid 1 cells are mostly composed of hybrid cells isolated from samples at 2 dpa. Differential gene expression showed the up-regulation of injury responsive genes (*cebpb*, *cebpd*, and *socs3a*) and immune-related genes (*c9*, *cxcl14*, and *il4r.1*) in Hybrid 1 cells, while *pdx1* expression peaks in Hybrid 2 cells (fig. S15E). The expression levels of *ins* and *mnx1*, however, are most highly expressed in Beta 1 cell (fig. S15E). Regulon analyses identified 16 regulons; the Beta 1/2 cells can be easily distinguished from Hybrid 1/2/3 cells based on the regulons (fig. S15F). We also demonstrated that the estrogen receptor *esr1* regulon dominates in the two clusters of mature β cells derived from samples in the basal state (fig. S15G). On the basis of the regulon, the β cells can be very well separated from the hybrid cells, indicating that the transcriptional state of the hybrid cells are distinct from the β cells (fig. S15, H and I). We also observed that both *fev* expression and fev regulon are up-regulated in the Hybrid cells, highlighting the function of *fev* in driving cells toward a precursor-like multihormonal state (fig. S15J), which indicate similar transcriptional regulation in cellular conversion and neogenesis.

## DISCUSSION

By leveraging single-cell transcriptomics and a multitude of novel knock-in and transgenic lines for lineage tracing and targeted cell ablation, our study reveals several major discoveries and proposes a redefined model of the development and regeneration of endocrine cells in zebrafish (Fig. 9). First, we unraveled ductal heterogeneity in the zebrafish pancreas and found that the *krt4^+^* extrapancreatic and intermediate ducts (in larvae) and all luminal ducts (in a continuum throughout pancreatic tail in juveniles and adults) serve as the direct source of endocrine cells. This finding is in agreement with the previous lineage tracing study shown by spatiotemporal labeling using *Tg(ins:CreERT2, cryaa:Venus)^KI138^* [abbreviated as *Tg(ins:CreERT2)*] and confirmed the hypothesis of the existence of unknown progenitor cells residing anterior to the principal islet (*30*). In this regard, *anxa4* has been proposed to mark plastic duct anterior to the principal islet in larvae, but since *anxa4* is also expressed in endocrine cells, it is unusable for lineage tracing experiments (*58*, *59*) despite having a similar ductal expression to *krt4* (at least in embryonic stages). Further studies are needed to clarify differences between *anxa4*^+^ and *krt4*^+^ ductal compartments in various stages of development and the adult. Nevertheless, our current study provides extensive and novel molecular and cellular insights that add to the mechanistic understanding of the *krt4*^+^ duct and its plasticity. It also expands the prior discoveries showing the dynamics of extrapancreatic duct–to–β cell differentiation based on time-lapse imaging and BMP/fibroblast growth factor signaling inhibition described in the embryonic stage (*49*, *58*, *60*). Moreover, we revealed a ductal cell remodeling process occurring in developed juvenile fish, indicated by complementary temporally controlled fate mapping experiments.

**Fig. 9.**
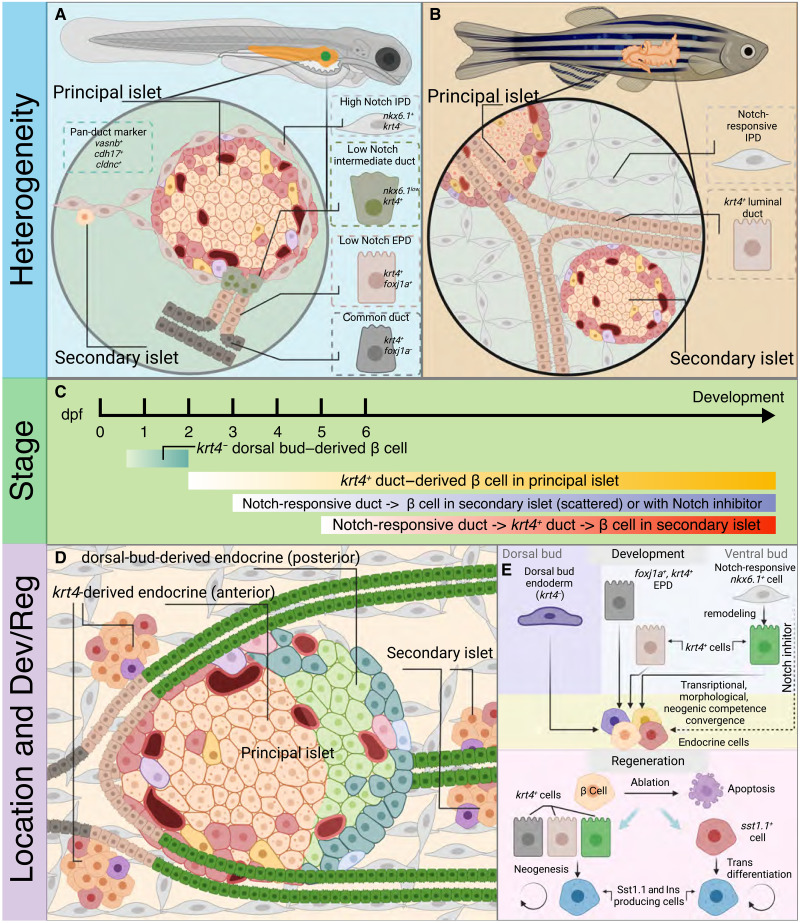
Graphical summary describes the landscape of endocrinogenesis in zebrafish pancreas. (**A**) Illustration of zebrafish pancreas in larval and juvenile/adult stage. The schematic showing that in larval stage, the zebrafish ductal tree is composed of extrapancreatic duct (EPD) (*foxj1a^+/^krt4^+^*), intermediate duct (*foxj1^−/^krt4^+^*), and Notch-responsive intrapancreatic duct (IPD) (*tp1^+/^krt4^−^*); while in juvenile and adult, the *krt4^+^* duct forms luminal structure extending to the pancreatic tail, which also contain Notch-responsive ductal cells located in the peripheral regions. (**B**) The sketch of zebrafish endocrinogenesis suggesting multiple phases of neogenesis that take place at various stages. (**C**) Schematic summary of the divergent origins and contributions of the *krt4^+^*duct in juvenile and adult pancreata. (**D** and **E**) The working model of β cell differentiation and insulin-producing cell regeneration. During development, the primitive islet is formed from the dorsal pancreatic bud, followed by *krt4-*derived duct-to-endocrine differentiation in the principal islet. The Notch-responsive duct does not naturally serve as the direct progenitor of endocrine cells but gradually undergoes transformation and assembles to become *krt4^+^* luminal duct, which has neogenic competence and can differentiate into endocrine cells in the secondary islets throughout the development until the adult stage. After massive loss of β cells, the *neurod1^+^/sst1.1^+^* endocrine cells would initiate reprogramming and up-regulate insulin expression for functional compensation.

The divergent sources of ductal cells found at different stages can be gradually reprogrammed to transcriptionally and morphologically similar states and retain the capability to differentiate. Such a model has previously been implicated in oligodendrocyte precursor cells in mouse development, indicating a universal principle across different organs and species (*61*). In addition, these experiments resolved fundamental questions regarding duct-to-endocrine neogenesis in zebrafish. The prevailing perspective suggests that the *tp1*-driven Notch-responsive ductal cells, also known as centroacinar cells, are the progenitors of endocrine cells (*32*, *33*, *42*, *43*). However, the *tp1*-driven lineage tracing results either labeled a minority of the regenerated β cells or was without temporal control and not specific to the Notch-responsive ductal cells (expression of which could be induced either in the intrapancreatic duct or the differentiated cells) (*30*, *32*, *43*). In our revised model, we reconcile the old model with the new knowledge presented in the current study. We propose that Notch-responsive intrapancreatic ductal cells (with a fibroblast-appearing morphology) can be naturally reprogrammed to form *krt4^+^* luminal ducts throughout the pancreas, and, thus, a subset of endocrine cells in the secondary islets can be traced back to the Notch-responsive duct and a *nkx6.1^+^* cell origin (*32*, *62*). These observations are in concordance with ductal remodeling in the liver upon lumen formation and Notch-signaling deficiency (*63*–*65*). Further, there are other *krt4^+^* ductal cells from surrogate sources, i.e. extrapancreatic and intermediate duct, that account for the endocrine cell formation in the anterior part of principal islet. We observed that the Notch-responsive ducts and *krt4^+^* luminal ducts have marked differences in transcriptional states, in terms of the Notch-target genes, with *her15.1/her15.2* being specifically expressed in the Notch-responsive duct and *her6/her9* mainly in the *krt4^+^* duct. These differential Notch signatures reflect a complex Notch activation pattern and might explain the limited effects of Notch inhibition on *krt4^+^* duct cells using canonical γ-secretase inhibitors. Further investigation is needed to unveil the distinct roles of these Notch-target genes in ductal cell identity maintenance and progenitor cell property settlement.

Using several different Cre/CreERT2 lines, we provide concrete evidence showing multiple coordinated cellular behaviors during β cell regeneration. Our comprehensive analyses address multiple potential cell sources of regenerative insulin–producing cells and provide detailed lineage paths of endocrine cell transdifferentiation and duct neogenesis of β cells during regeneration. We applied a temporally controlled lineage tracing strategy (based on *neurod1*-driven expression of CreERT2) to consolidate the concept of endocrine cell transdifferentiation serving as the major source of regenerative insulin–producing cells (*37*, *39*). Combining various Cre lines to track specific endocrine cell types, we ruled out α-to-β, δ-to-β, and gip-to-β conversion as the predominant contributors. We also showed that both *neurod1*- and *krt4*-derived regenerative insulin–producing cells coexpress Sst1.1 (the ortholog of mouse and human Sst), indicating that a distinct gene regulatory network was reconstructed in the unique regenerative microenvironment. The comparative analysis of gene regulatory networks between bona fide β cells and regenerative β cells indicated that the esr1 (estrogen receptor 1) regulon might play a pivotal role in functional maturation of β cells. This is markedly interesting as recent integrative single-cell RNA-seq data also showed a specific expression pattern of ESR1 in only adult human β cells, indicating a potential cross-species conservation in β cell maturation (https://singlecell.broadinstitute.org/single_cell/study/SCP1526/functional-metabolic-and-transcriptional-maturation-of-human-pancreatic-islets-derived-from-stem-cells) (*66*). Moreover, Esr1 has been intensively investigated in rodent models and is shown to play essential roles in β cell iron metabolism, promoting β cell survival, preventing β cell apoptosis, and maintaining mitochondrial and endoplasmic reticulum functions (*67*–*73*). Functional assays, novel in vivo models or 3D cocultured systems are needed to reveal the environmental cues that drive the differential transcriptional states in between the mono- and bihormonal cells and figure out the permissive niche signals to promote β cell maturation.

To dissect the lineage path at the molecular level, we performed single-cell RNA-seq using pancreata isolated from adult zebrafish in the physiological state and in a series of time points during regeneration. We comprehensively characterized the molecular signatures of the *krt4* lineage cells using several algorithms and managed to delineate a conserved lineage path, i.e., the transition-to-*ins/sst1.1* hybrid cells. Notably, we found that the *dlb^+^* cells demonstrated a unique transcriptional state featured by up-regulation of multiple lineage-committed transcription factors (*myt1a*, *fev*, and *pax4*), as well as a multihormonal expression pattern (*ins*, *sst1.1*, *gcga*, *gcgb*, *sst2*, and *ghrl*). In addition, these cells specifically express the Notch ligand *dlb* and up-regulate the Notch negative regulator *hes6*, indicating that Notch inhibition and lateral inhibition might be important events involved in *krt4^+^* duct-to-endocrine conversion. We note that *dlb* is the zebrafish ortholog of the human DLL1 gene. These results are consistent with previous findings in mouse and human embryonic pancreas development, with genes featured in trunk EPs, including *Hes6* and *Dll1*, getting up-regulated in the EP stage, followed by downregulation during further endocrine differentiation (*6*, *7*). Although it is still under debate whether adult mice harbor pancreatic ductal progenitors, our results nevertheless suggest an evolutionarily conserved duct-to-endocrine differentiation between adult zebrafish and embryonic mouse and human (*22*, *25*, *74*, *75*).

The *dlb^+^* cells also maintain a certain level of epithelial cell markers, such as *cdh17*, *cldnh*, *cldnc*, and *epcam*, suggesting that they are transitional between *krt4^+^* duct and endocrine cells. These transcriptional features implicate these cells as being in a primed state for further differentiation to endocrine cells. 

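The transcripts of *epcam*, *cdh17* and *cldnc* in transitional cells lay between those of duct and hybrid cells, and those of *cldnh* did not. The adhesion gene *epcam* stood at 5886 ± 2996 CPM in duct, 1569 ± 684 CPM in transitional and 169 ± 51.0 CPM in hybrid cells (SD, n = 10, 7 and 8 libraries), with a log2 fold change against duct of -3.15 (standard error 0.14, adjusted p = 8.5e-101) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The claudin gene *cldnh* stood at 749.9 ± 299 CPM in transitional cells, 271 ± 133 CPM in duct and 23.6 ± 30.0 CPM in hybrid cells. It did not differ from duct with TMM, at 0.16 (standard error 0.24, adjusted p = 0.61) from the same test, and was higher than in duct under 4 of 22 alternatives. The genes *cdh17* and *cldnc*, which helped to name duct, were at 23.6 ± 26.7 and 51.7 ± 42.6 CPM in transitional, 432 ± 138 and 1178 ± 470 CPM in duct, and 3.57 ± 5.88 and 11.1 ± 10.9 CPM in hybrid cells. Their UMIs were present in 12.8% and 25.6% of transitional cells and 1.14% and 2.86% of leukocytes. Of 22 epithelial and junction genes tested against duct, 18 were lower in transitional cells and 0 higher (18 lower when adjusted over the list alone), among them *krt4* at -6.12 (standard error 0.48, adjusted p = 4.1e-36) and the keratin gene *krt91* at -6.80 (standard error 0.35, adjusted p = 2.8e-80) from the same test. Camera gave an adjusted p = 3.0e-08, and 0.2 with an estimated correlation. Besides *cdh17* and *cldnc*, the list holds *anxa4* and *vasnb*, markers of duct, and *cldnh* and *cx30.3*, markers of luminal duct. The count and the set test are therefore in part not independent of the naming. Of 16 ER folding genes, 12 were higher than in duct, and of 20 inflammation genes 15 were lower and 2 higher (12, 15 and 3 when adjusted over the list alone), with adjusted p = 2.1e-09 and 1.9e-04 by camera and 0.2 and 0.059 with an estimated correlation. The test called 852 higher and 2389 lower genes of 7100. With library totals in place of TMM it called 2361 and 1035, with the median of all genes moved from -0.54 to 0.58. With both classes thinned to equal depth, 234 were higher and 184 lower of 660 tested genes with TMM. In simulated counts of this comparison, unchanged genes came out at a median of -0.36 with TMM.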

Our regulon analyses showed that these *dlb*^+^ cells are enriched with atf3, fev, crema, and creb3l1 regulons. *Neurog3* and *Fev* have been recognized to play sequential roles in mouse endocrinogenesis (*3*, *7*), and our study suggests that the endocrine progenitor cell state in zebrafish is also governed by *fev*. The *sst1.1^+^* endocrine cell conversion to insulin-producing cells also involves the up-regulation of *fev* (regulon) to form hybrid cells. Thus, these results highlight the conserved functional role of *fev* in endocrinogenesis and its distinct function in direct reprogramming (*76*, *77*). Whether the hybrid cells resolve into monohormonal cells could be dependent on their origin and timing; when we ablated the β cells in larvae, we observed mostly monohormonal *krt4* lineage–traced cells in the juvenile stage, whereas when Carril Pardo *et al.* (*39*) ablated β cells in the adult, the *sst1.1*-derived hybrid cells remained bihormonal. Thus, it appears that the origin of insulin-producing cells, i.e., from *krt4^+^* duct in development/growth versus *sst1.1^+^* cells after β cell ablation, has different abilities to become monohormonal.

Our velocity-based analyses further revealed that both dedifferentiation and differentiation processes occur during recovery from β cell loss, although dedifferentiation seems to dominate this dynamic process. We identified two late transitional cell states that, in the trajectory, sit in between the *dlb^+^* cells and the regenerative insulin–producing cells. The cells showing up-regulation of various immune responsive genes are only enriched in the acute phase after two consecutive rounds of β cell ablation. A subset of these cells had more unspliced than spliced insulin mRNA, with velocity vectors pointing toward the insulin-producing cell fate. These cells also up-regulated EMT-related genes, indicating an ongoing differentiation process (*78*). The cells showing dedifferentiation vectors up-regulate a broad collection of epigenetic remodeling genes (*79*). These results suggest that the inflammatory response following β cell loss might play an essential role in the course of differentiation. We speculate that the dysregulation of epigenetic factors might serve as either a protective factor in response to cellular aging/stress or a detrimental factor in preventing insulin-producing cell maturation. Considering the latter case, in combination with our regulon results, reversing the behavior of these cells by targeting the key regulons might be a promising strategy to promote redifferentiation and increase functional β cell mass (*79*). We noted that a wide variety of activating protein 1 (AP-1) genes (*jun*, *jund*, *junba*, and *fosb*) are highly expressed in the early transition cells. 

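AP-1 genes were higher in transitional than in hybrid cells. Of 17 tested AP-1 and immediate early genes, 14 were higher and 0 lower (14 higher when adjusted over the list alone). The gene *jun* had a log2 fold change of 1.48 (standard error 0.25, adjusted p = 5.8e-04), *fosb* one of 1.46 (standard error 0.34, adjusted p = 0.0025), *jund* one of 0.82 (standard error 0.27, adjusted p = 0.017) and *junba* one of 0.72 (standard error 0.22, adjusted p = 0.011), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Further members were *klf6a* at 2.39 (standard error 0.22, adjusted p = 1.2e-06), *fosl1a* at 1.74 (standard error 0.24, adjusted p = 3.9e-05) and *fosl2* at 1.51 (standard error 0.24, adjusted p = 1.0e-04) from the same test. The calls of *jund* and *junba* were kept under 17 of 22 and 19 of 22 alternatives. Camera gave the list an adjusted p = 2.8e-05, and an adjusted p = 0.18 with an estimated correlation. The list summed to 20965 ± 10659 CPM in transitional cells (SD, n = 7 libraries), 4339 ± 1442 CPM in hybrid cells (n = 8) and 23741 ± 3967 CPM in duct (n = 10). Against duct 16 of 18 were lower and 1 was higher with TMM, and 7 lower and 1 higher with library totals.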

Since the AP-1 complex has been shown to function in the signal transduction of proregenerative responses in numerous tissues (e.g., zebrafish and salamander ependymo-radial glia, mouse subventricular zone, and zebrafish lateral line hair cells), we propose that the inflammatory response could provide a favorable microenvironment to trigger progenitor cells to differentiate (*56*, *80*–*86*). This is supported by the regulon analysis showing that the injury responsive genes (*cebpa* and *cebpd*) and regulons are dominating in late transition 1 cells. However, further functional studies are needed to unveil whether and how much inflammatory signaling is required to promote induction of endocrine cells upon injury (*87*).

We also applied pharmaceutical approaches to investigating the potential pathways that are crucial for differentiation to insulin-producing cells. By repressing the canonical PI3K-Akt-mTOR pathway using wortmannin, we observed an increase in *krt4*^+^ lineage–traced β cells in the basal state, suggesting that PI3K signaling regulates cell differentiation or maturation (*57*).

Last, we would have been unable to make these discoveries without developing novel knock-in zebrafish tools. The previously published findings in zebrafish were based on classical transgenic lines that could be compromised by their natural disadvantages, such as the ectopic labeling (transgene leakage issue) or a lack of labeling. In particular, we need to be cautious in drawing definitive conclusions when only using reporters of signaling pathways. This is due to the complexity of signaling pathways (a wide range of downstream responsive genes responds differently to various environmental stimuli) making it questionable whether the cloned sequence elements can recapitulate the complex activation pattern of a signaling pathway. Our study serves as proof of concept for using a new generation of knock-in tracers (targeting key transcription factors or structural proteins) to resolve lineage-related questions in zebrafish. This could lead to a new standard of genetic fate mapping for both confirming old and generating new discoveries in the zebrafish field.

In conclusion, our study provides solid evidence for a new model of β cell differentiation and recovery in zebrafish. We identify a ductal remodeling process that fills the gaps in the previous model. The comprehensive molecular profiling at the single-cell level suggested both distinct and conserved aspects of β cell neogenesis in zebrafish, highlighting the advantage of using zebrafish and opening new avenues for understanding and treating human diseases.

## MATERIALS AND METHODS

### Zebrafish lines and husbandry

The following published transgenic and knock-in zebrafish lines were used in this study: *Tg(Tp1bglob:H2BmCherry)*^S939^ (*43*) abbreviated as *Tg(tp1:H2BmCherry)*, *Tg(tp1:EGFP)* (*43*), *Tg(tp1:CreERT2)* (*41*), *TgKI(krt4-p2A-mNeonGreen-t2A-iCre)^KI128^* (*47*) abbreviated as *TgKI(krt4:iCre)*, *TgKI(krt4-p2A-EGFP-t2A-CreERT2)^KI129^* (*47*) abbreviated as *TgKI(krt4:CreERT2)*, *TgKI(krt4-p2a-mNeonGreen)^KI127^* (*47*), *TgKI(nkx6.1:CreERT2)* (*47*), *TgBAC(cftr:Gal4)^pd1101^* (*88*), *Tg(UAS:GFP)^zf82^* (*89*), *Tg(5xUAS:EGFP)^nkuasgfp1a^* (*89*) abbreviated as *Tg(UAS:Cre)*, *Tg(-3.5ubb:loxP-EGFP-loxP-mCherry)^cz1701^* (*90*) abbreviated as *Tg(ubi:Switch)*, *Tg(UBB:loxP-CFP-STOP-Terminator-loxP-hmgb1-mCherry)^jh63^* (*64*) abbreviated as *Tg(ubi:CSHm)*, *Tg(ins:flagNTR)* (*29*), *TgBAC(neurod1:EGFP)^nl1^* (*91*), *TgBAC(pdx1:EGFP)^bns13^* (*92*), *TgBAC(ascl1b:EGFP-2A-Cre-ERT2)^ulg006^* (*62*) abbreviated as *Tg(ascl1b:EGFP)*, *Tg(nkx2.2a:mEGFP)^vu17^* (*93*), *Tg(ins:Hsa.HIST1H2BJ-GFP)^s960^* (*94*) abbreviated as *Tg(ins:H2BGFP)*, *TgBAC(arxa:Cre)^bns250^* (*92*), *Tg(sst2:Cre)* (*34*), and *Tg(Hsa.CTGF:NLS-mCherry)^ia49^* (*95*), as referred as *yap* reporter.

Several lines were reestablished by reinjecting the following constructs: *Tg(cdh17:H2Bmcherry)* (plasmid from B. He) (*96*), and *Tg(−5.2foxj1a:EGFP)* abbreviated as *Tg(foxj1a:EGFP)* (plasmid from B. Ciruna) (*97*).

The strategy of generating *TgKI(onecut1-p2a-EGFP-t2a-CreERT2)^KI145^* and *TgKI(hes6-p2a-EGFP-t2a-CreERT2)^KI146^* lines has been described elsewhere, using polymerase chain reaction (PCR)–amplified 5′-AmC6–modified double-stranded DNA as the donor (*47*). The single-guide RNA (sgRNA) and primers used for generating the knock-in were the following: sgRNA, GCACTTGTACCAAAGCATGA(TGG) (onecut1) and AGGTGAGCATCTGTCTACCA(GGG) (hes6); *onecut1*, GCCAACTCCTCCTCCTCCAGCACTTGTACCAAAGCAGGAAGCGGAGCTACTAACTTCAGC (forward) and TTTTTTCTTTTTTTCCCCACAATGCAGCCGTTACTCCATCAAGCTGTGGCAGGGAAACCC (reverse); *hes6*, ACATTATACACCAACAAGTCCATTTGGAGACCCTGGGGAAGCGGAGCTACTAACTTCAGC (forward) and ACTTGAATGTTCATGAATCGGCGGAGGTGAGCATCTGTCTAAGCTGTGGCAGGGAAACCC (reverse).

The following lines were newly generated by the Tol2 transposon system *Tg(neurod1:CreERT2)*, *Tg(ins:CreERT2)*, and *Tg(foxj1a:iCre; cryaa:Venus)^KI139^* abbreviated as *Tg(foxj1a:iCre).* The injected constructs were built by Multisite Gateway cloning using LR Clonase II Plus (Thermo Fisher Scientific). We followed the protocol as described by C. Mosimann (dx.doi.org/10.17504/protocols.io.b4xdqxi6) of recombining entry clones p5E, pME, and p3E into a destination vector, pDEST. The following entry clones were used in this study: p5E: *p5E-ins*; *p5E-neurod1* (gift from A. Nechiporuk), *p5E-foxj1a* (gift from B. Ciruna), pME: *pME-iCre*, *pME-CreERT2*, p3E: *p3E-poly A*, and pDest: *pDEST-Tol2-gy*. The mosaic F0s and founders were selected on the basis of yellow eye marker at 3 dpf.

The following lines were newly generated by the I-*Sce*I system: *Tg(ins:loxP-dsRed-terminator-stop-loxP-DTA)^KI140^* abbreviated as *Tg(ins:CSDTA)*, *Tg(gip:iCre)^KI136^*, and *Tg(ins:CSHm)*. The double-stranded DNA sequence of DTA was synthesized by Integrated DNA Technologies. The final constructs were generated by In-Fusion cloning (Takara Bio). The mosaic F0s and founders were selected on the basis of the fluorescent signals in the islets at 3 dpf. *Tg(gip:iCre)^KI136^* was generated by replacing *Venus* with *iCre* in *Tg(gip:Venus)* using In-Fusion cloning (*98*).

Males and females aged between 3 months and 2 years were used for breeding. Zebrafish larvae were incubated at 28.5°C in E3 medium (5 mM NaCl, 0.17 mM KCl, 0.33 mM CaCl_2_, and 0.33 mM MgSO_4_ at pH 7.4 with NaHCO₃) until 6 dpf. Juvenile and adult fish were maintained on a 14:10-hour light/dark cycle at 28°C. All studies involving zebrafish were approved by the Karolinska Institutet Animal Care and Use Committee, performed in accordance with local guidelines and regulations, and approved by regional authorities.

### Lineage tracing with or without tamoxifen-inducible Cre recombinase

We used both Cre and CreERT2 lines for genetic fate mapping. The knock-in Cre lines were crossed with *Tg(ubi:CSHm)* for the quantitative analyses. For a more strict approach with temporal labeling, we treated the zebrafish larvae carrying the CreERT2 cassette as well as the *ubi:CSHm* or *ubi:Switch* transgene with 20 μM 4-OHT unless otherwise stated (Sigma-Aldrich) in E3 medium in 24-well plates, with four to eight embryos/larvae per well, for 24 hours without refreshment to accomplish maximum labeling without compromising the survival rate. We treated *TgKI(nkx6.1:CreERT2)* and *TgKI(krt4:CreERT2)* with 4-OHT from 1 to 2 dpf, while we performed the treatment for *Tg(tp1:CreERT2)*, *Tg(ins:CreERT2)*, and *Tg(neurod1:CreERT2)* from 2 to 3 dpf.

### Sample fixation for immunostaining

Before fixation, we euthanized the zebrafish with tricaine (Sigma-Aldrich) in E3 medium, followed by washing three times with distilled water. We then fixed the samples in 4% formaldehyde (Sigma-Aldrich) in phosphate-buffered saline (PBS) (Thermo Fisher Scientific) at 4°C for at least 24 hours. We stopped the fixation by washing three times with PBS and then removed the skin, crystallized yolk (of larvae), and liver (if needed) to expose the pancreas for immunostaining.

### Immunostaining

We followed the immunostaining protocol that was previously described by Liu *et al*. (*99*). Briefly, we incubated the samples in blocking solution [0.3% Triton X-100 and 4% bovine serum albumin (BSA) in PBS] at room temperature for at least 1 hour, followed by overnight incubation with primary antibodies at 4°C. After removing the primary antibodies, we washed the samples using washing buffer (0.3% Triton X-100 in PBS) at least 10 times at room temperature. Next, we incubated the samples in blocking solution with fluorescent dye–conjugated secondary antibodies and the nuclear counterstain 4′,6-diamidino-2-phenylindole (DAPI) (Thermo Fisher Scientific) at 4°C overnight. On the following day, we removed the solution and washed the samples with washing buffer 10 times at room temperature. The following primary antibodies were used: chicken anti-GFP (1:500; Aves Labs, GFP-1020), goat anti-tdTomato (1:500; MyBioSource, MBS448092), rabbit anti-insulin (1:100; Cambridge Research Biochemicals, customized), mouse anti-glucagon (1:50; Sigma-Aldrich, G2654), rat anti-Sst1.1 (1:50; GeneTex, GTX39061), rabbit anti-Cdh17 (1:1000; customized sera, gift from Y. Cao, Tongji University), rabbit anti-Cldnc (1:200; customized sera, gift from Y. Cao, Tongji University), rabbit anti-Vasnb (1:1000; customized sera, gift from P. Panza), and rabbit anti-activated Caspase-3 (1:100; Chemicon).

### Hybridization chain reaction

HCR3.0 was performed following the protocol described by Choi *et al*. (*100*). Briefly, the larvae were fixed in 4% paraformaldehyde (PFA) at 4°C overnight, with subsequent perforation step in 100% methanol at −20°C for at least 24 hours. After that, we performed gradient rehydration steps using 75, 50, and 25% methanol, followed by washing five times using 100% PBS with 0.1% Tween 20 (PBST). The larvae were then treated with a series of preparation steps including further permeabilization [using proteinase K (30 μg/ml) for 45 min at room temperature], postfixation (4% PFA for 20 min), five washes with PBST, and prehybridization (using hybridization buffer at 37 °C for 30 min). The larvae were then incubated overnight at 37 °C in the hybridization buffer containing 2 pmol of the probe set. On the next day, the solution was washed off four times with washing buffer at 37°C, followed by 4× saline‑sodium citrate with 0.1% Tween 20 (SSCT) washes at room temperature for 15 min each. Next, the larvae were incubated in the amplification buffer with 15 pmol of fluorescently labeled hairpin amplifier overnight at room temperature. On the next day, the larvae were washed twice with 5× SSCT, followed by one incubation step with DAPI (1:1000; in 5× SSCT) for 30 min at room temperature. Last, we performed additional washes three times with 5× SSCT. Probe sequences were designed by the manufacturer (Molecular Instruments). The probe sets used were as follows: dr_krt4-B1, dr_cftr-B1, dr_sox9b-B1, dr_hnf1ba-B1, dr_cx30.3-B1, dr_clcn1b-B1, dr_cldn7b-B1, dr_cd9d-B1, dr_igf2a-B1, dr_anxa4-B1, dr_id2a-B1, and dr_foxj1a-B1. The conjugated hairpin amplifier was B1, with the fluorophore 647.

### Confocal imaging

Before confocal imaging, we mounted the stained samples in VECTASHIELD Antifade Mounting Medium (Vector Laboratories) on microscope slides with the pancreas facing the cover slips. We imaged the pancreas with the Leica TCS SP8 platform using 40× objectives for larvae until 7 dpf and 20× objectives for juveniles later than 30 dpf. The images were analyzed by Fiji (*101*).

### Chemical ablation of β cells and drug treatment

Ablation of β cells in the zebrafish larvae was performed by incubating the larvae carrying the *ins:flagNTR* transgene for 24 hours with 10 mM MTZ (Sigma-Aldrich) diluted in 1% dimethyl sulfoxide (VWR) in E3 solution supplemented with 0.2 mM 1-phenyl-2-thiourea (Acros Organics) from 3 to 4 dpf. For the juvenile and adult stages, β cell ablation was achieved by incubating the zebrafish with 1 mM MTZ for 24 hours. Chemical treatment of zebrafish larvae was performed by adding the chemicals to E3 buffer for 48 hours unless otherwise stated. The chemicals used were 50 nM wortmannin (Selleckchem, S2758) and 1 μM LY-411575 (Selleckchem, S2714).

### Adult zebrafish pancreas dissection and FACS

We euthanized the adult fish by putting each one into ice-cold Hanks’ balanced salt solution (HBSS; no calcium and no magnesium) for 10 min. Next, we used blunt forceps to carefully remove the skin, kidney, eggs (in females), liver, and gallbladder to expose the pancreata. This step is critical for avoiding *krt4^+^* cell contamination from other organs. We also removed adipose tissue as much as possible. Then, we cut at the anterior region of the intestinal bulb and hindgut and transferred the intestine and pancreas together to a new dish. We used blunt dissection tools to carefully separate the pancreata from the intestine. Meanwhile, we also removed the spleen (appearing in dark red), which is also attached to the intestine. We moved and immersed the whole pancreata into 5 ml of HBSS kept on ice. For each condition, we pooled four to eight samples together for an enzymatic digestion with 600 μl of 1× TrypLE (Thermo Fisher Scientific) supplemented with 60 μl of 100× Pluronic F-68 (Thermo Fisher Scientific) at 37°C on a shaker at 125 rpm for 45 to 60 min to prevent tissue adhesion. We also pipetted the tissue up and down every 5 min for better digestion. We added 6 ml of precooled 2% BSA to end the digestion and centrifuged the sample at 500*g* for 5 min. After removing the supernatant, we washed the pellets with 300 μl of precooled solution containing 1% BSA, 0.1% Pluronic F-68, and 0.1% DAPI and used a Corning Falcon cell strainer (Corning, 352235) to filter out not fully digested tissues.

During FACS, we selected single-cell populations based on forward scatter and side scatter signals. Next, we performed negative selection with the DAPI channel to remove dead cells and cell debris. Last, we used the Cherry channel for the subsequent gating to collect all cells of the *krt4-*derived lineage in a new tube as the single-cell suspension.

### Cell encapsulation, library preparation, and sequencing

Droplet-based single-cell RNA-seq was performed using the Chromium Single Cell 3′ Library and Gel Bead Kit v3 (10× Genomics) and Chromium Single Cell 3′ Chip G (10× Genomics). Approximately 8000 to 10,000 cells from each condition were loaded and encapsulated in a single v3 reaction. GEM generation and library preparation were performed according to manufacturer’s instructions. Cells were partitioned into gel beads in emulsion in the controller for cell lysis and reverse transcription. The 10× single-cell RNA-seq libraries were PCR-amplified (13 cycles), pooled, denatured, and diluted in before paired-end sequencing on a NextSeq 500 according to manufacturer’s recommendations. Sequencing data were aligned to the zebrafish reference genome (GRCz11) with addition of the mCherry sequence using Cell Ranger v5.0.1 (10× Genomics) to generate a gene-by-cell count matrix with default parameters.

### Data preprocessing

The single-cell RNA-seq data of adult zebrafish principal islet datasets were downloaded from the Gene Expression Omnibus under accession numbers GSE106121 and GSE166052. The unique molecular identifier (UMI) counts matrix was imported into R and processed using the Seurat R package version 4.0.4 (*102*). Cells with a detected gene number of <400 or above 7000 genes were considered as low-quality cells or doublets and removed before downstream analysis. The count matrix was then normalized and scaled with default parameters, followed by highly variable gene selection. Further doublet filtering was performed using the Doubletfinder R package (*103*). After regular dimension reduction using PCA, we selected 8 to 30 PCs (depending on the anticipated cell types) for graph-based clustering (Louvain). We used the UMAP algorithm to display the relationships within and between different clusters and the Harmony algorithm for batch correction (*104*). To unravel the molecular details and cellular trajectory in *krt4*-derived duct-to-endocrine and endocrine lineages, we manually annotated each cell cluster based on well-known verified marker genes and made subsets of clusters of interest, followed by a series of normalization, scaling, dimensional reduction, batch correction, and graph-based clustering. The lists of genes encoding DNA binding proteins, membrane proteins, cell junctions, and mitochondrial proteins are retrieved from human protein atlas (www.proteinatlas.org/), and we used “biomaRt” R package to perform human-to-zebrafish ortholog conversion. The marker genes and genes with differential expression were listed in tables S6 to S21.

### SCENIC analysis

The SCENIC pipeline was performed using the python package pySCENIC (*105*, *106*). We first selected the 3000 most high variable genes and used their original count as input. We took advantage of the recent study in zebrafish that provided us a list of known transcription factors and the motif annotation for the construction of adjacency matrix (indicating the gene expression correlation between the transcription factors and the putative target genes) refined gene regulatory network after pruning targets (*107*). Last, cells were scored for each regulon and obtained a regulon activity score (RAS) using AUCell (www.bioconductor.org/packages/release/bioc/html/AUCell.html) (*105*). We applied the RAS matrix to generate t-distributed stochastic neighbor embedding (t-SNE) and UMAP embedding. In downstream analyses, we followed the analytical pipeline that was previously described by Suo *et al.* (*108*). Briefly, we first calculated the regulon specific score matrix to identify the cell type/state–specific regulon. We also used hierarchical clustering built on the regulon to generate a connection specificity index matrix and define individual regulon modules, which exhibit the relationship between the regulon and regulon module. Last, we measured the regulon module activity scores (average RAS on regulons in each module) for all cells and averaged them on the basis of cell type to identify the correlation between the regulon modules and cell types. The list of transcription factors and the motif annotations can be accessed from https://db.cngb.org/stomics/zesta/.

### Pseudotime trajectory and in silico fate mapping using scVelo and CellRank

Psuedotime analysis was conducted with slingshot (version 1.8.0) (*109*) and Monocle 3 (version 1.2.9) (*110*) after batch correction. We used the default settings and defined the early transition as the root node for pseudotime calculations.

scVelo was used to calculate RNA velocity in transition-to-*ins/sst1.1* hybrid cells (*5*). We first selected cells based on barcoding and filtered gene expression matrix to only include the 3000 most highly variable genes. Then, we computed the moments for velocity estimation using *n* = 15 nearest neighbors and the top 8 PCs. We calculated the latent time using the cells from the uninjured samples as root. Last, RNA velocity was estimated on the basis of latent time scores, using the dynamical model, and we mapped the velocity vectors on the prior UMAP embedding. We leveraged the directional information from RNA velocity and computed the initial and terminal states of the lineage path using the function “cr.tl.initial_states” and “cr.tl.initial_states” in CellRank with default settings (*8*).

### Enrichment analysis

We selected differentially expressed genes among different clusters found by “FindMarkers” function with parameter (min.pct = 0.25, logfc.threshold = 0.25) and filtered by pvalue.adj < 0.05. Gene enrichment analyses were accomplished using the function “enrichGO” with pvalueCutoff = 0.01, qvalueCutoff = 0.05 (OrgDb = org.Dr.eg.db, pAdjustMethod = “BH”) from the R package clusterProfiler (V3.18.1, https://bioconductor.org/packages/release/bioc/html/clusterProfiler.html) (*111*). To compare pathway activity between different cell states along transition-to-*ins/sst1.1* hybrid cell lineage, we fetched the normalized data of the groups and calculated the pathway activity score based on the 50 hallmark gene sets listed in Molecular Signatures Database (MSigDB) v7.5.1 (www.gsea-msigdb.org/gsea/msigdb/genesets.jsp?collection=H) using the function “gsva” in the GSVA R package (www.bioconductor.org/packages/release/bioc/html/GSVA.html) (*112*). The limma package was used to identify the differentially enriched pathways between the two selected groups. To decipher and visualize the pathway activity of individual cells along the transition-to-*ins/sst1.1* hybrid cell path, we also used the hallmark gene sets in MSigDB and calculated the pathway activity score of each module using function “AddModuleScore” from Seurat.

### Statistical analysis

Similar experiments were performed at least two times independently. For immunostaining and HCR3.0 in situ hybridization experiments, the replicates were performed and the expression patterns were confirmed in at least five individual samples, i.e., where only representative images were presented in the figure. For juvenile and adult lineage tracing experiments, results were confirmed in at least two independent experiments performed on different days. No statistical method was used to predetermine sample size. No data were excluded from the analyses. The number of cells in the confocal microscopy images was all quantified manually with the aid of Fiji. The scheme of knock-in strategy was illustrated by using “IBS” software (*113*). Statistical analyses were carried out by two-tailed Mann Whitney *U* tests (comparing two groups) or by Kruskal-Wallis tests (comparing three groups) unless otherwise stated. The results were presented as the mean values ± SEM, and *P* ≤ 0.05 is considered statistically significant. The n number represents the number of zebrafish in each group for each experiment. All statistical analyses and data visualization were performed on R platform (version 4.0.2) using “ggplot2” and “ggpubr” packages.

# Supplementary material for: Decoding pancreatic endocrine cell differentiation and β cell regeneration in zebrafish
**Source:** Sci Adv. 2023 Aug 18;9(33):eadf5142. doi: 10.1126/sciadv.adf5142
**Supplement:** Supplementary file 1 — Figs. S1 to S15 Legends for movies S1 to S3 Legends for tables S1 to S35

Supplementary Materials for
**Decoding pancreatic endocrine cell differentiation and β cell regeneration
in zebrafish**

Jiarui Mi *et al.*

Sci. Adv. **9**, eadf5142 (2023)
DOI: 10.1126/sciadv.adf5142

The PDF file includes:

Figs. S1 to S15
Legends for movies S1 to S3
Legends for tables S1 to S35

Other Supplementary Material for this manuscript includes the following:

Tables S1 to S35
Movies S1 to S3

Additional Supplementary Material include:

Supplementary Movie 1-3. Z-stack movies showing the neogenic endocrine cells (indicated by *neurod1:EGFP*) residing in, along and closely attaching to the duct (visualized by anti-Vasnb staining and DAPI). The movies display a zoomed-out view of the pancreatic head (S1), as well as zoomed-in views of the extra-pancreatic (S2) and luminal duct in the pancreas (S3).

Supplemental tables 1-35. Listing marker genes, cell counts and proportions.

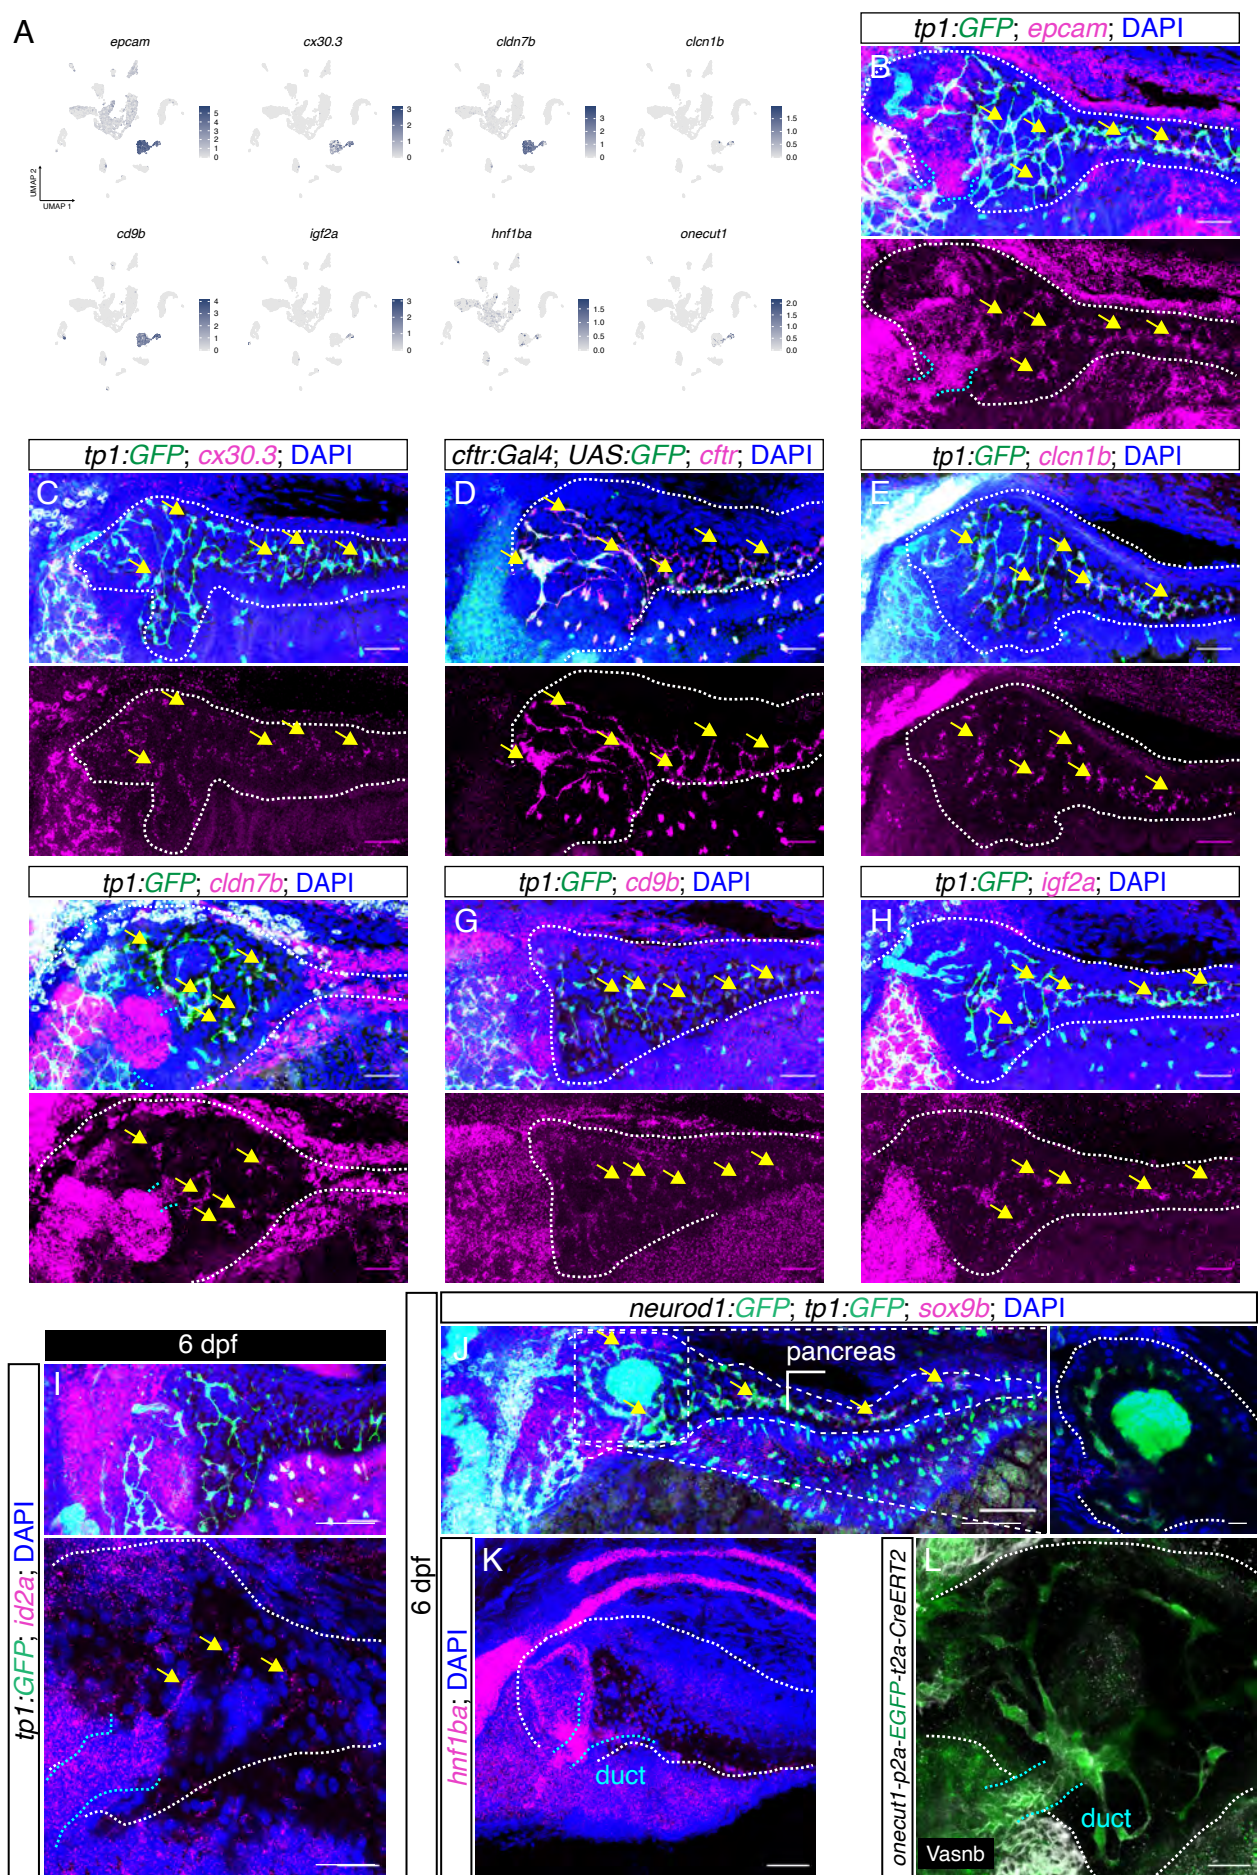

Fig. S1. Characterization of ductal cells in zebrafish larvae with *in situ* hybridization.

(A) UMAP plot of several ductal markers indicating ductal heterogeneity. (B-I) Representative Z-projections of confocal images of HCR3.0 *in situ* hybridization (shown in magenta) for different ductal markers in *Tg(tp1:EGFP)* larvae. Scale bars = 40 μ m. (J-L) Representative confocal Z-projections of HCR3.0 *in situ* hybridization of whole-mount larvae showing the expression of *sox9b* in double transgenic *Tg(tp1:EGFP);Tg(neurod1:EGFP)* larvae (J), as well as *hnf1ba* (K) at 6 dpf larvae. (L) Representative confocal Z-projection showing the expression of *oncut1* using *TgKI(oncut1-p2a-EGFP-t2a-CreERT2)* 6 dpf larvae. The nuclei are labelled by DAPI (blue). Scale bars = 100 μ m. The white and cyan dashed lines indicate the pancreata and non-Notch-responsive duct, respectively. The yellow arrows point to intra-pancreatic ductal cells.

tp1:GFP; *cdh17:H2BmCherry*; *Vasnb*; *DAPI*

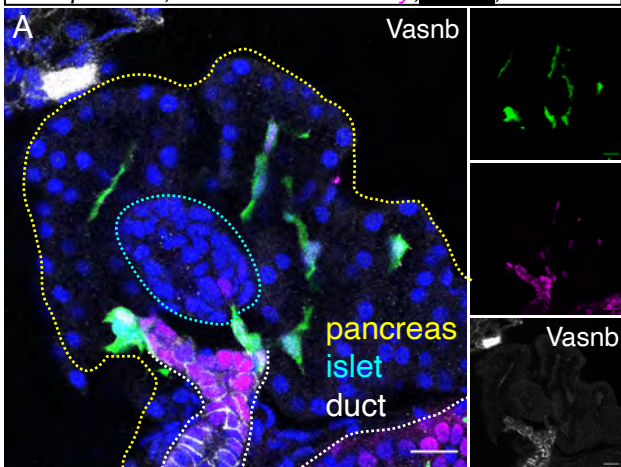

nkx2.2a:mEGFP; *tp1:H2BmCherry*; *Vasnb*; *DAPI*

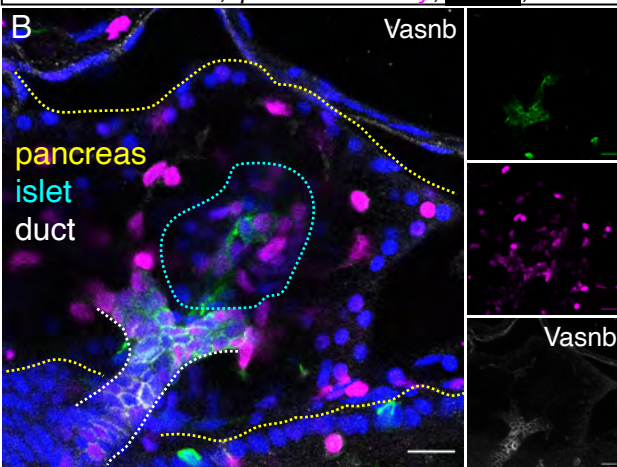

pdx1:GFP; *Vasnb*; *DAPI*

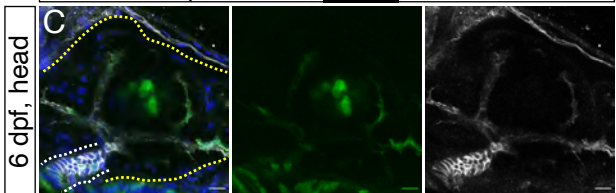

pdx1:GFP; *tp1:H2BmCherry*; *DAPI*; 22 dpf

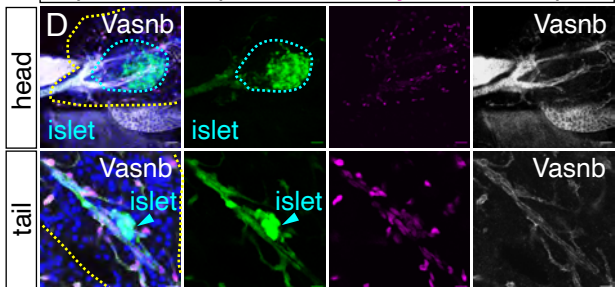

Hsa.CTGF:nlsmCherry; *pdx1:GFP*; *DAPI*

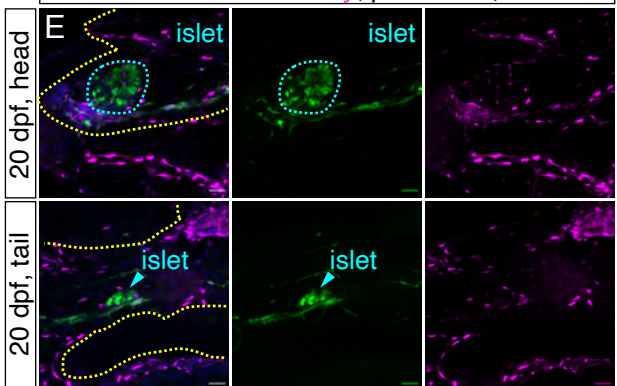

foxj1a:GFP; *foxj1a*; *DAPI*; 6 dpf

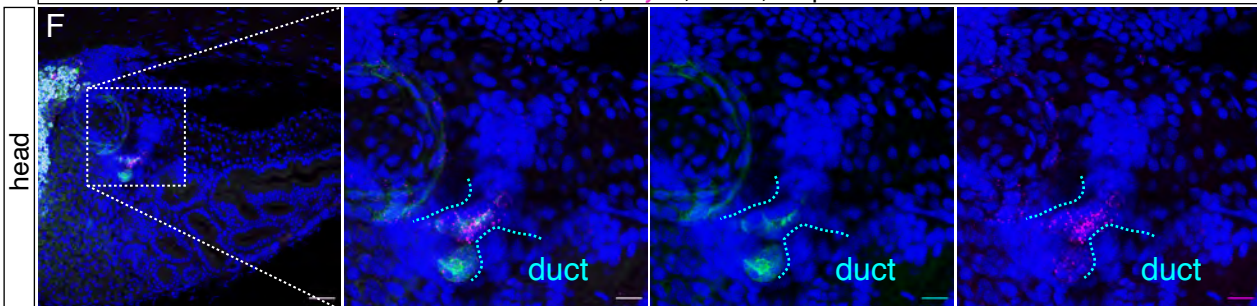

Fig. S2. Characterization of ductal cells using existing transgenics. (A) Larvae double transgenic for *tp1:EGFP* and *cdh17:H2BmCherry* at 6 dpf. Notch-responsive cells are in green, extra-pancreatic and intermediate duct are in magenta. Anti-Vasnb staining showing the ductal tree. The yellow, cyan and white dashed lines indicate the pancreas, principal islet and the non-Notch-responsive duct, respectively. Scale bars = 40 μ m. (B) Larvae double transgenic for *nkx2.2a:mEGFP* and *tp1:H2BmCherry* at 6 dpf. Notch-responsive cells and a subset of endocrine cells are in magenta; while a subset of intermediate ductal cells present green membrane fluorescence. Cell nuclei are in blue with DAPI staining. Anti-Vasnb staining showing the ductal tree. The yellow, cyan and white dashed lines indicate the pancreas, principal islet and the non-Notch-responsive duct, respectively. Scale bars = 40 μ m. (C and D) Single-plane confocal images of *pdx1*⁺ cells in *TgBAC(pdx1:EGFP)* at 6 dpf larva (C) and 22 dpf juvenile fish (D) showing the labeling pattern in intermediate and Notch-responsive ductal cells. The yellow and white dashed lines indicate the pancreas and the non-Notch responsive duct, respectively. Scale bars = 40 μ m (C) and 100 μ m (D). (E) Representative confocal Z-projection of *yap* responsive cells in the transgenic *Tg(Has.CTGF:nlsmCherry);TgBAC(pdx1:EGFP)* double transgenic juvenile fish. Scale bars = 100 μ m. The yellow and cyan dashed lines indicate the pancreas and the principal islet, respectively. The cyan arrow points to the secondary islet. (F) *In situ* hybridization for *foxj1a* in *Tg(foxj1a:EGFP)* larva (magnified area around the principal islet are shown on the right). The cyan dashed lines indicate the non-Notch-responsive duct. Scale bars = 40 μ m.

krt4-p2a-EGFP-t2a-CreERT2; ubi:CS^{Hm}; no 4-OHT treatment; 6 dpf

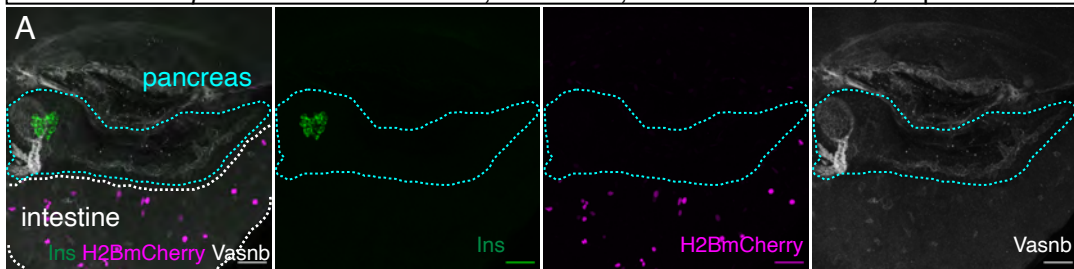

krt4-p2a-EGFP-t2a-CreERT2; ubb:CS^{Hm}; ins:H2BGFP; DAPI; Vasnb; 30 dpf; no 4-OHT

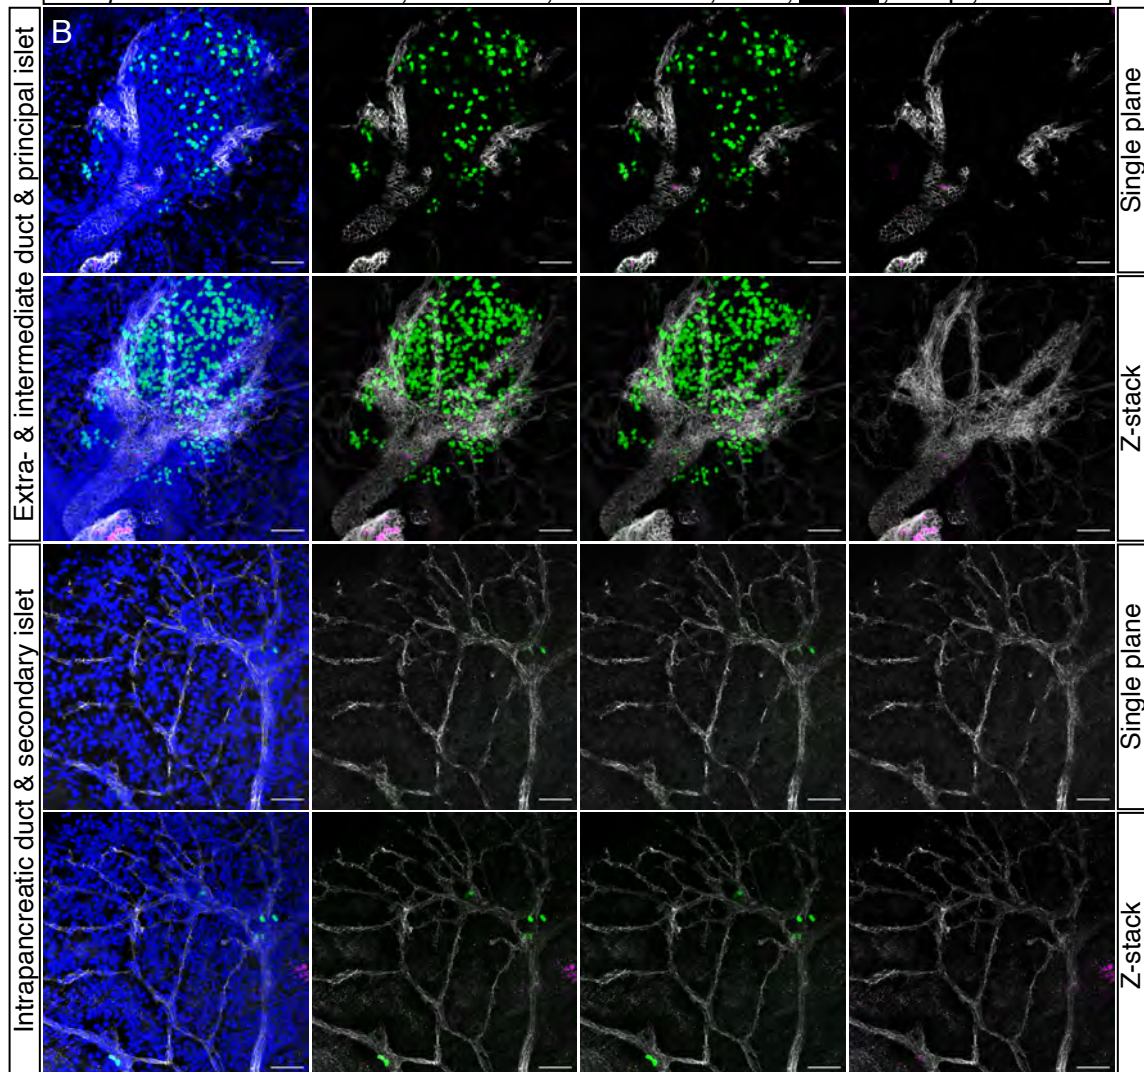

neurod1:CreERT2; ubi:CS^{Hm}; 2.5uM 4-OHT treatment from 2.5-3 dpf; 6 dpf

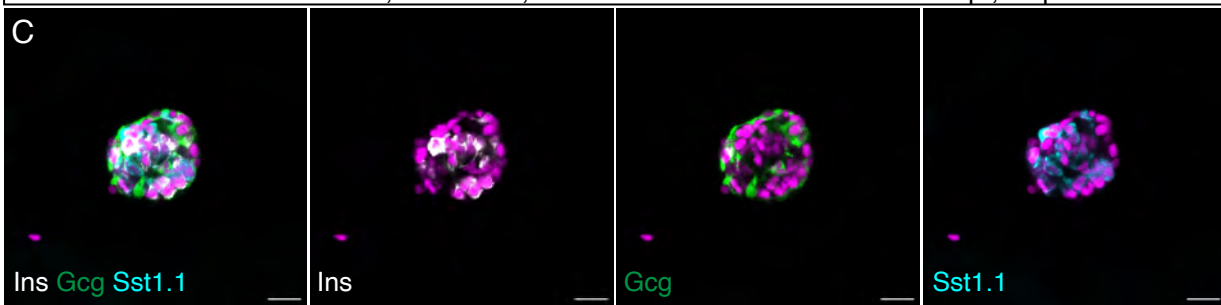

Fig. S3. Control experiments confirming no ectopic leakage in the pancreatic duct using *TgKI(krt4:CreERT2)* or *Tg(neurod1:CreERT2)*. (A) The maximum Z-projection of confocal images showing the pancreas from *TgKI(krt4:CreERT2);Tg(ubi:CSHm)* without 4-OHT treatment. The samples were stained with antibodies against Insulin (green) and Vsnb (white), as well as DAPI (blue). The cyan and white dashed lines indicate the pancreas and the intestine, respectively. Note that there is no leakage in the pancreas, but some leakage in the intestine. Scale bars = 100 μ m. (B) Representative Z-projections of confocal images showing the pancreas in *TgKI(krt4:CreERT2);Tg(ubi:CSHm);Tg(ins:H2BGFP)* juvenile fish without 4-OHT treatment (C) Fish expressing *neurod1:CreERT2* are crossed to a CFP-to-H2BmCherry reporter fish under the control of ubiquitin B promoter. The H2BmCherry expression is specifically induced in *neurod1*⁺ endocrine cells without ectopic leakage in ductal cells by 2.5 μ M 4-OHT treatment from 2.5 to 5 dpf. Single-plane confocal image showing the labelled *neurod1*⁺ cells in the pancreatic head region. The analysis was made in 6 dpf larva. Scale bars = 40 μ m.

ascl1b:EGFP; ins:flagNTR; Vasnb

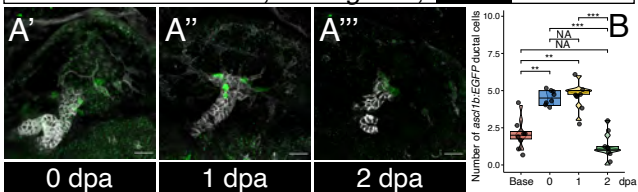

neurod1:EGFP; ins:flagNTR; Vasnb

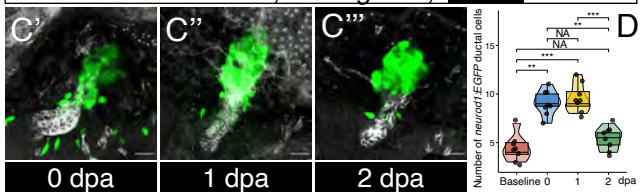

ascl1b:EGFP; tp1:H2BmCherry; Vasnb

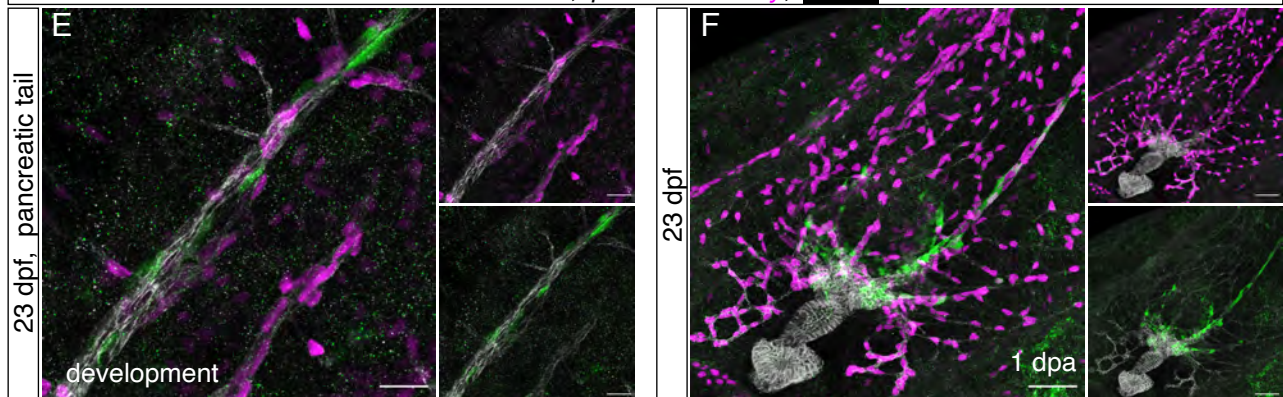

neurod1:EGFP; DAPI; Vasnb; 45 dpf

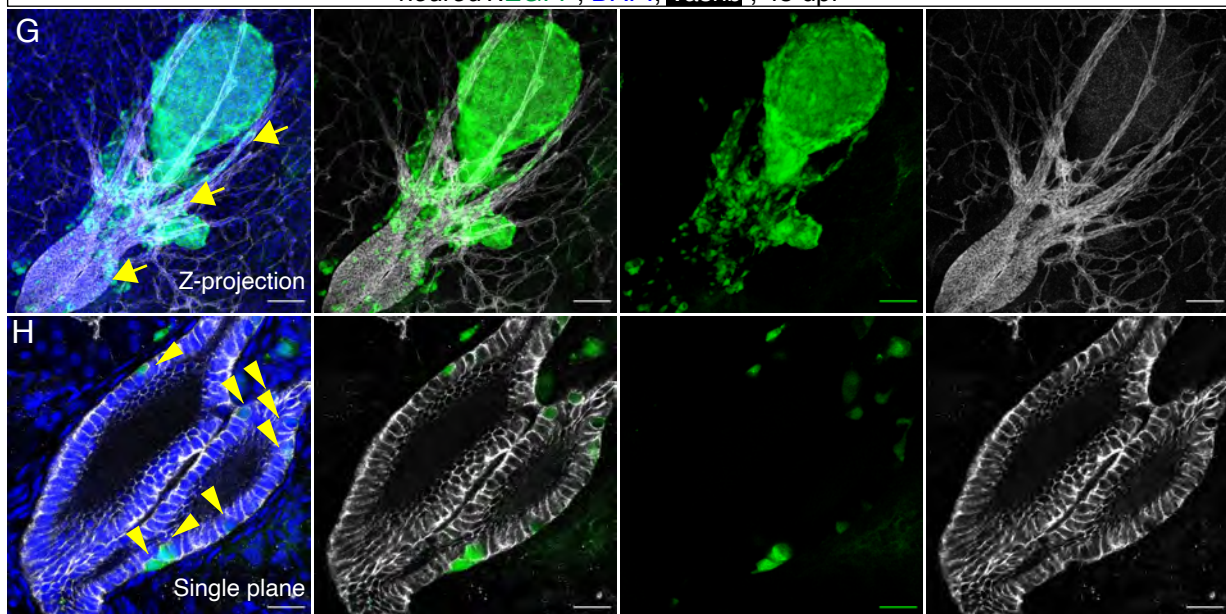

ascl1b:EGFP; tp1:H2BmCherry; Vasnb

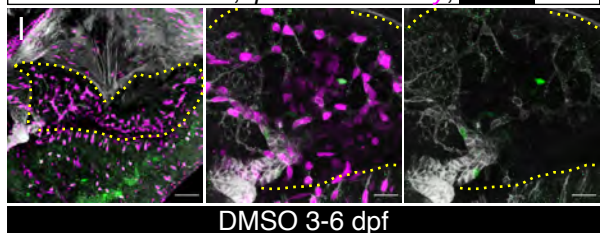

ascl1b:EGFP; tp1:H2BmCherry; Sst1.1; Vasnb

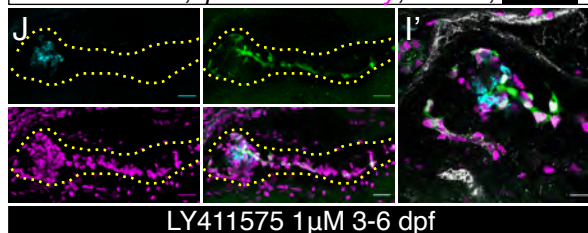

Fig. S4. Upregulation of endocrine progenitor transcription factors, *ascl1b* and *neurod1*, in the ductal cells in juvenile and beta-cell ablation condition. (A) Representative Z-projections of confocal images and quantification showing the expression pattern of *ascl1b* in/along the intermediate duct without ablation, at baseline, 0, 1 and 2 dpa. Scale bars = 40 μ m. (B) Quantifications of EGFP positive cells per pancreas at different time points are shown in box-violin plots. Kruskal-Wallis test indicates the significant differences among the four groups with the p-value = 2.7e-5. Wilcoxon-test was used to test each pair of groups. (C) Representative Z - projections of confocal images and quantifications showing the expression pattern of *neurod1* in/along the intermediate duct without ablation, at baseline, 0, 1 and 2 dpa in *TgBAC(neurod1:EGFP)* larvae. Scale bars = 40 μ m. (D) Quantifications of EGFP positive cells per pancreas at different time points are shown in box-violin plots. Kruskal-Wallis test indicates the significant differences among the four groups with the p-value = 2.5e-5. Wilcoxon-test was used to test each pair of groups. (E and F) Representative confocal Z-projections showing the expression pattern of *ascl1b* in either development (E) or regenerative conditions (F) in tail region of 23 dpf juveniles. Scale bars = 40 μ m. (G and H) Z-projection and the corresponding single-plane confocal images of principal islet in 45 dpf fish. The anti-Vasnb staining was used to visualize the ductal tree. The arrows (G) and arrowheads (H) point to ductal cells overlapped with *neurod1:EGFP* signal. Scale bars = 100 μ m (G) and 40 μ m (H). (I) Control experiment showing the *ascl1b:EGFP*-expression pattern in a Z-projection of a 6 dpf larvae with DMSO treatment. (J) Confocal image showing the *ascl1b:EGFP*-expression pattern in Z-projection of 6 dpf larvae upon chemical-induced Notch inhibition with a single-plane magnification displayed in (J'). The *Tg(tp1:H2BmCherry)* together with anti-Somatostatin1.1 and anti-Vasnb stainings were used to locate and outline the co-expression pattern in the principal islet and ductal tree. The yellow dashed lines indicate the pancreas. Scale bars = 40 μ m. * = p-value < 0.05, ** = p-value < 0.01, *** = p-value < 0.001.

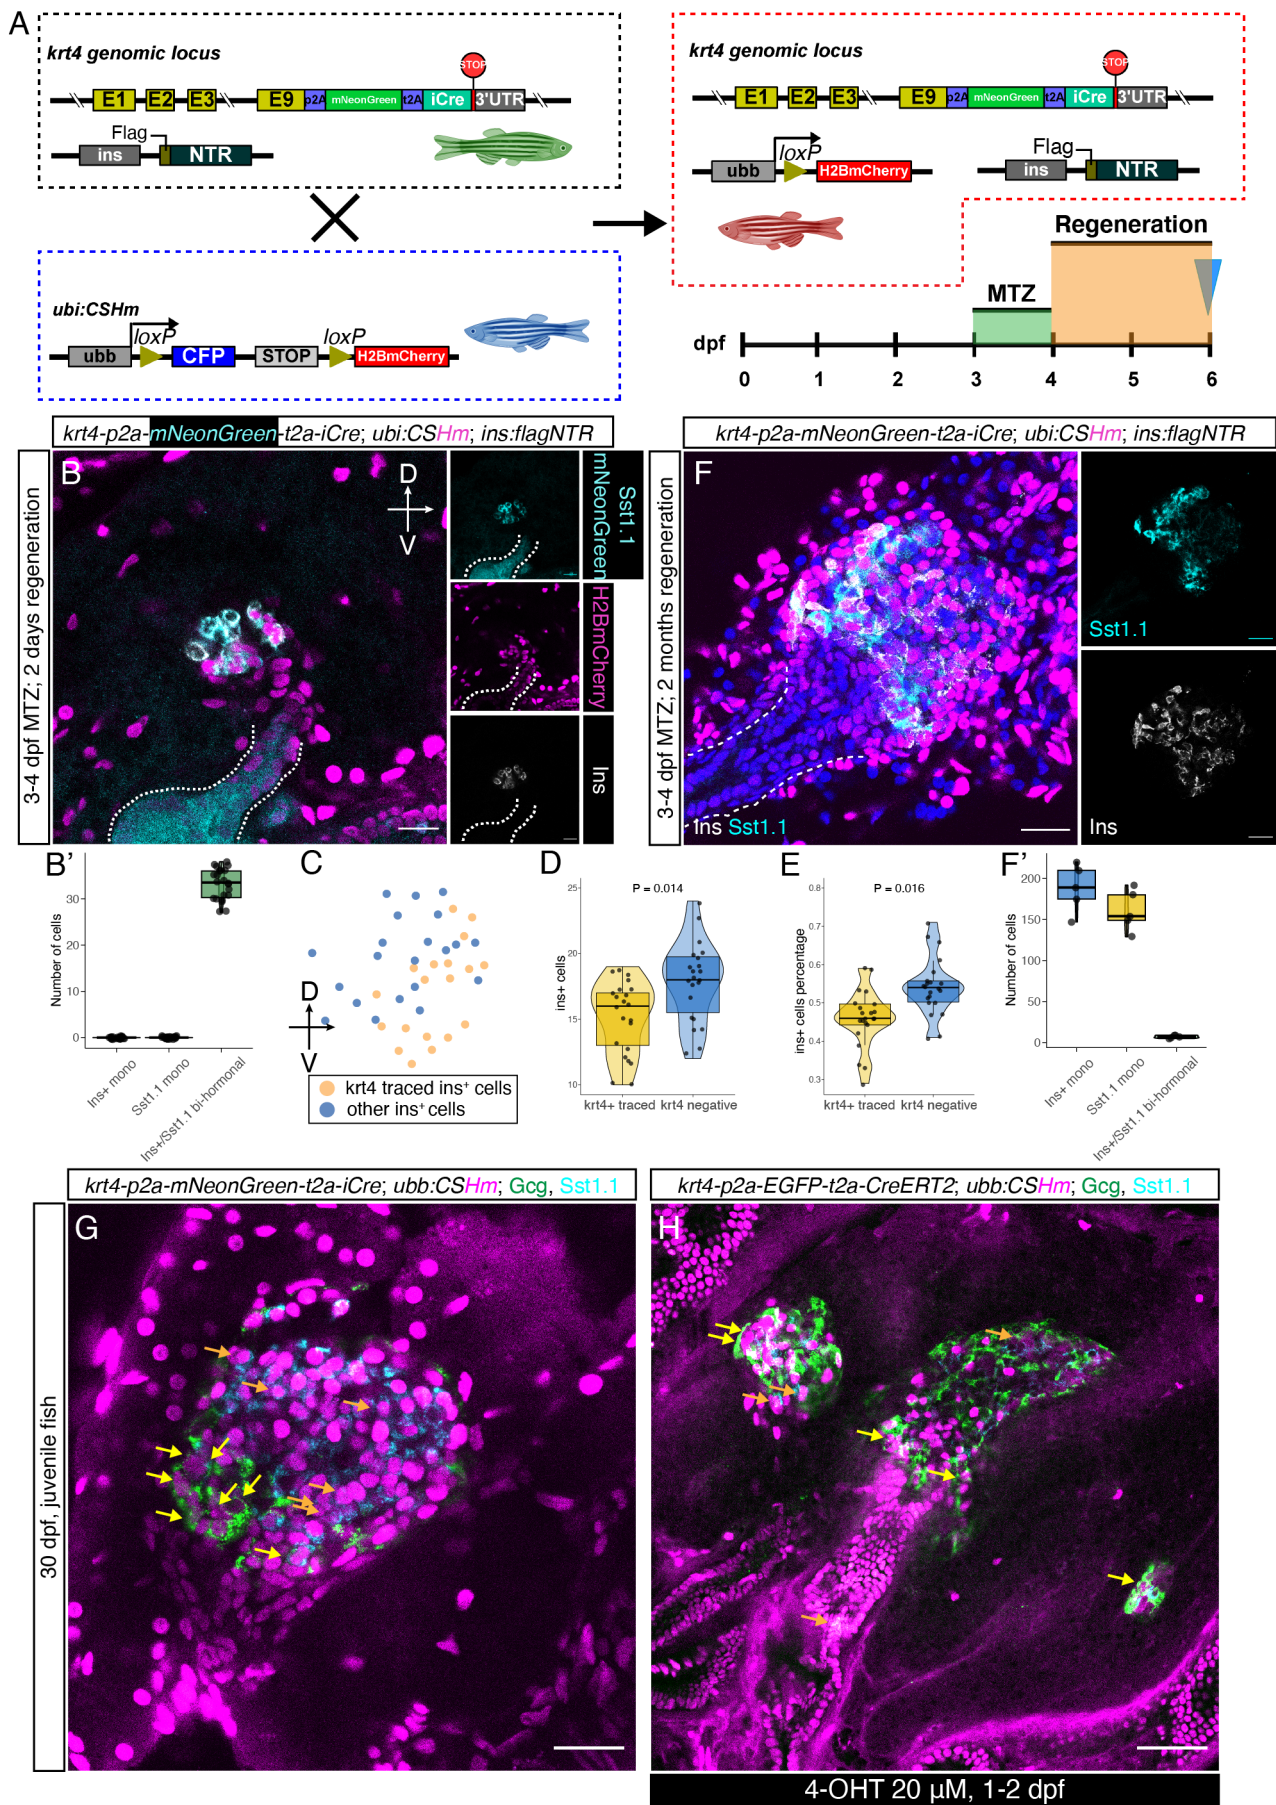

Fig. S5. Lineage-tracing experiments showing differentiation and transdifferentiation occur in parallel upon beta-cell ablation in larvae. (A) The workflow and time course of lineage tracing analysis of *krt4*⁺ duct with MTZ treatment regimen. (B-E) Representative single-plane confocal images (B), quantification of Ins⁺ mono-hormonal cells, Sst1.1⁺ mono-hormonal cells and Ins⁺&Sst1.1⁺ bi-hormonal cells in 22 principal islets in 6 dpf larvae after 2-day regeneration (B'), example of spatial analysis of the dorsal-ventral & anterior-posterior location (C), and quantification of the regenerated insulin-producing cells which can be traced back to the *krt4*⁺ ductal cell origin (D and E). Scale bars = 40 μ m. The white dashed lines indicate the non-Notch-responsive ductal cells. (F) Representative single-plane confocal image showing the long-term lineage tracing results in the principal islet with anti-Insulin and anti-Somatostatin1.1 staining in Z-projection. Quantification of Ins⁺ mono-hormonal cells, Sst1.1⁺ mono-hormonal cells and Ins⁺&Sst1.1⁺ bi-hormonal cells in 5 principal islets in juveniles after 2-months regeneration (F'). Scale bars = 100 μ m. (G and H) Representative confocal Z-projections with constitutive (G) and temporal (H) labeling showing the *krt4* lineage traced Gcg⁺ (yellow arrows) and Sst1.1⁺ cells (orange arrows). Scale bars = 40 μ m (G) and 100 μ m (H). D, dorsal; V, ventral.

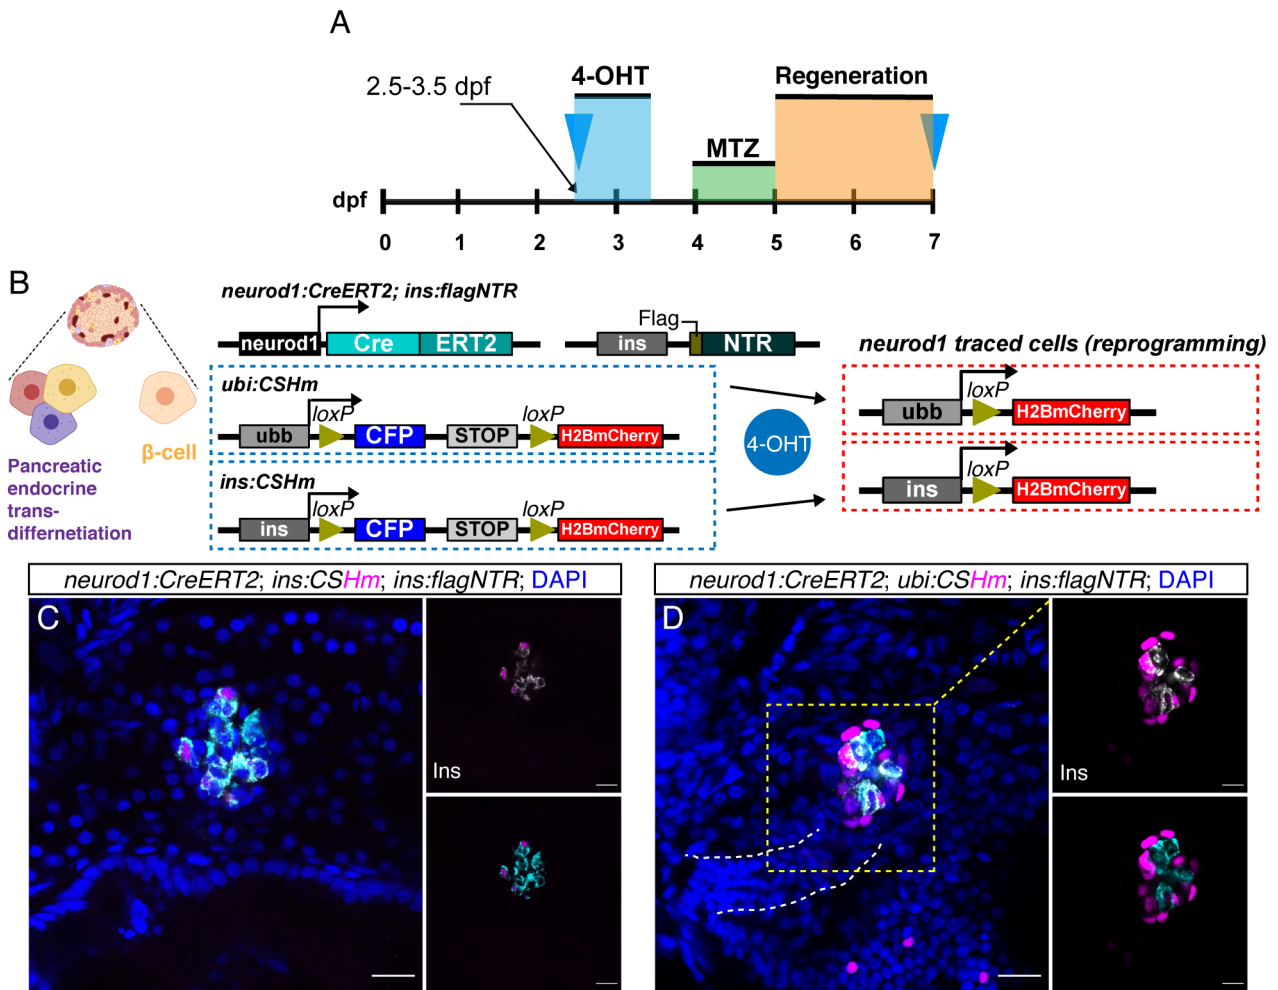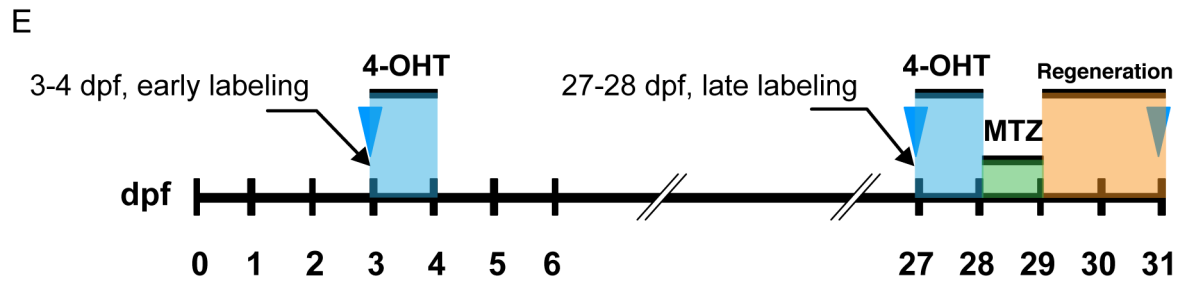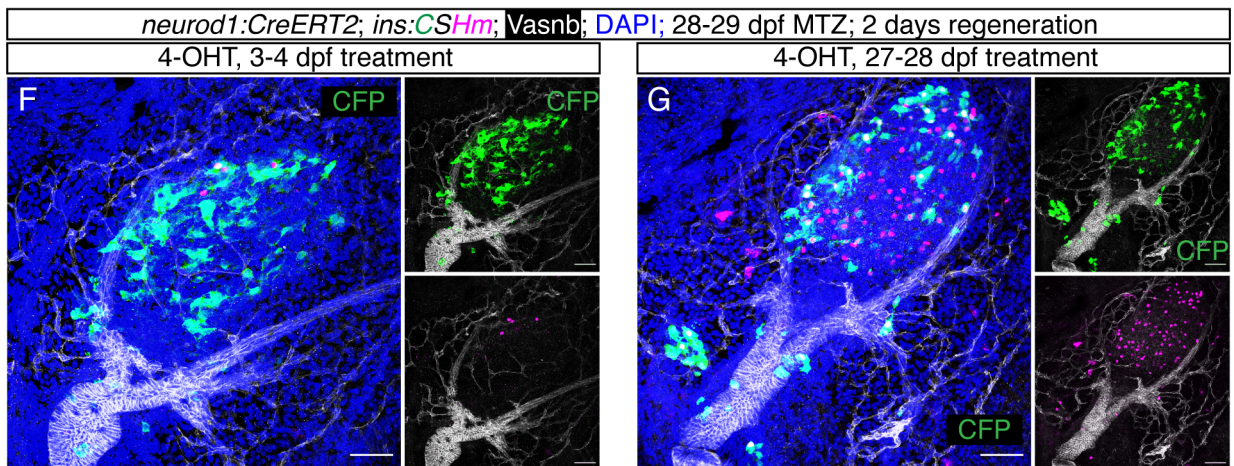

Fig. S6. Spatiotemporal-controlled lineage tracing of *neurod1*⁺ cells upon beta-cell ablation. (A and B) The design of the *Cre/loxP* based strategy and time course to examine whether *neurod1*⁺ endocrine cells transdifferentiate to insulin-producing cells. (C and D) Representative single-plane confocal image showing *neurod1*⁺ endocrine-to-insulin producing cell transdifferentiation. Fish expressing *neurod1:CreERT2* were crossed to *ins:CSHm* (C) or *ubi:CSHm* (D). The H2BmCherry expression is specifically induced in *neurod1*-derived beta-cells (C) or *neurod1*⁺ cells (D) upon treatment of 4-OHT 2.5 μ M from 2.5 to 3.5 dpf. The analyses were undertaken in 6 dpf larvae. The region outlined by the yellow square was highlighted on the right. The white dashed lines indicate the non-Notch-responsive ducts. (E) Experimental time course of the *Cre/loxP*-based lineage tracing experiments. The triple transgenic fish *Tg(neurod1:CreERT2);Tg(ubi:CSHm);Tg(ins:flagNTR)* are administrated 4-OHT either from 3 to 4 dpf (condition 1) or from 27 to 28 dpf, followed by 1 day MTZ treatment at day 29. Then, the juveniles were allowed to recover for 2 consecutive days and the samples were analyzed at 31 dpf. (F and G) Representative confocal Z-projections showing the contribution of regenerative *ins*⁺ cells derived from *neurod1*⁺ endocrine cells at 6 dpf larvae (F) and 31 dpf juveniles (G). The CFP signal was amplified by anti-GFP staining and shown in green. Scale bars = 100 μ m.

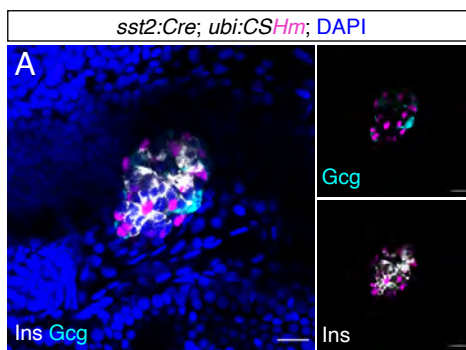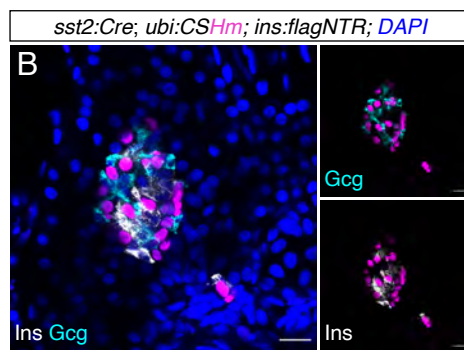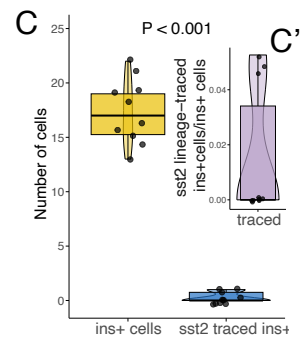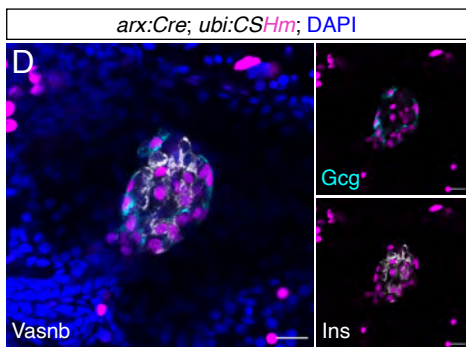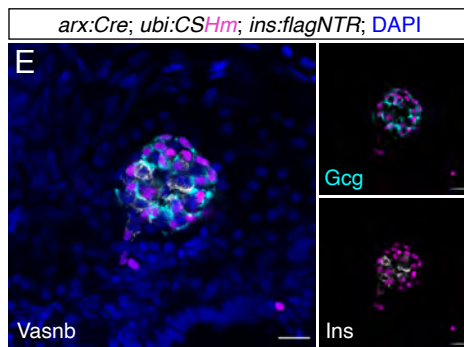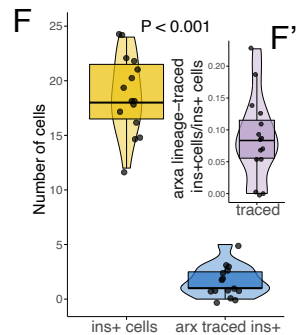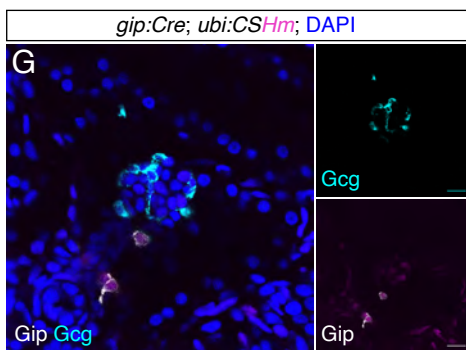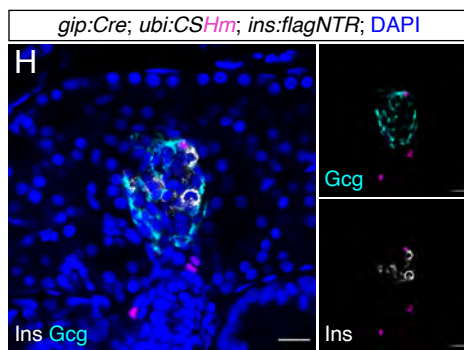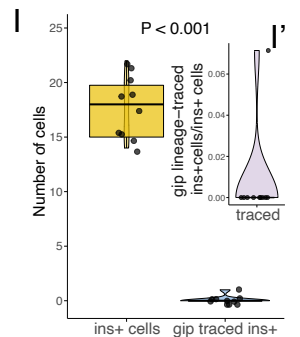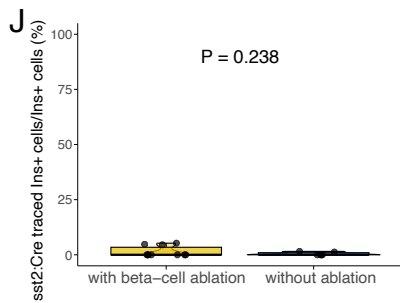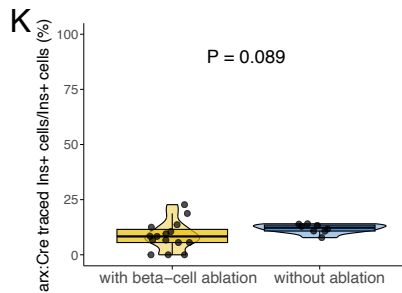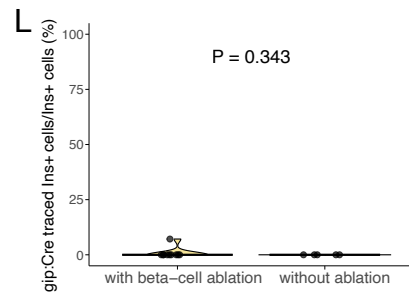

Fig. S7. Lineage-tracing experiments indicate minimal contribution of insulin-producing cells originating from alpha-, delta- (*sst2*⁺) and gip-cells. (A-C) Representative single-plane confocal images of lineage tracing of delta-cells (*sst2*⁺) in normal (A) and beta-cell ablation (B) conditions and the quantification result depicted in the boxplots (C and C'). (D-F) Representative single-plane confocal images of lineage tracing of alpha-cells in basal state (D) and beta-cell ablation (E) conditions and the quantification result depicted in the boxplots (F and F'). (G-I) Representative single-plane confocal images of lineage tracing of gip-cells in normal (G) and beta-cell ablation (H) conditions and the quantification result depicted in the boxplots (I and I'). The quantification and comparisons of lineage traced cells using *sst2:Cre* (J), *arxa:Cre* (K), and *gip:Cre* (L) with or without beta-cell ablation. Scale bars = 40 μ m.

nkx6.1-p2a-EGFP-t2a-CreERT2; ubi:CSHm; Vasnb; 4-OHT 20 μ M, 1-2 dpf, 6 dpf

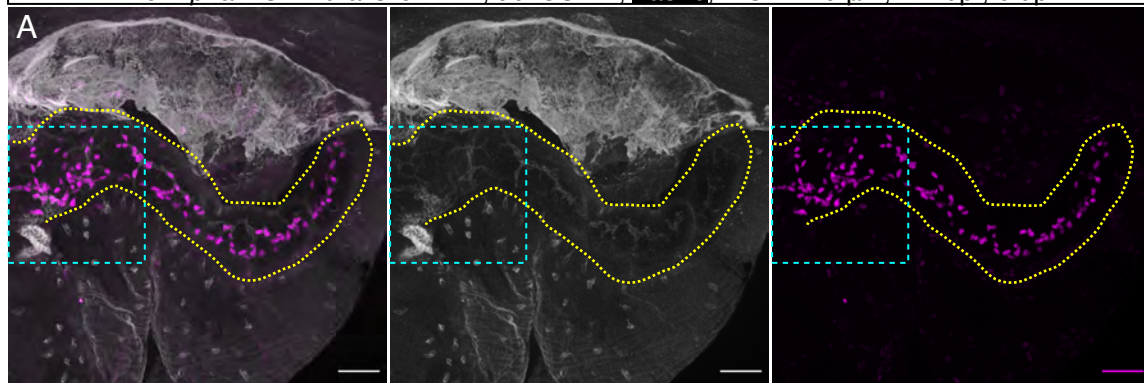

Scattered labelling in extra-pancreatic and intermediate duct

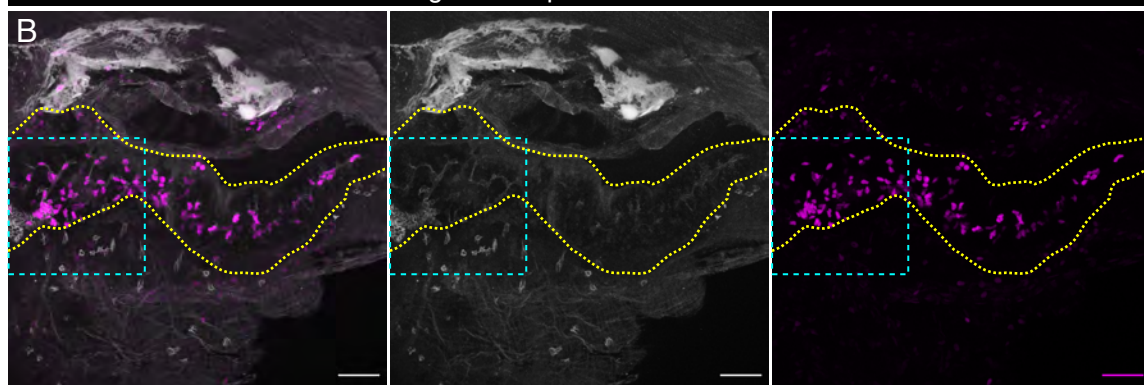

Higher percentage of labelling in extra-pancreatic and intermediate duct

tp1:CreERT2; ubi:CSHm; Vasnb; 4-OHT 20 μ M, 3-4 dpf; 6 dpf

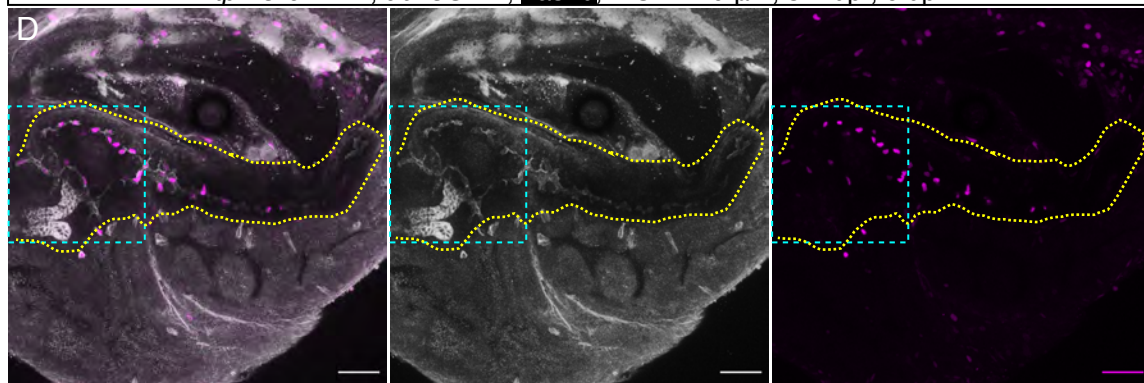

No labelling in extra-pancreatic and intermediate duct

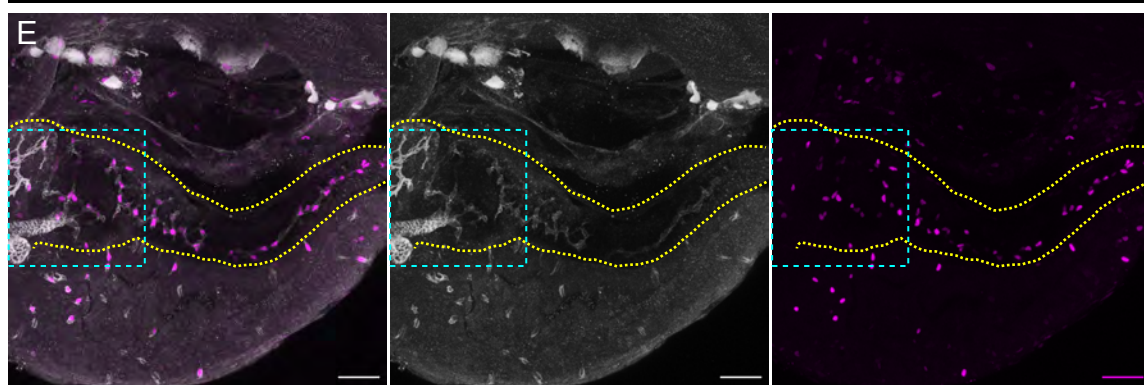

Minimal labelling in extra-pancreatic and intermediate duct

Fig. S8. Comparisons of spatiotemporal labelling of *nkx6.1*⁺ cells and *tp1*⁺ cells in 6 dpf larvae. (A-C) Confocal images displaying the variable labelling efficiency using the *nkx6.1:CreERT2* tracer in the extra-pancreatic and intermediate ductal system in Z-projection, with quantification of the proportion of labeling efficiency (C). (D and E) Confocal images displaying the variable labelling efficiency using *tp1:CreERT2* tracers in the extra-pancreatic and intermediate ductal system. The yellow and cyan dashed lines indicate the pancreata and the pancreatic head regions, respectively. The ductal trees were displayed by anti-Vasnb staining. Scale bars = 100 μ m.

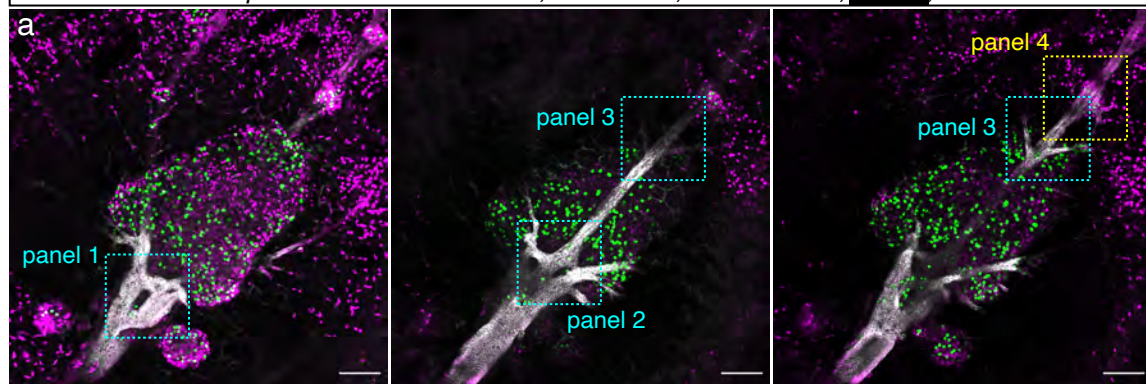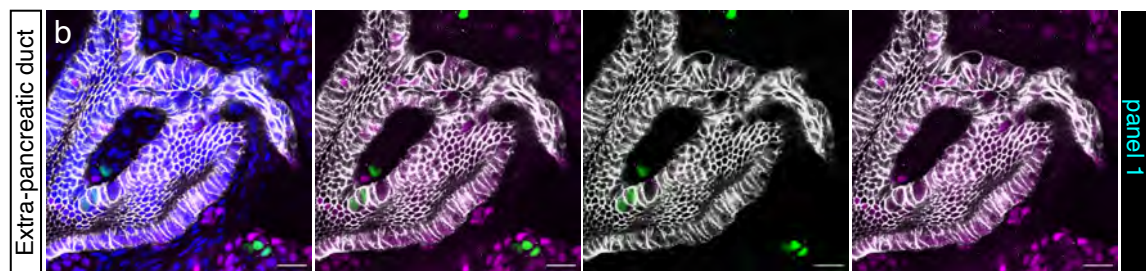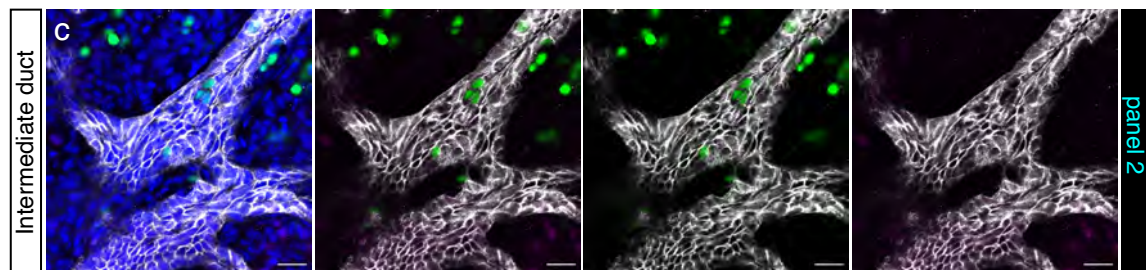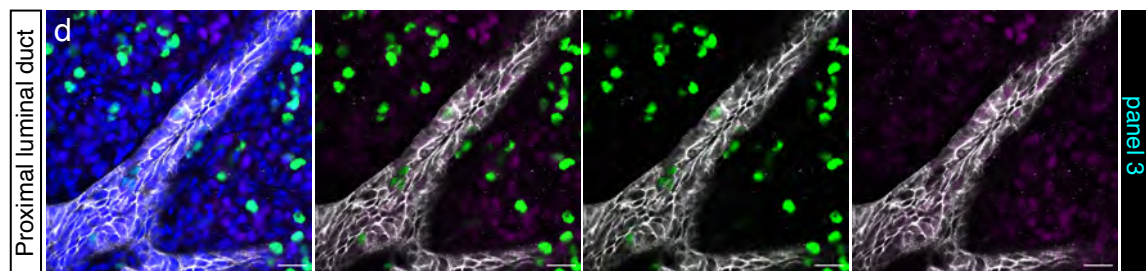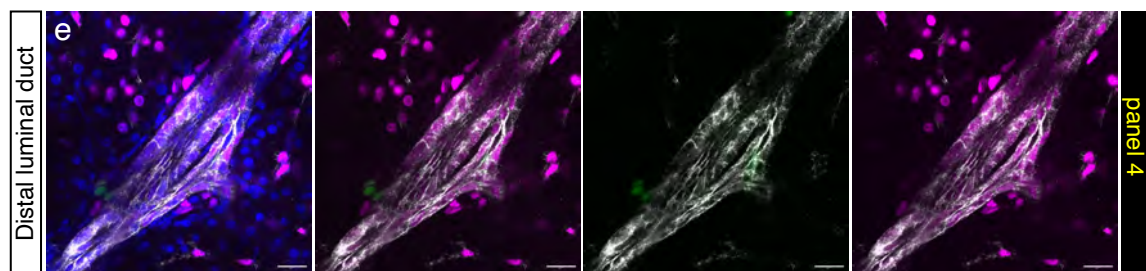

Fig. S9. Spatiotemporal-controlled lineage tracing of *nkx6.1*⁺ ducts with a subset of extra-pancreatic duct labelled. (A) Single-plane confocal images showing the labelling pattern of three distinct regions with high-magnifications shown respectively in (B-E). A subset of extra-pancreatic duct and intermediate ducts can be traced back to *nkx6.1*⁺ cell origin, while the ductal cells residing in between the intermediate duct and the distal luminal duct in the tail regions are devoid of labelling. The distal luminal ducts in the pancreatic tail are H2BmCherry positive. Anti-Vasnb staining (white) and the *ins:H2BGFP* transgene (green) were utilized to locate ductal trees and islets. Scale bars = 100 μ m (A) and 40 μ m (B-E).

A

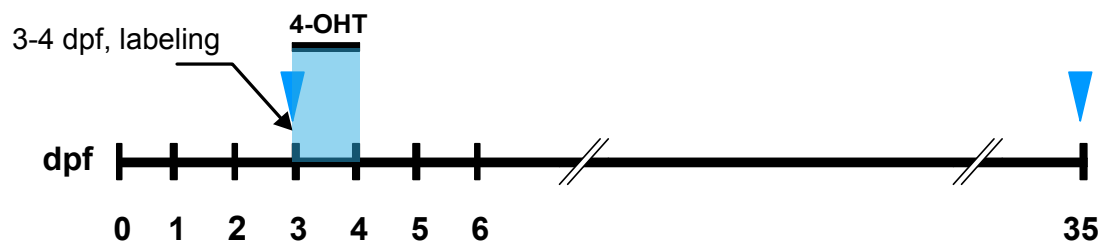

tp1:CreERT2; ubi:CS^{Hm}; Sst1.1; Vasnb; DAPI

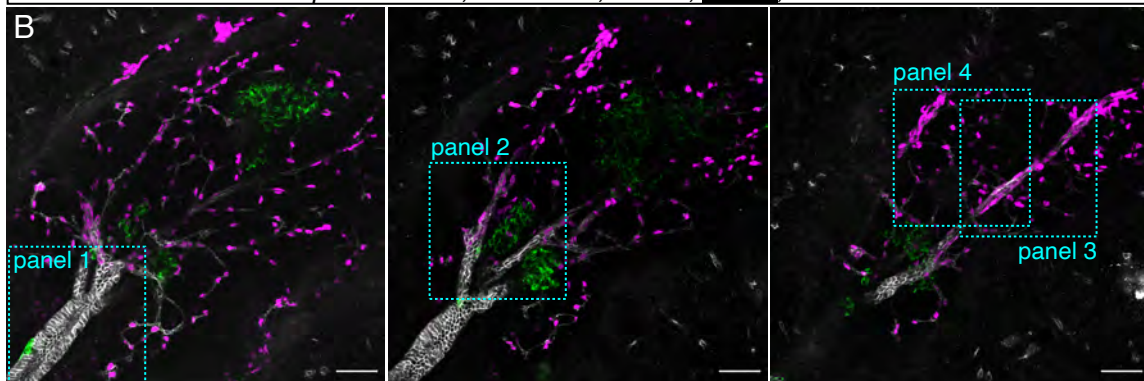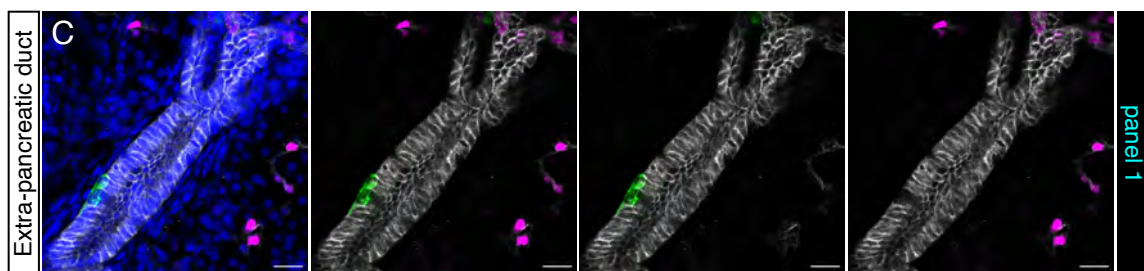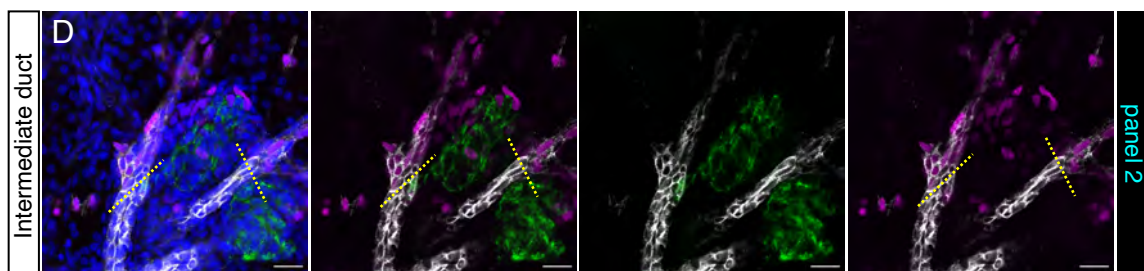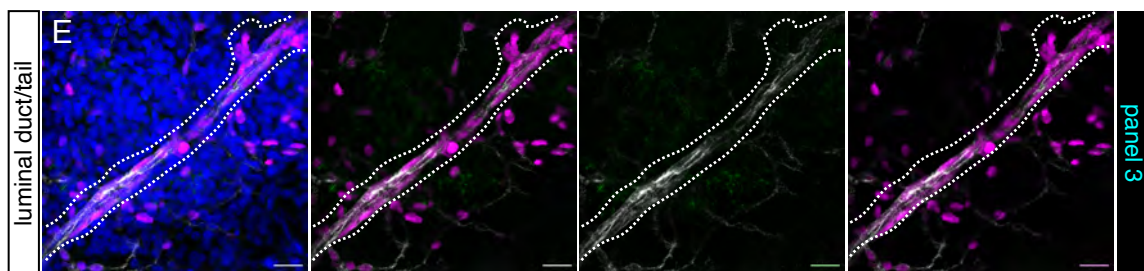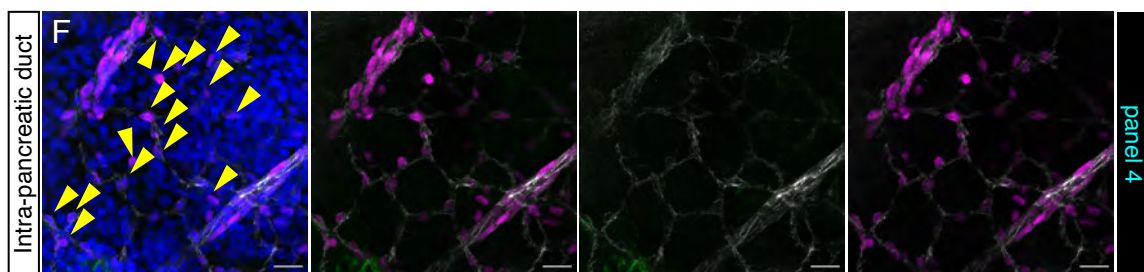

Fig. S10. Spatiotemporal-controlled lineage tracing showing the progenies of *tp1* driven Notch-responsive duct. (A) Experimental time course of the *Cre/loxP* system used for spatiotemporal lineage tracing of *tp1*⁺ Notch-responsive ductal cells. The H2BmCherry expression is specifically induced in *tp1*⁺ ducts and their progenies by 20 μ M 4-OHT application from 3 to 4 dpf. The analysis was made at 35 dpf. (B-F) Single-plane confocal images showing the labelling pattern of four distinct regions with high-magnifications shown respectively in (C-F). The ducts below the yellow dashed lines are intermediate duct (D). Extra-pancreatic ducts and intermediate ducts are devoid of labelling while the luminal ducts that appear in the pancreatic tail regions are H2BmCherry positive, indicating a Notch-responsive duct origin. The dashed line highlights the luminal duct (E) and the arrows point to the intra-pancreatic duct (F). Anti-Vasnb (white) and anti-Somatostatin1.1 staining (green) were utilized to locate ductal tree and islets. Scale bars = 100 μ m (B) and 40 μ m (C-F).

tp1:CreERT2; ubb:CSHm; krt4-p2a-mNeonGreen; DAPI; Vasnb; 2-3 dpf 4-OHT 20 μ M; 30 dpf

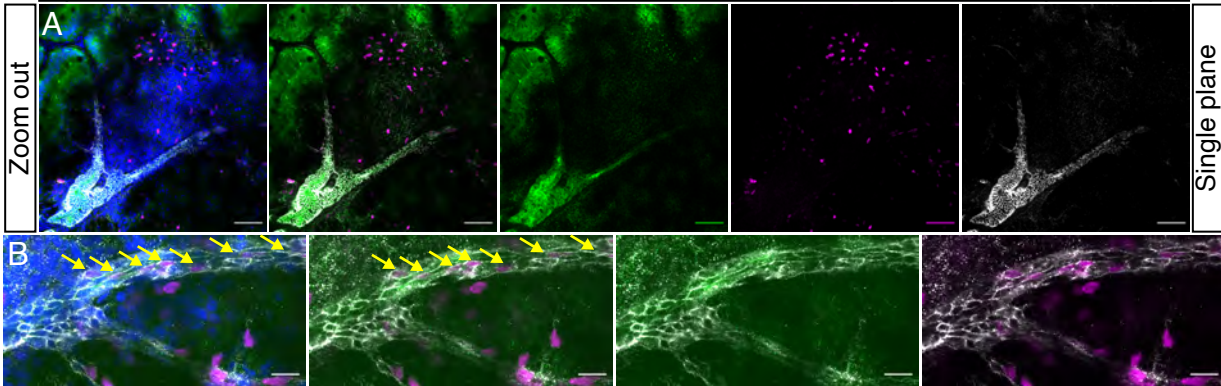

Fig. S11. Spatiotemporal-controlled lineage tracing showing the progenies of *tp1* derived intra-pancreatic duct remodeling into *krt4*⁺ luminal duct. (A and B) Single-plane confocal images showing the labelling pattern in both pancreatic head (A) and magnification in the tail region (B). The yellow arrows pointed to *tp1* lineage traced cells that reside within *krt4*⁺ luminal duct indicated by mNeonGreen and Vsnb staining. Scale bars = 100 μ m (A) and 40 μ m (B).

foxj1a:EGFP; DAPI; *Sst1.1* Gcg; Vasnb; principal islet

10 dpf

30 dpf

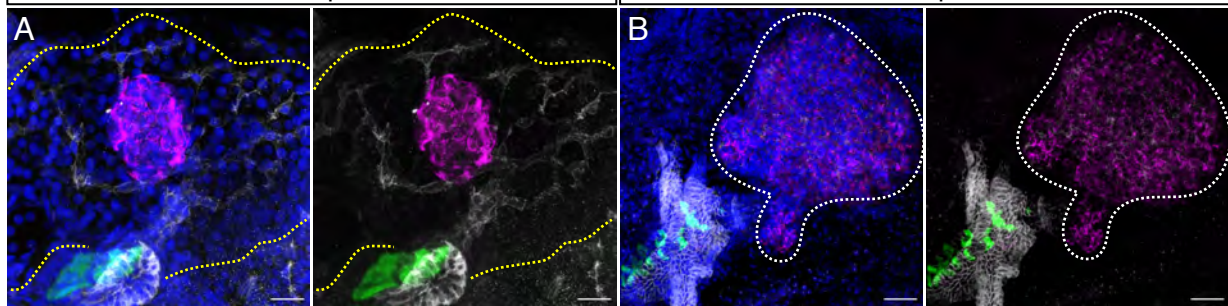

foxj1a:iCre; *ubi:CSHm*; DAPI; *Sst1.1* Gcg; Vasnb; principal islet

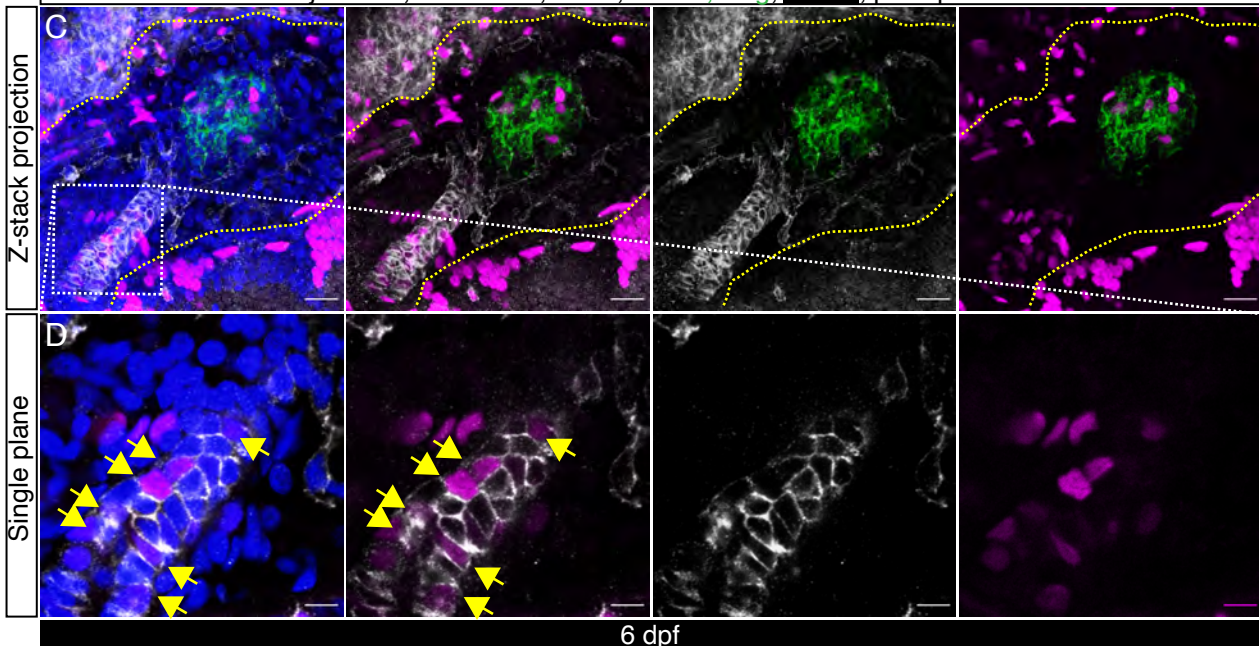

6 dpf

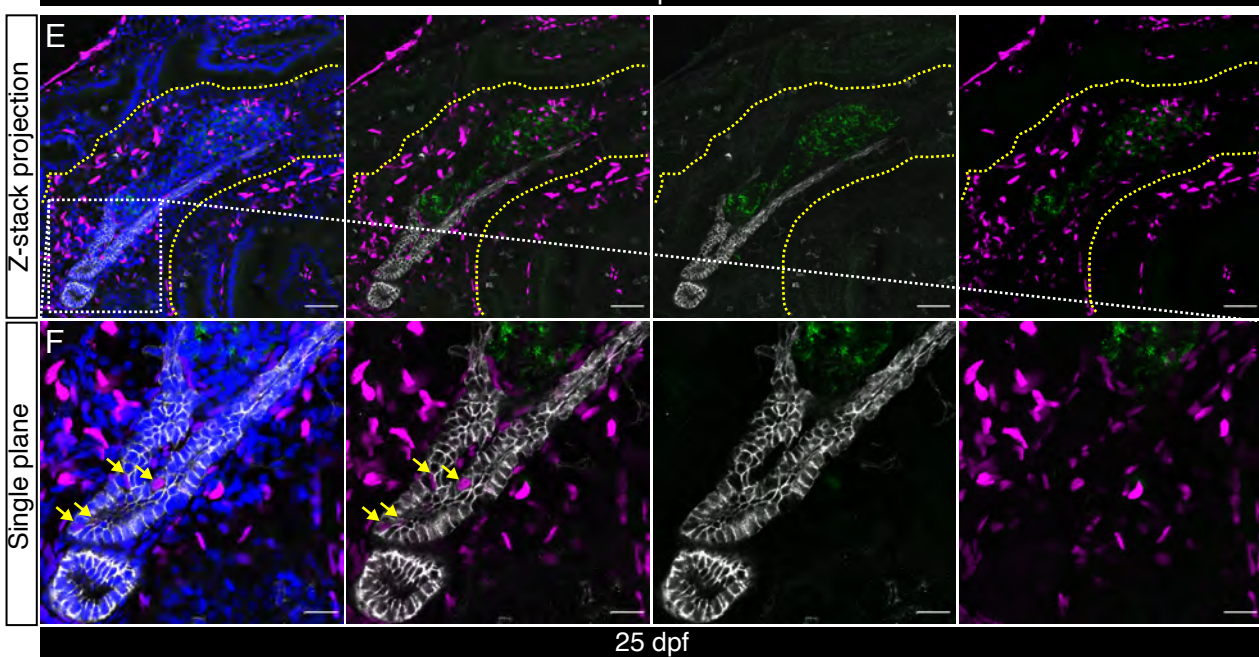

25 dpf

Fig. S12. Long-term lineage tracing of *foxj1a*⁺ cells. (A and B) Representative confocal Z-projections of *foxj1a*⁺ cells in 10 and 30 dpf juveniles depicted in *foxj1a:EGFP* transgenics. The white and yellow dashed lines indicate the pancreata and the principal islet, respectively. (C-F) Lineage-tracing experiments showing the *foxj1a*⁺ lineage in a 6 dpf larva (C and D) and 25 dpf juvenile fish (E and F). The high magnification of the region showing mosaic labeling of the extra-pancreatic duct and the absence of labelling of intermediate duct (C and E). The yellow dashed lines indicate the pancreata. The yellow arrows point to *foxj1a*-lineage traced cells residing in the extra-pancreatic duct.

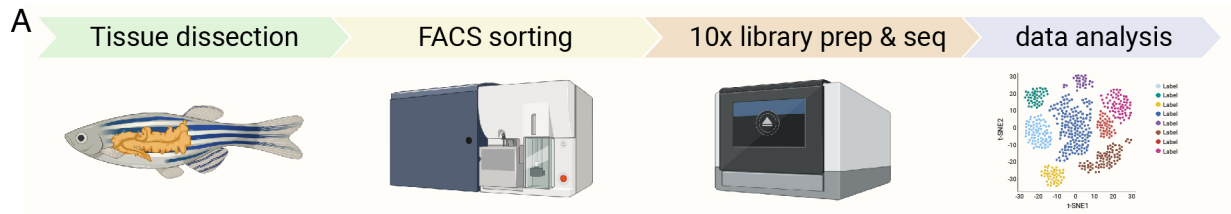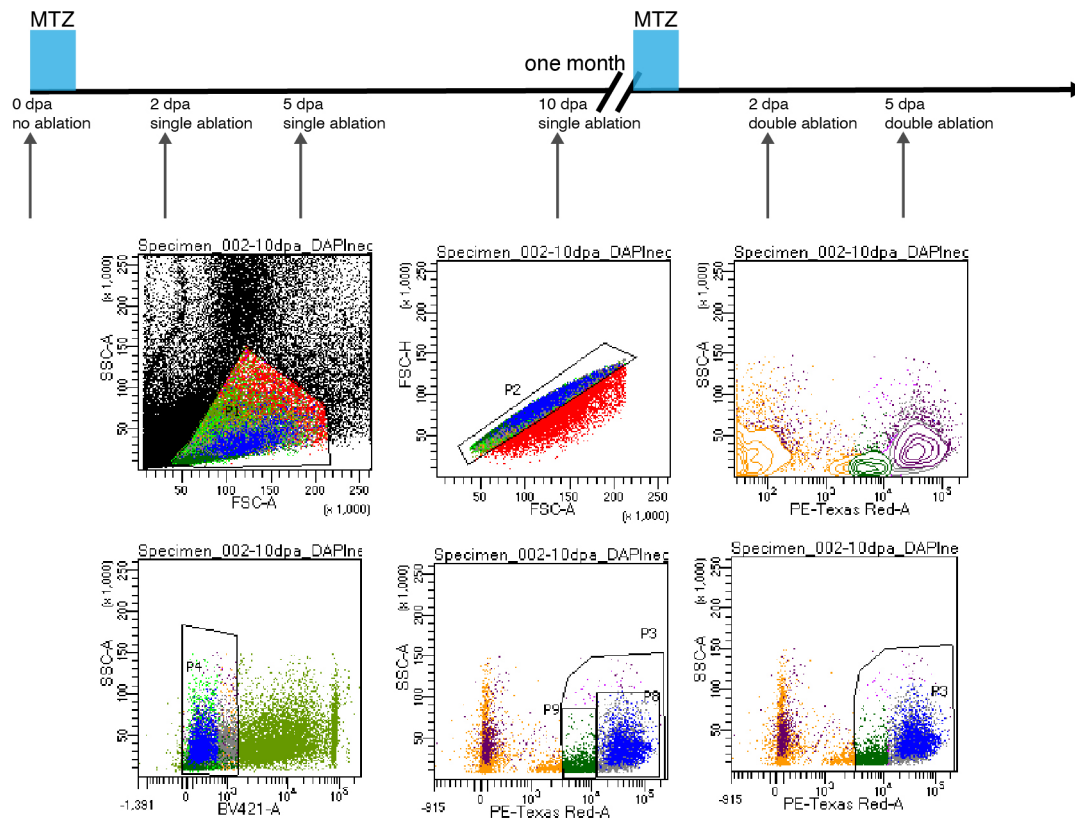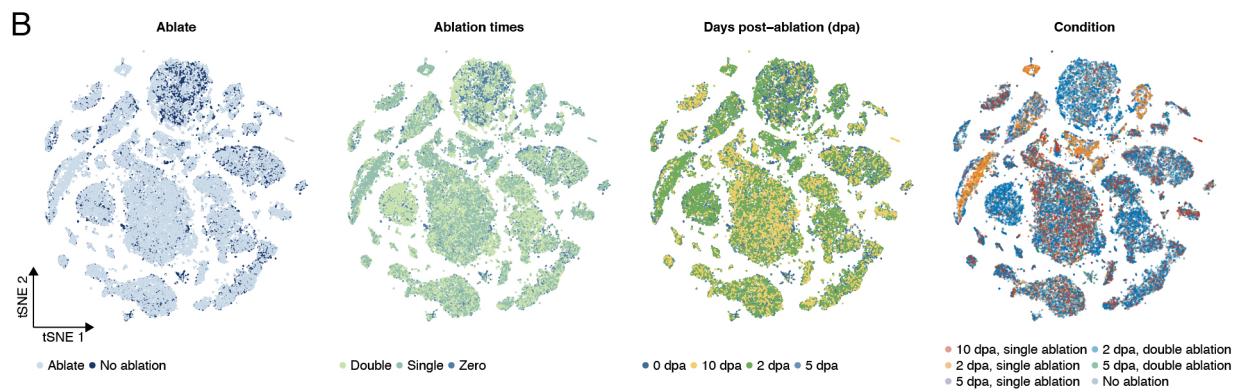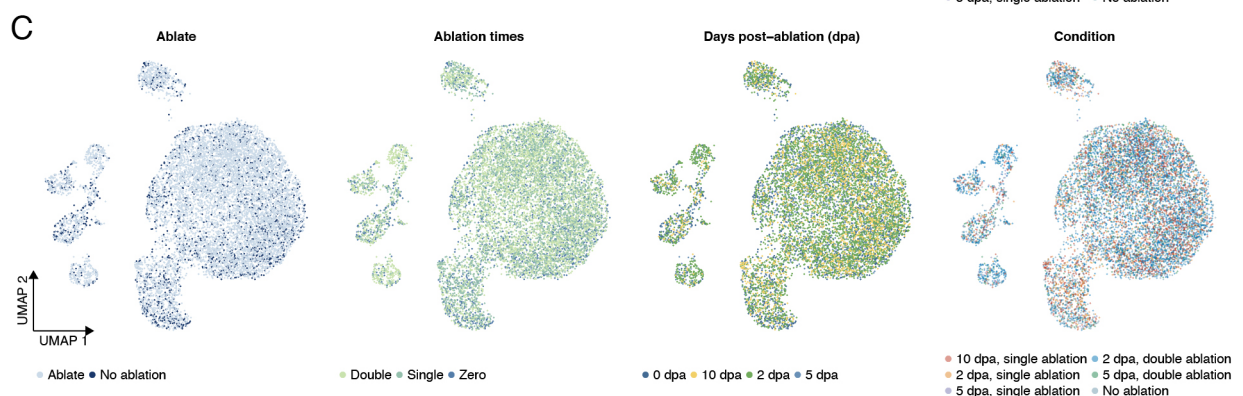

Fig. S13. The pipeline of single-cell RNA-seq. (A) Schematic diagram of the single-cell RNA-seq pipeline of *krt4*⁺ cells in the zebrafish pancreas, including tissue processing, fluorescence-activated cell sorting (FACS) and scRNA-seq profiling. The pancreata were dissected out carefully from *TgKI(krt4:iCre);Tg(ubi:CSHm);Tg(ins:flagNTR)* adult (6-9 months old) with minimum contamination by carefully removing skin, intestine, liver and gallbladder. Up to eight samples from each condition were pooled together and enzymatic dissociated into single-cell suspension. Single mCherry⁺/DAPI⁻ cells were sorted (shown in representative FACS plot) and followed by 10x Genomics library preparation and Next-generation sequencing. (B and C) UMAP visualization of 10 single-cell datasets colored by batch conditions, with or without ablation, and ablation times.

A

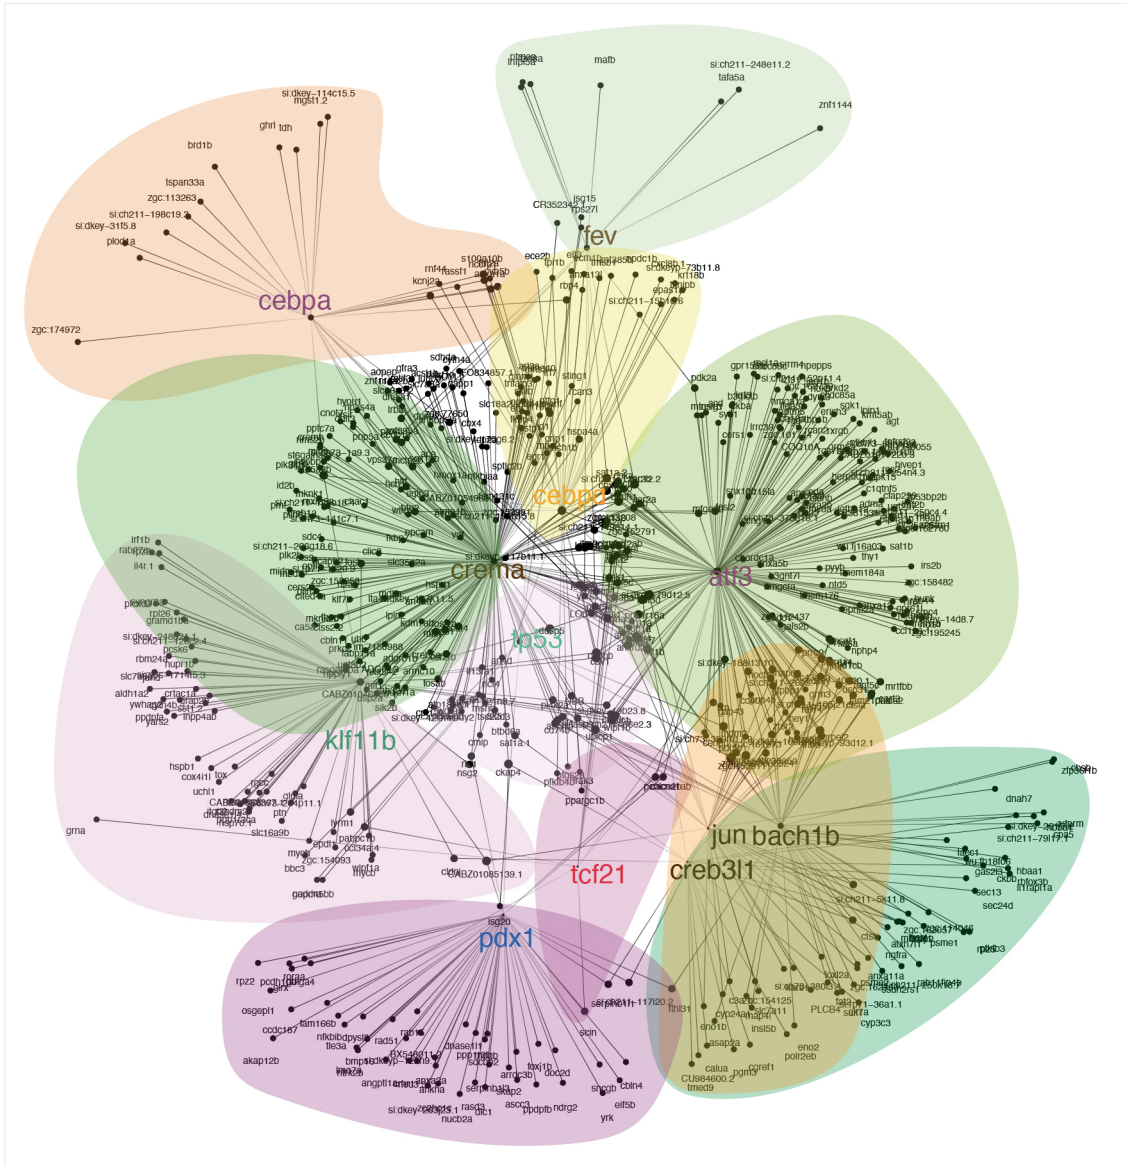

B

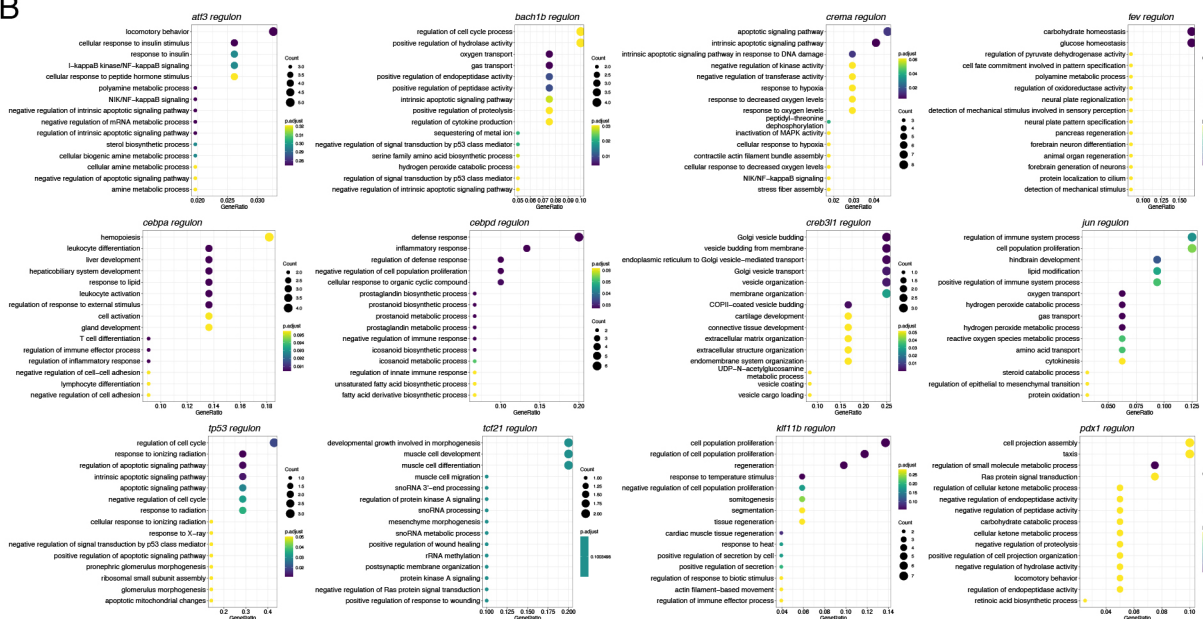

Fig. S14. The connectivity and GO enrichment of regulons. (A) The intramodular regulatory networks were predicted using SCENIC pipeline and viewed by graph. The connections indicate statistically significant regulations with colors representing each regulon. The outlines were colored by the regulons. (B) Dot plots showing GO results of target gene sets for each regulon, colored by adjusted p-value and sized by the number of genes.

Fig. S15. *in silico* analyses of $ins^+/sst1.1^+$ hybrid cell-to-beta cell trajectory. (A) UMAP plot displaying 5 cell clusters of $ins^+/sst1.1^+$ hybrid cell-to-beta cells, color-coded by subpopulation. The numbers and proportions of each cell type were displayed in a piechart. (B) Slingshot analysis reveals a linear trajectory. (C) The heatmap showing the Spearman's correlation based on the highly variable genes. (D). The same UMAP overlayed with sample batch information. (E) Heatmap of the top differentially expressed genes per cluster, with selected markers gene. (F) Heatmaps showing the enriched regulons among the 5 cell states. The regulons were ordered by hierarchical clustering. (G) The dot plot visualizes the highly enriched regulon for each cell state. (H) The UMAP plot based on the regulon activity scores (RAS), each cell is color-coded based on the cell states assignment. (I) The t-SNE plot based on the regulon activity scores (RAS), each cell is color-coded based on the cell states assignment. (J) UMAP projection overlayed by the expression level of transcriptional factors (right) and RAS (left).

How the deposited data were processed for this re-analysis (not part of the article)

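The authors deposited gene by barcode matrices of UMI counts for 10 droplet libraries, as raw counts of the barcodes called as cells, made with Cell Ranger 5.0.1 on danRer11 according to the submitters' processing notes. The counts were whole numbers without normalization. The 25110 features became 24455 genes after features with a shared symbol were summed, which concerned 515 symbols. No reads were used. RNA velocity, pseudotime, regulons, the wortmannin experiments and the microscopy were not analysed here.

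Barcodes with 400 to 7000 detected genes were kept. Doublets were simulated within each library, and barcodes with the highest scores were removed, at a rate proportional to the number of barcodes. Counts were normalized to 10000 per cell and log-transformed. Principal components (30 for all cells) of 2000 variable genes were corrected by library with Harmony (theta 2, sigma 0.1, lambda 1), and cells were clustered by the Leiden method on 20 neighbours at a resolution of 0.3. Duct, *krt5* and endocrine cells were clustered again with 20 components at 0.7, *krt5* and endocrine cells with 15 components, and transitional and hybrid cells with 10 components at 0.3 and 0.7. Harmony, the doublet score and the thinning were written in Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and igraph 0.11.9, with a fixed seed.

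Clusters were named by 110 markers written before the files were opened, where the mean log2 fold of a cluster's markers reached 1. Values of the genes that named a class describe it and test nothing. Since the classes come from clustering the same counts, p-values between classes are too small for genes that shaped the clusters. Duct stands for luminal and Notch-responsive duct together. A set of 51 genes was left out of the variable genes.

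Counts of one class and library were summed. Classes were compared within libraries by edgeR 4.0.16 (quasi-likelihood test, library as a block, filter on low counts, TMM scaling) in R 4.3.3, and p-values were adjusted by Benjamini-Hochberg over all tested genes and again over each gene list alone, with a threshold of 0.05. A class needed 5 cells in a library, duct 20 and hybrid cells 10 in comparisons between conditions. Differences are log2 fold changes of the first-named class over the second. The standard error of a log2 fold change is that of the edgeR fit. Gene lists (27) were written before the data were examined and tested by camera of limma 3.58.1, two-sided, with a preset correlation of 0.01 and with an estimated correlation. DESeq2 1.42.0 was the alternative test. Depth was equalized by thinning each cell to 2000 UMIs. Shares of cells have exact binomial intervals at 95%, and pooled levels have exact Poisson intervals. Intervals and floors cover counting error only. The shares of transitional cells and the PI3K list were tested by two-sided exact permutation of libraries or of signs.

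Genes are named if the paper names them in its single-cell sections, if they are among up to 8 higher and 8 lower genes with the largest significant change of one direction in every library, or if they are among the 4 members of a list with the smallest p. This rule, the comparisons, the lists, the markers and the main settings were fixed before the data were examined. Chosen after the values were seen were the resolution of 1 for transitional and hybrid cells, library totals in place of TMM with and without 8 hormone genes, TMM with singleton pairing, classes thinned to equal depth, the duct without its clusters 3 and 6, and the germ cell list. Genes named for single clusters of transitional and hybrid cells at that added resolution (*isg15*, *c7b*, *c3a.1*, *lgals2a*, *cdkn1a* and *mnx1*), and the single members of a list with the other direction (*dlc* and *pkma*), were also chosen after their values were seen.

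A self-test ran simulated counts with known changes in randomly chosen genes through the same functions, with the library sizes and dispersions of the real comparison. For transitional against hybrid cells it recovered 61.0% of genes changed by a log2 of 1 and 98.7% of those changed by 2, with 3.97% false among the calls. For Notch-responsive against luminal duct it recovered 92.5% and 100%, for *krt5* cells against duct 25.3% and 85.4% with 8.33% false, and for transitional cells against duct 4.44% and 54.0% with 15.0% false, so small changes against duct are often missed. With TMM, unchanged genes came out at a median of -0.36 for transitional cells against duct and -0.14 for *krt5* cells against duct. With library totals these medians were -0.05 and -0.03, so log2 fold changes against duct with TMM lean downward. For duct at 2 dpa after a double ablation against no ablation it recovered 41.0% and 87.6% with 17.9% false, more than the threshold allows, and for hybrid cells between the same conditions 26.8% and 84.2% with 4.50% false.

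Settings varied before the data were examined were DESeq2, no filter on low counts, no library block, at least 10 cells per library and class, each library left out, no doublet removal, no Harmony, all variable genes, at least 800 detected genes, and 0.5 and 1.5 times the resolution.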

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

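The tests of hormone counts, of free acinar RNA and of both explanations of the germ cell genes were chosen after the result was seen, while those of depth, of doublets, of acinar cells and of the exchanged labels were written first. Of 15 measures compared over libraries, 7 lay further from the rest than chance gives for about 1 in 20.

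Library 29 was set apart by its median of 2444 UMIs per kept cell, by 23.3% Notch-responsive duct, by 0 *krt5* cells, and by acinar transcripts of 142633 CPM in Notch-responsive and 22850 CPM in luminal duct. Library 16 was set apart by 30.52% of barcodes under 400 genes, and library 28 by 1.846% of its cells in the cluster led by *insl3* and *cyp17a1*. Clusters with germ cell genes, which the paper does not treat, held 5953 cells, 13.5% of those kept.

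Ribosomal protein genes were lower in transitional than in hybrid cells with TMM and higher with library totals. If hormone transcripts that fill the counts of hybrid cells were the cause, leaving 8 hormone genes out of the library totals would turn the median negative again. It was -0.32. Hormones took 462562 CPM in hybrid and 104457 CPM in transitional cells, and this shift follows from those shares. The value therefore shows that the hormone share is large enough to turn the sign, and is no independent test of the cause. If the difference in depth were the cause, thinning to equal depth would end the difference between the scalings. The median stayed at 0.57 with library totals and -0.35 with TMM. Thinning leaves ratios with library totals unchanged on average, so only the median with TMM could have turned. Since it stayed negative, depth is excluded only as the cause of the negative median with TMM. Both directions are relative, since the data hold no absolute amount of RNA per cell.

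Acinar enzyme transcripts were higher in Notch-responsive than in luminal duct. Free RNA would reach leukocytes alike, but the median ratio of Notch-responsive duct to leukocytes was 20.2 (4.52 to 27.8 in 9 libraries), which excludes it as the whole cause. Doublets with acinar cells would hold more UMIs, and the 116 cells with at least 5% acinar UMIs held 0.990 times those of the others (0.719 to 3.75), which decides nothing. Acinar cells among fewer than 50% of the Notch-responsive cells would leave the median cell unchanged, but the median cell had a higher acinar percent in 10 of 10 libraries (0.2966 to 4.57% against 0.0486 to 3.04%). This excludes such cells as the whole cause, but not as the source of most of the summed level. In library 16, for example, the summed level was 17720 CPM, while the median cell held 0.4498% acinar UMIs. No biological explanation was tested.

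Germ cell genes marked 3 clusters of all cells. Of 20 germ cell genes listed, 19 were in the files and 19 were at least 10 times higher there than in other cells. The list was chosen after the leading genes of these clusters were seen, so this decides nothing, and where these cells come from is left open. The share of these clusters differed by at most 3.45 percentage points between libraries of 1 condition and lay between 0.295 and 50.0% over libraries, so preparation and condition cannot be told apart.

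Class labels were exchanged within libraries to ask whether chance can explain the numbers of genes called. For Notch-responsive against luminal duct and for *krt5* cells against duct, the real grouping called 1517 and 4335 genes and every other of 40 groupings called 0. For transitional against hybrid cells and against duct it called 1064 and 3241, and the highest of the others among 64 groupings called 0 and 85. In each comparison only 1 grouping, the real one, called as many. The classes come from clustering the same counts, so any exchange of their labels lowers the calls, and this leaves open whether chance can be excluded.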

How the results depend on the processing

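The comparisons of *krt5* cells and of transitional cells changed less with a library left out than with several other settings. For the ducts, leaving out library 29 gave 2295 genes, and only the setting without a filter on low counts moved the count further. Counts of genes called with one library left out ranged over 1235 to 2295 for Notch-responsive against luminal duct (1517 with all), 3909 to 4342 for *krt5* cells against duct (4335), 978 to 1061 for transitional against hybrid cells (1064) and 2975 to 3163 for transitional cells against duct (3241). For the ducts, DESeq2 called 2276, no filter on low counts 3009 and no library block 1007. For transitional against hybrid cells, no filter gave 2275. Thinning to equal depth left 1037 for *krt5* cells against duct, 356 for transitional against hybrid cells and 418 for transitional cells against duct, and 1058, 431 and 406 with library totals, with fewer counts to test. For *krt5* cells against duct, 577 of these were higher and 460 lower with TMM, and 652 and 406 with library totals. For transitional cells against duct, 234 were higher and 184 lower with TMM, and 200 and 206 with library totals. The large excess of lower genes against duct with TMM was thus not found at equal depth, where 1312 and 660 genes were tested. Comparisons between conditions were unstable. Each condition at 5 dpa has 1 library, which is assumed to vary like the other groups, so its counts do not test a difference across libraries. In duct, 823, 609, 1292, 1516 and 567 genes were called at 2 dpa double, 2 dpa single, 5 dpa single, 5 dpa double and 10 dpa, against 132, 126, 335, 372 and 344 with DESeq2, 4024, 3522, 4443, 5081 and 3699 without Harmony, 2168, 1790, 2696, 3255 and 2041 with all variable genes, 437, 328, 662, 887 and 305 with at least 800 detected genes, 1459, 1153, 1985, 2311 and 1174 with 1.5 times the resolution, and 3531, 2869, 3897, 4150 and 3325 without its clusters 3 and 6. At 2 dpa single and 10 dpa, 995 and 968 were called without doublet removal and 951 and 1113 with 0.5 times the resolution. Cluster 6 of the duct was the whole Notch-responsive class of 922 cells. Without clusters 3 and 6, library 29 had 15 duct cells, under the minimum of 20, and left the fit. Without Harmony the 10 dpa comparison held 3 libraries as well. Under these 2 settings the loss of cells was not separated from the loss of a library. With one library left out the ranges were 109 to 4101, 59 to 3490, 96 to 4053, 181 to 4577 and 47 to 3622. In hybrid cells 590 genes were called, 75 with DESeq2 and 332 to 629 with one library left out.

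The share of transitional cells from 2 dpa double ablation was 23.1%, with 13.0 to 29.0% when one library was left out. The class held 78 cells, 85 without doublet removal and 107 to 185 under the other 5 clustering settings. As a percent of endocrine cells it was 4.04 at 2 dpa double against 16.2 in the others without doublet removal, and 9.20 to 10.5 against 23.1 to 28.4 under those 5. Its difference in percent of endocrine cells was -8.96 and passed the threshold only at 1.5 times the resolution, at -14.44 (two-sided exact permutation p = 0.048). With an estimated correlation, camera called 1 list instead of 5 for the ducts, 0 instead of 13 for *krt5* cells, 1 instead of 13 for transitional against hybrid cells, 2 instead of 16 against duct, 0 instead of 9 in hybrid cells between conditions, and 1, 0, 1, 1 and 0 instead of 7, 2, 5, 6 and 9 in duct.

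Among the named genes, a few changed sign. In transitional cells, *sox11a* (-0.51 against duct) was 0.81 with library totals without hormone genes, *fev* (0.94 against hybrid cells) was -1.24 without Harmony, *isl1* (0.80 against hybrid cells) was -1.32 without Harmony and -0.31 with at least 800 detected genes, *pax6b* (-0.85 against hybrid cells) was 0.16 with library totals and 0.29 at equal depth with library totals, *pkma* (0.74 against hybrid cells) was -0.0133 without Harmony and -0.12 with at least 800 detected genes. The PI3K list kept its direction at 1.11 without *rps6* and the eif4e binding proteins. The cause was not tested in any of these. Without Harmony no Notch-responsive duct class was found, so that comparison has no value there.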

Differences from the paper's values

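At a resolution of 0.7, the paper's transitional and hybrid cells formed 8 clusters, and here they formed 5. The alternatives without doublet removal, without Harmony, with all variable genes and with at least 800 detected genes came within 1.5 times of the paper's count, at 6, 6, 7 and 6, and 0.5 and 1.5 times the resolution did not, at 3 and 5. A resolution of 1, chosen after seeing the values, gave 8. The other counts of cells and clusters compared were within 1.5 times. The paper's *dlb* cluster split off from its hybrid cells at 0.7 among duct, *krt5* and endocrine cells. Here, at that step, 71 of the 78 transitional cells lay in a cluster with 175 cells of duct with cell cycle genes, and formed their own cluster only when clustered again. The paper compared cells of clusters, and the replicates here were libraries.

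In these libraries the paper names *igf2a* for luminal and *igf2b* for Notch-responsive duct in that order, and here *igf2b* was lower in Notch-responsive duct (-4.38) and *igf2a* stood at 84.2 CPM there against 0.853 in luminal duct, the reverse. The call of *igf2b* was kept under all 23 alternatives that tested it, and *igf2a* was below the filter on low counts in the main test. Elsewhere the paper gives *igf2a* as highest in *her15.1* duct, which matches the values here. It gives high *her6* and *her9* as marks of luminal duct beside *krt4*, and here *krt4* was higher in luminal duct while *her6* and *her9* did not differ, under edgeR, DESeq2, library totals, equal depth or no filter.

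The paper gives most transitional cells to 2 dpa after double ablation, where 23.1% were found here, and between 17.6 and 28.6% under the other clustering settings. Its early and late transition are 2 clusters, and here most transitional cells lay in 1 of 3 clusters at its resolution, so its groups are not matched cell by cell. It also gives most cells of late transition 1 to this condition, and of the 8 clusters at the added resolution, chosen after seeing the values, cluster 6 alone had more than 50% (55.0%).

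The paper reports ribosomal and translation genes as higher in early transition, and here 73 of 79 ribosomal protein genes were lower in transitional than in hybrid cells with TMM. With library totals, chosen after seeing the values, 66 were higher, at a median of 0.47, below the 0.93 of all genes.

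Of the 7 factors that the paper names as up in *dlb* cells, *pax4*, *pax6b*, *isl1*, *myt1a* and *fev* were higher than in duct, and *sox11b* was lower (-1.90) and *sox11a* not called (-0.51). In simulated counts of this comparison, unchanged genes came out at a median of -0.36 with TMM, so part of the -0.51 can come from the scaling. The gene *sox11a* was higher (0.81) under 1 of 22 alternatives, library totals without hormone genes, chosen after seeing the values, and called lower under 3, without the filter (-0.95), without library 19 (-0.99) and with 0.5 times the resolution (-0.92). Against hybrid cells *pax6b* was lower (-0.85), *sox11b* was not called (-0.66), and no setting called either of them higher. The paper reports more *hes6* in these cells, and against hybrid cells no setting called it (DESeq2 0.73, no filter 0.39), while against duct it was higher.

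Of the injury and chromatin factors that it names for early transition, most were higher here, but *cebpd* was lower than in hybrid cells (-1.66) and no setting called it higher. Over the clusters at the paper's resolution, *cebpd* stood at 217 CPM in cluster 1, 136 CPM in cluster 0 and 268 CPM in cluster 2 (pooled over cells, not tested). Cluster 1 held most transitional cells but also 42 hybrid cells, so its level is not that of transitional cells alone. The gene *hmgn6* was not called (0.25) and was higher with library totals (1.24) and with library totals without hormone genes (0.46), both chosen after seeing the values, which raised the median of all genes by 1.00 and 0.21, as much as *hmgn6*. The gene *klf6b* was too low to be tested and was not called without the filter (2.65), and neither was *cebpa* (0.29). The symbol foxl1a is not in the files, and *fosl1a* is. The gene *klf11b*, given to hybrid cells, was not called (-0.70), and was called without the filter (-1.21).

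The paper sets *elavl3* and *elavl4* in neurons of the peripheral nervous system, and here each peaked in one of the clusters with germ cell genes, at 28.1 and 78.3 CPM. It describes *krt5* as specific to the *krt5* cluster, and here *krt5* was highest in another cluster, at 2038 against 327 CPM, with 7119 of its 7120 *krt5* UMIs from library 28. In the other libraries with at least 20 of its cells it had 0 CPM.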

Other observations

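Hybrid cells at 2 dpa after a double ablation were compared with hybrid cells without ablation (2 libraries each). Libraries of a condition may share a pool of fish, so the p-values may not cover the spread between fish. The complement gene *cfb* rose by a log2 of 5.104 (standard error 0.37, adjusted p = 6.5e-15), the glucose-6-phosphatase gene *g6pcb* by 4.58 (standard error 0.21, adjusted p = 8.2e-33) and the interferon gene *isg15* by 2.25 (standard error 0.27, adjusted p = 2.4e-10), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of 21 inflammation genes, 9 were higher and 0 lower (11 and 2 when adjusted over the list alone). Immediate early genes were lower, 10 of 18 (13 when adjusted over the list alone), among them *fosb* at -2.73 (standard error 0.26, adjusted p = 4.7e-13) and *junbb* at -1.87 (standard error 0.22, adjusted p = 3.1e-11) from the same test, and so were circadian genes, 8 of 17, among them *dbpb* at -4.04 (standard error 0.58, adjusted p = 5.5e-08). Camera gave the 3 lists adjusted p = 1.2e-06, 8.1e-13 and 5.9e-08, and 0.57, 0.57 and 0.56 with an estimated correlation. The test called 318 higher and 272 lower genes, and DESeq2 called 75 in all. The erythrocyte gene *hbba1* had log2 fold changes of -6.49 in hybrid cells and -6.503 in duct (adjusted p = 1.3e-08 and 3.3e-05), and since neither class should express it, differences in free RNA are part of these comparisons.

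In duct, part of the genes of protein folding in the endoplasmic reticulum were higher at 2 dpa than without ablation. Of 16, 10 were higher after a double and 4 after a single ablation (14 and 7 when adjusted over the list alone). At 10 dpa 0 were higher and 2 lower (0 and 6 when adjusted over the list alone), but this comparison rests on library 28 and on library 29, which was set apart, and its 567 calls over all genes became 2208 and 3622 without one of them. At 2 dpa after a double ablation the calreticulin genes *calr* and *calr3b* rose by a log2 of 1.25 (standard error 0.20, adjusted p = 0.0022) and 1.43 (standard error 0.21, adjusted p = 0.0012) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the ferritin gene *fthl31* by 4.99 (standard error 0.45, adjusted p = 3.8e-05). The calls of *calr* and *calr3b* were lost under 5 and 4 of 19 alternatives, and that of *fthl31* under 0. The comparison called 823 genes, 132 with DESeq2 and 109 to 4101 with one library left out. Camera gave the list adjusted p = 2.0e-14 and 3.0e-05 at 2 dpa, and 0.025 and 0.2 with an estimated correlation. Each condition at 5 dpa has 1 library, so no count of this list is given for it, and its counts over all genes are given only to show how they move with the settings. Cluster 3 of the duct class carried the leukocyte gene *cd74a* among its leading genes.

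Some clusters of all cells at a resolution of 0.3 were led by genes other than the markers that named them. A cluster named for peripheral neurons was led by *odf3b* and *izumo1*, and 1 named for proliferating cells by *tdrd1* and *dnd1*. The cluster of 288 cells, named for peripheral glia, was led by *insl3* and *cyp17a1*, and *sox10* and *krt5* peaked in it. These names therefore do not settle what the cells are. These leading genes were named after their values were seen. No paired analysis was possible because no library holds the same fish before and after ablation.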
